# Architecture of gene regulatory networks controlling flower development in *Arabidopsis thaliana*

**DOI:** 10.1038/s41467-018-06772-3

**Published:** 2018-10-31

**Authors:** Dijun Chen, Wenhao Yan, Liang-Yu Fu, Kerstin Kaufmann

## Abstract

Floral homeotic transcription factors (TFs) act in a combinatorial manner to specify the organ identities in the flower. However, the architecture and the function of the gene regulatory network (GRN) controlling floral organ specification is still poorly understood. In particular, the interconnections of homeotic TFs, microRNAs (miRNAs) and other factors controlling organ initiation and growth have not been studied systematically so far. Here, using a combination of genome-wide TF binding, mRNA and miRNA expression data, we reconstruct the dynamic GRN controlling floral meristem development and organ differentiation. We identify prevalent feed-forward loops (FFLs) mediated by floral homeotic TFs and miRNAs that regulate common targets. Experimental validation of a coherent FFL shows that petal size is controlled by the SEPALLATA3-regulated miR319/TCP4 module. We further show that combinatorial DNA-binding of homeotic factors and selected other TFs is predictive of organ-specific patterns of gene expression. Our results provide a valuable resource for studying molecular regulatory processes underlying floral organ specification in plants.

## Abstract (web summary)

Homeotic transcription factors and miRNAs promote floral organ specification. Here Chen et al. reconstruct gene regulatory networks in *Arabidopsis* flowers and find evidence for feed forward loops between transcription factors, miRNAs and their targets that determine organ-specific gene expression.

## Introduction

The transition from vegetative to reproductive growth in plants is controlled by the sequential and coordinated activity of transcription factors (TFs) that integrate environmental signals, such as photoperiod, temperature and nutrient status, and endogenous cues such as plant age. Over the past three decades, key TFs controlling floral transition and flower formation have been identified in *Arabidopsis thaliana*^1–3^. The MADS-domain protein FLOWERING LOCUS C (FLC) acts as a major floral repressor that is epigenetically downregulated during vernalization. The closely related FLOWERING LOCUS M (FLM) instead mediates the response to changes in ambient temperature^4,5^. Another flowering repressor protein, SHORT VEGETATIVE PHASE (SVP), is a MADS-domain protein that has roles in temperature responses by forming complexes with FLC and FLM-β, respectively^4,6,7^. Interestingly, SVP has a later role in floral meristem (FM) development together with two positive regulators of flowering time, the MADS-domain proteins SOC1 and AGL24 (ref. ^8^). The FM identity genes *LEAFY* (*LFY*)^9^ and *APETALA1* (*AP1*)^10^ upregulate each other’s expression in a positive feedback loop^11,12^, resulting in stable specification of FM identity. *AP1* and *LFY* activate floral homeotic genes^13^, which then act in a combinational fashion to specify the identities of four different types of floral organs (sepals, petals, stamens, and carpels). According to the “floral quartet model”, floral homeotic proteins form organ-specific tetrameric protein complexes, and the higher-order interactions are mediated by the redundantly acting SEPALLATA (SEP) proteins (including SEP1, SEP2, SEP3, and SEP4)^14^. In this model, sepals are specified by a complex consisting of AP1 and SEP proteins, while AP1, AP3, PISTILLATA (PI), and SEP form a higher-order complex that determines petal identity. Stamen identity is specified by a tetramer that contains AP3, PI, AGAMOUS (AG), and SEP, while carpel identity is determined by a tetramer consisting of AG and SEP proteins^15^. All floral homeotic proteins, with the exception of AP2 whose classification as a homeotic factor is under debate^16^, encode members of the MADS-domain TF family. AP2 was shown to repress *AG* expression in the outer floral whorls in Arabidopsis^17^ as well as the expression of *AG*, *AP3*, and *PI* orthologs in Petunia^18^. Besides this, AP2 was found to regulate meristem maintenance and seed development^17,19^. The AP2 paralogs TARGET OF EAT1–3 (TOE1–3), SCHNARCHZAPFEN (SNZ), and SCHLAFMUETZE (SMZ) were identified as key repressors of floral transition^20,21^.

Floral organ growth and differentiation is further controlled by other types of TFs, including BELLRINGER (BLR)^22^, JAGGED (JAG)^23^, ETTIN (ETT)^24,25^, and REPRESSOR OF GIBBERELLIC ACID (RGA)^26^. *BLR* encodes a homeodomain TF and plays a central role in shoot apical meristem development by affecting meristem activity, phyllotaxis, and floral organ patterning^22^. JAG encodes a zinc-finger TF that regulates organ boundary formation and growth^27^. ETT is an auxin-responsive TF that regulates several aspects of flower morphogenesis^24,25^, and RGA controls inflorescence development via participating in the gibberellin signaling pathway^26,28^.

Chromatin immunoprecipitation (ChIP) followed by high-throughput DNA sequencing (ChIP-seq) facilitates the identification of genomic regions bound by developmental master TFs during flower development^29^. Biologists started to understand patterns of genomic TF binding^30,31^, and the complex gene regulatory networks (GRNs) that govern the formation of flowers on a global scale^32^. However, a systematic analysis of the target gene networks of these master regulators is still lacking, and thus our knowledge towards the associated network components that control floral organ development is incomplete. In this regard, the combination of genomic binding and expression data provide an opportunity to shed light on the regulatory “code” underlying floral organ specification.

Many factors such as microRNAs (miRNAs) have roles in floral transition and flower development. For example, the age-dependent transition from vegetative to reproductive growth was shown to be regulated by *MIR156*, which gradually decreases with age thus results in elevated expression of its targets, *SQUAMOSA PROMOTER BINDING-LIKE* (*SPL*) TFs which are in turn upstream activators of FM identity genes, *LFY* and *AP1*, as well as *MIR172* (refs. ^33–35^). *MIR172* targets *AP2* and its closely related paralogs, and thereby controls floral transition and whorl-specific activation of floral homeotic genes^16,36^. Other reports showed that *MIR319* affects petal size by regulating *TCP4* and *TCP10* genes^37^. *MIR159*, *MIR160*, *MIR164*, *MIR165*, *MIR166*, and *MIR167* were also reported to have roles in floral organ morphogenesis in *Arabidopsis*^38^. Despite many reports on miRNAs regulating floral transition and flower development, a comprehensive understanding of the dynamic control of these processes by miRNAs is still missing. In particular, we have limited knowledge about how miRNAs themselves are regulated by upstream regulators.

Here, we performed an integrative analysis of genome-wide DNA-binding data of master regulatory TFs, including factors controlling floral transition (FLC, FLM, SVP, and SOC1), FM/organ identity TFs (LFY, AP1, AP2, AP3, PI, SEP3, AG), and regulators of floral organ morphogenesis (BLR, JAG, ETT, RGA). Coupled with newly generated stage-specific mRNA and miRNA expression data, the GRN controlling reproductive growth in *Arabidopsis* was constructed and investigated with a focus on the action of miRNAs in the network. We integrated all TF-binding information with miRNA regulation into a systems-level regulatory network. We performed network analysis to systematically search for enriched network motifs in this “meta-network” and identified prevalent miRNA-mediated feed-forward loops (FFLs). We further validated an important role for an FFL consisting of *MIR319a* and its TF targets in mediating petal growth. Lastly, using a machine-learning approach, we demonstrated that combinatorial binding by homeotic regulators and other TFs to common target genes is important for stage- and organ-specific activation of gene activities.

## Results

### Landscape of TF binding during flower development

To gain a comprehensive view of TF DNA-binding during flower development, we integrated ChIP-seq data for 15 key floral regulators, including 85 ChIP-seq datasets from 15 studies (Supplementary Table 1 and Supplementary Data 1), which can be assigned to five representative developmental stages, or to mixed tissues (Fig. 1a, b). An analysis pipeline that consists of quality control, peak calling, and target identification to re-analyze all raw data in a standardized and uniform manner was developed to obtain comparable TF-binding maps (see Methods; Supplementary Fig. 1). In this regard, the IDR (Irreproducible Discovery Rate) framework^39^ was adopted as a unified approach to derive highly stable thresholds based on reproducibility. Principal component analysis (PCA) of ChIP-seq signal profiles revealed that replicate datasets, or datasets for TFs with similar functions, tend to group together (Supplementary Fig. 2). It is notable that our re-analysis recovers the majority of target genes from the correspondingly original studies (Supplementary Fig. 3a) and reveals general outperformance in terms of identifying the true TF-bound genes by integration of differential expression data upon perturbation of the corresponding TF (Supplementary Fig. 3b).

**Fig. 1:**
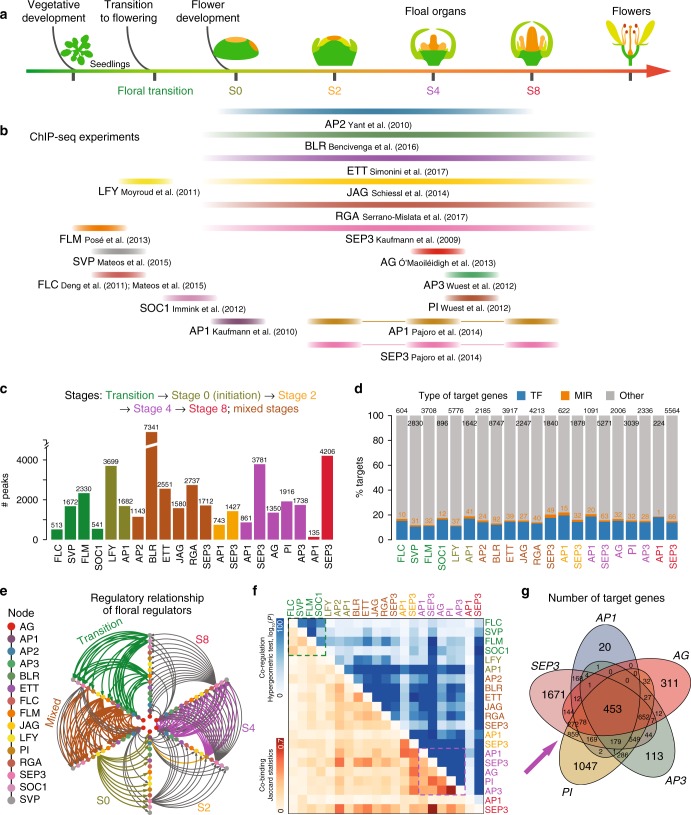
A DNA-binding atlas of key-regulatory transcription factors in flower development. **a** Schema depicting the key developmental stages for flower formation, including floral transition, floral initiation (stage 0, S0), meristem specification (S2), organ specification (S4), organ differentiation (S8), and flower maturation. The width of each color bar roughly defines the time range in which the plant materials were harvested for a TF ChIP-seq experiment. Note that colors representing stages are consistently used across all the figures if applicable. **b** Currently available genome-wide TF-binding maps for floral regulators. The datasets are roughly assigned to the five floral stages as defined in **a**; the source of ChIP-seq data is labeled below the bar and also indicated in Supplementary Table 1. **c** Bar chart showing the number of binding sites for the investigated TFs. TFs are colored according to the development stages. **d** Bar chart showing the percentage of target genes as defined in three classes: transcription factors (TF; blue), miRNA-related genes (MIRs; orange) and other protein-coding genes (gray). The number of target genes is shown above bars. **e** Cross-regulatory interactions between 15 TFs in regulatory networks across five stages. TFs are colored and arranged in the same order along each axis. Stage-specific edges are colored as indicated, whereas regulatory interactions present in more than one stage networks are shown in gray. **f** Co-binding relationships and co-regulated targets by TFs. Upper triangle, highly significant co-regulation relationships are assigned a dark blue color, representing −log_10_(*P*-value). The *P*-value was calculated from a hypergeometric test to check the significance of target overlapping between any two TFs using all the annotated genes as the background. Lower triangle, highly significant co-binding relationships are assigned a dark orange color. The significance of co-binding by any two TFs were tested by Jaccard statistics, which measures the ratio of the number of intersecting base pairs occupied by both TFs to the number of base pairs in their union. Dashed boxes indicate highly interplayed regulators in vegetative development (green) and flower development (purple). **g** Venn diagram of the target genes shared by AG, AP1, SEP3, AP3, and PI at stage 4

Overall, the number of TF-binding sites (TFBSs; called “peaks”) varies greatly for different regulators or for the same regulator across different stages (Fig. 1c; Supplementary Data 2). BLR, LFY, and SEP3 show the highest number of binding sites, consistent with the fact that these TFs possess multiple and diverse roles in reproductive development^40–42^. SEP3 gains significant binding sites across flower developmental stages, in agreement with its roles during floral organ development and with its expression levels (Fig. 1c). On the other hand, AP1 loses binding sites during the developmental time-course, consistent with its important role as FM identity factor at early stages of flower development, and a more restricted expression at later time points (reducing the ChIP efficiency).

We then classified potential target genes of the investigated regulators (Fig. 1d; Supplementary Data 3) into protein-coding and miRNA gene loci. A target gene was counted only when a TF-binding event was present within 3 kb of the start of the gene. We found that most TF-binding peaks are located within 64 bp upstream of protein-coding gene TSSs (Supplementary Fig. 4a) or 313 bp upstream of miRNA precursors (Supplementary Fig. 4b). Overall, 10–20% of target genes encode TFs (Fig. 1d), and 51.4% (167 out of 325) of the annotated miRNA genes are potentially regulated by at least one floral regulator (Supplementary Data 3). Notably, we found that the regulatory relationship among the investigated floral regulators is highly complex, including both intensive cross-regulatory interactions and auto-regulatory loops (Fig. 1e). Clustering analysis of TF-bound genomic regions and target genes revealed that the regulators are generally grouped with protein complex partners, and by the investigated stages (Fig. 1f). For example, MADS proteins controlling floral transition (i.e. FLC, FLM, and SVP) have similar binding patterns, suggesting that they may interact with each other to exert their functions in the flowering pathway^7,43,44^. Similarly, there is a high overlap of binding sites of the MADS proteins in the AG-SEP3-AP3-PI (stamen) heterotetramers (Fig. 1f, g).

### Occupancy of multiple TFs predicts gene expression dynamics

Flower development is a dynamic process in which floral organs are produced from pools of stem cells residing in meristems^45^. In order to obtain a high-resolution map of the changes in gene expression, an inducible system to synchronize early stages of flower development^46^ was used to collect stage-specific floral tissues (0, 2, 4, and 8 days after floral induction) for transcriptome profiling by mRNA-seq (Supplementary Fig. 5; see Methods for details). These stages represent the status of inflorescence meristem, FM specification, floral organ specification, and floral organ differentiation, respectively. In total, 7416 genes (representing 27.3% of the total protein-coding genes) were differentially expressed (DE) with at least two-fold change across the four developmental stages (false discovery rate [FDR] <0.05; Supplementary Data 4). The DE genes significantly overlapped with potential floral regulator target genes as determined by ChIP-seq (*P* < 1.1 × 10^−91^, hypergeometric test; Fig. 2a) and showed significantly positive or negative correlations between expression changes and TF-binding intensities (Supplementary Figs. 6 and 7), suggesting that these regulators control transcriptome dynamics during flower development. Generally, the DE genes, including ten of investigated regulators, were gradually either down- or upregulated across development stages (Fig. 2b). Genes targeted by more regulators tend to show significantly higher expression dynamics (Fig. 2c). To confirm the functional consequences of dynamic TF binding, we compared the expression and biological functions of genes grouped by the number of bound TFs. Flower-related GO terms were thus associated with up- or downregulated genes grouped by the number of targeting TFs (Fig. 2d). Upregulated genes during flower development are enriched for more flower-related functions with an increased number of bound TFs. For example, 66.0% (95 out of 144) of DE genes bound by more than ten TFs were upregulated, including well-known floral regulators (*AP1*, *AP3*, *SEP3*, and *SHATTERPROOF2* (*SHP2*)), gibberellin pathway genes (e.g. *GA INSENSITIVE DWARF1B* (*GID1B*) and *RGA-LIKE 2* (*RGL2*)), and light signaling genes (*PHYTOCHROME A* (*PHYA*) and *PHYTOCHROME-INTERACTING FACTOR 5* (*PIF5*)).

**Fig. 2:**
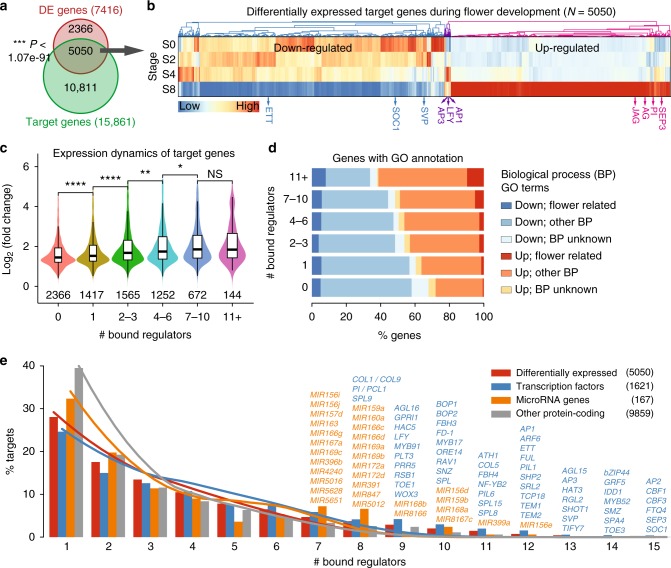
Expression dynamics and functions of target genes regulated by floral regulators. **a** Venn diagram showing significant overlap (*P*-value calculated by a hypergeometric test) of target genes by floral transcription factors (TFs; green) and differentially expressed (DE) genes across flower development (red). **b** Clustering analysis of DE target genes. Expression values are center normalized per gene based on its log_10_-transformed FPKM values in the four representative stages. The differentially expressed regulator genes are labeled. S0: stage 0. **c** Boxplot showing the distribution of expression changes (the maximum value of absolute fold change over stages) with increasing number of bound TFs. The number of genes in each category is labeled below the box. Boxes represent quartiles, center lines denote 50th percentile, and whiskers extend to most extreme values within 1.5× interquartile range (IQR). Significance codes, ****: *P*-value <0.0001, ***: *P*-value <0.001, **: *P*-value <0.01, *: *P*-value <0.05, and NS: not significant, by two-sided Mann–Whitney tests. **d** Expression and functional characteristics of DE genes grouped by the bound TFs. Up- and downregulated DE genes are indicated in **b**. BP: biological process. **e** Distribution of bound regulators per potential target gene. Curves illustrate the ensemble of 100 randomized networks of the same size and degree distribution. Examples of hub target genes (bound by seven regulators or more) are labeled

To further characterize the potential common TF target genes, we grouped them by the number of bound TFs (Fig. 2e). Interestingly, a genomic cluster consisting of three closely spaced *C-REPEAT/DRE BINDING FACTOR* (*CBF*) genes was identified among the most frequently bound genes. *CBF1* to *3* act as key regulators of cold acclimation in *Arabidopsis*^47^, but are only weakly expressed in flowers. The data suggest that these genes need to be stably repressed during the reproductive phase, at least under standard conditions, via the action of multiple upstream regulatory TFs. Additionally, loci of known miRNA genes, including *MIR159a, MIR168a, MIR172a/d*, and *MIR399a*, were found to be occupied by at least 8 out of the 15 regulators (Fig. 2e).

In summary, genes bound by multiple TFs show more dynamic expression during flower development. Different types of regulatory genes and a defined set of miRNAs are among the hub target genes in the flower developmental network.

### miRNA-mediated GRNs and enriched network motifs

Among the targets of floral master regulators, miRNA genes were frequently identified (Fig. 1d) and often bound by multiple TFs (Fig. 2e). Given that a major category of plant miRNA targets consists of TFs^48^ and those targets may also be directly regulated by floral master regulators, it is appealing to elucidate developmental GRNs that are wired by floral key-regulatory TFs, miRNA genes, and their target genes. In such a “meta-network”, the effect of different regulatory mechanisms can be determined, and miRNAs acting as middle players may confer additional layers of network robustness^49^. Indeed, there are in total 422 predicted TF-miRNA regulatory relationships and 273 miRNA-TF post-transcriptional interactions among the 15 master regulators, 144 expressed miRNA genes, and 674 expression-changed TF genes (Fig. 3a). 

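Small RNA of inflorescences was sequenced (miRNA-seq) in the floral induction system of pAP1::AP1-GR *ap1 cal* plants. In these plants the AP1-GR fusion protein enters the nucleus on treatment with dexamethasone (DEX), and many flowers then start to develop at the same time. The libraries are of inflorescences on day 0, before induction (n = 2), and on day 2 (n = 3), day 4 (n = 2) and day 8 (n = 3) after it, and of untreated seedlings at the vegetative stage (n = 3), 13 libraries in all. The paper states 3 biological replicates of each sample, and the sample labels list 2 for day 0 and for day 4. A deposited table named as including outliers holds 3 further libraries, which belong to no sample and were not used. 1 of the day 2 libraries carries a label of time 0 beside a title of day 2 and DEX as the agent, and it was taken as day 2. The paper gives 2 µM DEX, the labels 2 mM and the series description 1 µM. The paper names the miRNeasy and TruSeq Small RNA kits, and the labels name RNeasy and TruSeq Stranded Total RNA. The authors trimmed the reads with Trim Galore, mapped them to TAIR10 with STAR, took STAR's gene counts for the miRNA genes of miRBase and scaled them to RPM, the reads of a gene relative to all mapped reads. Their RPM values of 325 miRNA genes are the values used here. In each library the low values are whole multiples of 1 step, which is the RPM of 1 read, and this step gives an estimate of the number of mapped reads. It was 1250213 to 1598991 on day 0 (median 1424602), 1360793 to 2142752 on day 2 (median 1417707), 926300 to 1702671 on day 4 (median 1314485.5) and 1161531 to 1576151 on day 8 (median 1433073). The seedling libraries were shallower, with 148673 to 366691 mapped reads (median 282058). Reads of miRNA genes made up 2.28% to 3.18% of the mapped reads in inflorescences and 1.67% to 2.28% in seedlings. A gene listed at 0 could still have 3 reads, which is up to 3.24 RPM in an inflorescence library and 8.18 to 20.2 RPM in a seedling library (counting error only, since the reads carry no molecular identifiers). By the deposited table, the seedlings were sequenced in run 1, days 0 and 2 in run 2 and days 4 and 8 in run 3. The table names a run only at the first library of a block, and the libraries listed after it were taken to be of the same run. Within a run the stages compared are therefore day 2 with day 0 and day 8 with day 4, and a difference between day 0 or day 2 and day 4 or day 8 is also a difference between runs. STAR's gene counts take only reads that map to 1 place. In 39 of the 325 loci at least 1 mature sequence is found at 1 place in the genome, by exact match, only through its last base or the next one. These 39 are called end-dependent loci below. How STAR aligned reads with such an end base was not tested. Changes were tested with limma on log2(RPM + 1), with an intensity trend, over the 137 miRNA genes that had at least 1 RPM in at least 2 of the 10 inflorescence libraries, and p-values were adjusted by the Benjamini-Hochberg method. A log2 fold change on this scale understates the change of a gene with few reads. The paper calls the replicates biological, and nothing in the labels says that they came from separate batches of plants. The p-values measure the spread between these libraries, part of which could be technical.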

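*MIR158a* had the most counted reads of all miRNA genes in every inflorescence library, from 21.1% to 38.0% of the counted reads of miRNA genes. Reads of a mature sequence found at several places are not counted, so this does not rank the miRNAs themselves. *MIR158a* had 6024 ± 689 RPM (SD, n = 2) on day 0 and 10734 ± 513 RPM (SD, n = 3) on day 8. The miR161 locus had 2539 ± 309 RPM (SD, n = 2) on day 0. Of the miRNA genes that are bound by many of the regulators (Fig. 2e), *MIR159a*, whose miRNA targets GAMYB-type MYB genes, was abundant, with 4772 ± 432 RPM (SD, n = 3) on day 2. *MIR168a*, whose miRNA targets *AGO1*, had 11.2 ± 3.71 RPM (SD, n = 3) on that day. *MIR172a* was above 0 only on day 4, with 0.833 ± 0.348 RPM (SD, n = 2), and *MIR399a* only on day 2, with 0.245 ± 0.424 RPM (SD, n = 3). Both lie under the RPM that 3 reads make in these libraries. A low RPM of a locus need not mean a low level of its miRNA, since reads of a shared mature sequence are not counted. In all, 137 of the 325 miRNA genes reached at least 1 RPM in at least 2 inflorescence libraries, a threshold chosen here since the paper's text does not name the one behind its number of expressed miRNA genes. The number was 50 at 10 RPM, 64 at 1 RPM in every library and 209 above 0 in any library.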

In silico analysis of the network structure revealed that removal of hub genes leads to more rapid loss of interactions in the network without miRNA regulation, compared to miRNA-mediated networks (Fig. 3b). This observation suggests that miRNA-mediated regulation enhances the topological robustness^50^ of the floral GRN.

**Fig. 3:**
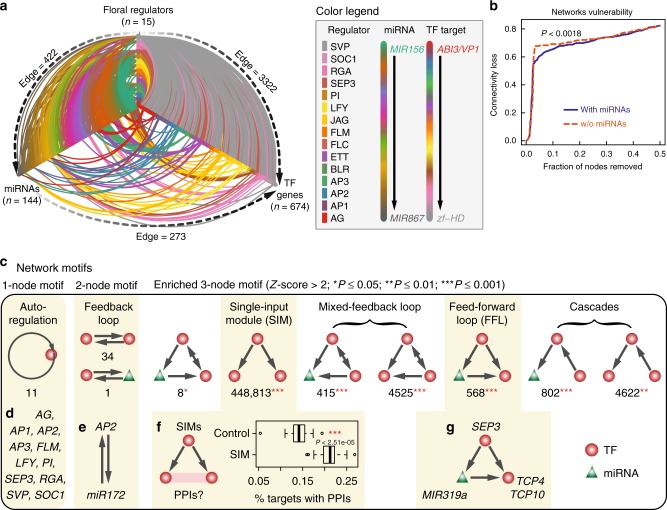
Characterizing flowering gene regulatory networks and motifs. **a** Hive plot showing gene regulatory networks involved in floral regulators, miRNA genes, and transcription factors (TFs). Connections indicate potential regulation relationships. Regulator-miRNAs and regulator-TFs relationships are supported by ChIP-seq data, while miRNA-TFs relationships are based on prediction. For valorization purpose, nodes are colored according to TF or miRNA gene families or regulators, and edges are colored according to the corresponding source or target. Note that only differentially expressed TF target genes are shown. **b** Robustness of miRNA-mediated gene regulator networks. Plot shows the connectivity loss due to iteratively removing nodes with the maximum load (betweenness) in the networks with or without (w/o) miRNA-mediated connections. *P*-value was calculated based on a two-sided Kolmogorov–Smirnov test. **c** Systematic search of one-node, two-node, and three-node motifs from the network represented in **a**. The number of motif occurrences is shown below the schema. For three-node motifs, only statistically enriched (significance code denoted in parenthesis) motifs are shown. Examples of corresponding motifs are listed at the bottom panels **d**–**g**. **d** Autoregulation as the simplest motif consisting of the master regulators themselves. **e** The feedback regulation between *MIR172* and *AP2*. **f** Analysis of the single-input module motifs (SIMs). A floral regulator may target two TFs that are connected via protein–protein interactions (PPIs; left schema). The right boxplot shows the percentage of target genes with PPIs. As control, the same number of target genes were sampled from the whole target gene list and the percentage of targets with PPIs were calculated. *P*-value was calculated based on a two-tailed Student’s *t*-test. Boxes represent quartiles, center lines denote 50th percentile, and whiskers extend to most extreme values within 1.5× interquartile range (IQR). **g** A feed-forward loop (FFL) motif mediated by *MIR319a*

Apart from global network structure, we next sought to investigate the floral GRN (Fig. 3a) from the perspective of network motifs, which represent simple regulatory circuits that carry out specific biological functions^51^. To simplify, three different network motifs, namely, one-node (autoregulation), two-node (feedback loop), and three-node motifs, were considered (Fig. 3c). These regulatory scenarios reflect the basic topology of GRNs. Autoregulation is the simplest but important motif commonly found in networks exhibiting multi-stability^52^ and was found for 11 out of 15 regulators (Fig. 3d). Feedback loops represent regulation between different master regulators (*n* = 34; see also Fig. 1e) or between a master regulator and its miRNA target genes, e.g., the feedback regulation between *MIR172* and *AP2* (refs. ^20,53^) (Fig. 3e). Furthermore, we systematically searched all possible three-node motifs and then determined which of these were significantly over- or under-represented relative to a random control^54^ (Fig. 3c). The most abundant and enriched three-node motif is the single-input module (SIM). We enumerated all possible instances of a floral master regulator regulating two TFs and found that the master regulators are more likely to regulate a pair of physically interacting factors (Fig. 3f), indicating that a master regulator tends to control an entire functional unit (i.e., a TF complex) rather than just a single component^55^.

FFL motifs are particularly interesting because they describe the targeting of a master regulator to both miRNAs and miRNA targets. Such trifurcate regulatory circuits theoretically provide more flexibility and pliability for a master regulator to achieve fine tuning of downstream gene expression^49,56^. Examples of this motif have been identified in recent work on leaf age-dependent cell death^57^ and the adventitious rooting program^58^ in *Arabidopsis*. Interestingly, we predicted 568 FFL motifs involving 57 distinct miRNA genes and 88 TF genes (Fig. 3c; Supplementary Data 5). We further focused on potential AP1- and SEP3-regulated FFLs, for which the corresponding time-series gene expression data and TF-binding data were both available in order to investigate the dynamics and functional consequence of FFL regulation. In total, 135 AP1- and SEP3-regulated FFLs were predicted (Supplementary Fig. 8). 

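*MIR172d*, *MIR157d*, *MIR167a*, *MIR156c* and *MIR319a* had different courses over the 4 stages of the miRNA-seq data. *MIR172d* (AT3G55512, chromosome 3 of TAIR10.1 from 20587904 to 20588027), whose miRNA targets *AP2*-like genes, had 44.8 ± 1.17 RPM (SD, n = 2) on day 0, 45.1 ± 13.2 RPM (SD, n = 3) on day 2, 37.6 ± 5.82 RPM (SD, n = 2) on day 4 and 15.2 ± 3.05 RPM (SD, n = 3) on day 8. It fell between day 4 and day 8, within 1 sequencing run (log2 fold change of -1.26, SE 0.29, adjusted p = 0.0030 from limma). *MIR157d* (AT1G48742, chromosome 1 from 18026811 to 18027031), whose miRNA targets *SPL* genes, had 9.09 ± 0.412 RPM (SD, n = 2) on day 0, 3.64 ± 1.51 RPM (SD, n = 3) on day 2, 2.01 ± 1.31 RPM (SD, n = 2) on day 4 and 13.3 ± 2.08 RPM (SD, n = 3) on day 8. Its rise between day 4 and day 8 was 2.31 on the log2 scale (SE 0.42, adjusted p = 0.00036 from limma). *MIR167a* (AT3G22886, chromosome 3 from 8108072 to 8108209), whose miRNA targets *ARF6* and *ARF8*, is an end-dependent locus. It had 102 ± 16.2 RPM (SD, n = 2) on day 0, 95.5 ± 17.3 RPM (SD, n = 3) on day 2, 20.4 ± 5.99 RPM (SD, n = 2) on day 4 and 64.0 ± 11.2 RPM (SD, n = 3) on day 8. It fell by 2.19 on the log2 scale between day 2 and day 4, across runs (SE 0.25, adjusted p = 2.5e-07), and rose by 1.62 between day 4 and day 8 (SE 0.25, adjusted p = 4.5e-05), both from limma. *MIR156c* (AT4G31877, chromosome 4 from 15415418 to 15415521), also of a miRNA that targets *SPL* genes, had 2.45 ± 0.0721 RPM (SD, n = 2) on day 0, 2.23 ± 0.770 RPM (SD, n = 3) on day 2, 0.881 ± 1.25 RPM (SD, n = 2) on day 4 and 2.64 ± 0.135 RPM (SD, n = 3) on day 8. No step between stages passed the test (day 8 against day 4, log2 fold change of 1.13, SE 0.50, adjusted p = 0.15). *MIR319a* (AT4G23713, chromosome 4 from 12352956 to 12353131), whose miRNA targets *TCP* genes, had 2197 ± 7.79 RPM (SD, n = 2) on day 0. Between day 0 and day 2 its log2 fold change was -0.29 (SE 0.14, adjusted p = 0.60 from limma).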

We experimentally validated dynamic expression changes for several genes (Supplementary Fig. 9a) and observed a significantly positive correlation between the experimental data and the sequencing data (Pearson’s correlation coefficient *r* = 0.51 and *P* < 0.001; Supplementary Fig. 9b). The expression change of a target TF gene could be due to either the expression change of its miRNA regulator(s) or the binding change of its upstream master regulator(s). We found that 73.3% (99/135) of the AP1- and SEP3-regulated FFLs were supported by significant changes of either miRNA gene expression or TF-binding level (Supplementary Data 6), thus were considered as developmentally dynamic loops. 

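Between day 2 and day 4, across runs, *MIR319b*, *MIR827*, *MIR781b* and *MIR164a* fell and *MIR850* rose. *MIR319b* (AT5G41663, chromosome 5 of TAIR10.1 from 16660469 to 16660640) is a locus of the *TCP*-targeting miR319. It fell from 2753 ± 262 RPM (SD, n = 3) to 145 ± 27.6 RPM (SD, n = 2), a log2 fold change of -4.25 (SE 0.19, adjusted p = 4.7e-15 from limma). *MIR827*, whose miRNA targets the phosphate nutrition gene *NLA*, fell from 127 ± 23.7 RPM (SD, n = 3) to 19.6 ± 6.34 RPM (SD, n = 2), a log2 fold change of -2.65 (SE 0.27, adjusted p = 4.2e-08). *MIR781b* fell from 27.0 ± 4.27 RPM (SD, n = 3) to 1.13 ± 0.0672 RPM (SD, n = 2). *MIR164a*, of the miR164 that targets the *CUC* genes of organ boundaries, had 7.96 ± 2.599 RPM (SD, n = 3) on day 2 and was listed at 0 in both day 4 libraries. *MIR850* rose from 7.56 ± 2.68 RPM (SD, n = 3) to 21.7 ± 1.69 RPM (SD, n = 2), by 1.45 on the log2 scale (SE 0.33, adjusted p = 0.0027). In this step 7 miRNA genes rose and 10 fell at an adjusted p under 0.05 from limma. Of the 10 that fell, 7 are end-dependent loci, *MIR319b*, *MIR827*, *MIR781b* and *MIR164a* among them, against 20 of the other 127 genes tested (Fisher's exact test, two-sided, p = 0.000448). This test was chosen after the data were seen. Without the end-dependent loci, left out after the data were seen, 4 genes rose and 2 fell. With all loci, median-ratio scaling gave 7 higher and 15 lower, TMM scaling 8 and 14, and the authors' quantile-normalized values 10 and 10.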

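Between day 4 and day 8, within 1 sequencing run, 16 miRNA genes rose and 4 fell at an adjusted p under 0.05 from limma. *MIR824*, whose miRNA targets the MADS-box gene *AGL16*, rose from 24.7 ± 9.03 RPM (SD, n = 2) to 94.7 ± 9.80 RPM (SD, n = 3), by 1.94 on the log2 scale (SE 0.29, adjusted p = 3.2e-05). *MIR863* rose from 269 ± 61.4 RPM (SD, n = 2) to 537 ± 38.6 RPM (SD, n = 3), by 1.01 (SE 0.20, adjusted p = 0.0012). This call is lost with the authors' quantile-normalized values (log2 fold change of 0.79) and without limma's trend (adjusted p = 0.051). *MIR780* was listed at 0 in all libraries of days 0, 2 and 4 and had 62.0, 6.98 and 33.0 RPM in the day 8 libraries. *MIR164c* fell from 27.7 ± 5.11 RPM (SD, n = 2) to 9.03 ± 1.37 RPM (SD, n = 3), a log2 fold change of -1.51 (SE 0.31, adjusted p = 0.0012), and is an end-dependent locus. *MIR4228* fell from 13.5 ± 0.787 RPM (SD, n = 2) to 3.70 ± 1.93 RPM (SD, n = 3). Without day 4 replicate 1, the shallower of the day 4 libraries, 8 genes rose and 4 fell, and with the authors' quantile-normalized values 10 rose and 7 fell. Between day 0 and day 2, within the other run, no miRNA gene passed the test (smallest adjusted p = 0.51 from limma), and 11 had an unadjusted p under 0.05, 6 of them higher and 5 lower on day 2. Between day 2 and day 8, across runs, 32 genes rose and 18 fell, and 48 of these 50 had no overlap between the libraries of both days (61 of the 137 genes tested, where chance gives 10%). Of the 18 that fell, 10 are end-dependent loci, against 17 of the other 119 genes tested (Fisher's exact test, two-sided, p = 0.000278), and of the 32 that rose, 6 are. This test was also chosen after the data were seen. Without the end-dependent loci 25 rose and 7 fell. With median-ratio scaling the split was 26 against 24 and with TMM scaling 26 against 23. At a minimum of 10 RPM 19 rose and 12 fell. Both scalings move the median log2 fold change of all tested genes from 0.20 to -0.03 and 0.01. Between day 0 and day 8, also across runs, 25 genes rose and 14 fell, and 16 against 14 with either scaling. Of these 14, 10 are end-dependent loci, against 17 of the other 123 genes (Fisher's exact test, two-sided, p = 1.09e-05, also chosen after the data were seen). With the seedlings in the fit, 15 rose and 8 fell between these days. Across the 4 stages, 37 miRNA genes changed by over 2-fold at an adjusted p under 0.05 from limma's F test. When only the steps within a run were tested, a choice made after the data were seen, 17 did. A pseudocount of 5 gives 20 and a minimum of 10 RPM gives 23.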

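Among the 32 miRNA genes of the AP1- and SEP3-regulated FFLs, *MIR396b* and *MIR171b* changed over stages 2, 4 and 8 and *MIR159c* rose by less than 2-fold. *MIR396b* (AT5G35407, chromosome 5 of TAIR10.1 from 13611798 to 13611932), whose miRNA targets *GRF* genes of cell proliferation, had 56.7 ± 14.4 RPM (SD, n = 3) on day 2, 2.64 ± 3.74 RPM (SD, n = 2) on day 4 and 11.0 ± 1.15 RPM (SD, n = 3) on day 8. It fell by 4.49 on the log2 scale between day 2 and day 4, across runs (SE 0.47, adjusted p = 6.9e-08 from limma), and rose by 2.26 between day 4 and day 8 (adjusted p = 0.0014 from limma). The rise is lost without day 4 replicate 1 (log2 fold change of 0.93) and with the authors' quantile-normalized values (1.86). *MIR396b* is an end-dependent locus. *MIR171b*, of the miR171 that targets *SCL* genes, had 1.76 ± 2.49 RPM (SD, n = 2) on day 4 and 8.79 ± 6.58 RPM (SD, n = 3) on day 8 (log2 fold change of 2.00, SE 0.56, adjusted p = 0.015 from limma). This call is lost without day 4 replicate 1 (0.92), day 8 replicate 1 (1.49) or day 2 replicate 2 (2.00, adjusted p = 0.053). *MIR159c*, whose miRNA targets MYB genes, had 394.8 ± 47.8 RPM (SD, n = 3) on day 2 and 743 ± 91.2 RPM (SD, n = 3) on day 8, less than a 2-fold change (log2 fold change of 0.91, SE 0.15, adjusted p = 6.3e-05 from limma). *MIR164b* had 2.55 ± 0.980 RPM (SD, n = 3) on day 2, 1.13 ± 0.0672 RPM (SD, n = 2) on day 4 and 2.87 ± 0.537 RPM (SD, n = 3) on day 8, and its change over these stages did not pass the test (adjusted p = 0.30 from limma). Supplementary Data 6 sets an unadjusted p under 0.05 and a change over 2-fold as thresholds. At these thresholds 12 of the 28 miRNA genes tested changed over stages 2, 4 and 8 in limma's F test, 9 of them also at an adjusted p under 0.05. They are *MIR156a*, *MIR157c*, *MIR157d*, *MIR159b*, *MIR167a*, *MIR170*, *MIR171a*, *MIR171b*, *MIR172d*, *MIR172e*, *MIR396b* and *MIR858a*, and 5 of them are end-dependent loci. Of the 132 FFLs that the text of Supplementary Data 6 gives, 51 (38.6%) hold one of them, 39 of 93 with SEP3 and 12 of 39 with AP1. The comparison of day 8 with day 4 alone, within 1 run and added after the data were seen, gives 8 miRNA genes and 53 FFLs at the same thresholds. The criterion of Supplementary Data 6 on the RPM values gives 8 genes and 32 FFLs, a pseudocount of 5 gives 5 genes and 25 FFLs, and a minimum of 10 RPM gives 6 genes and 27 FFLs. The changes of TF binding are not analysed here. The paper proposes that a target TF gene can change in expression through either its miRNA or the binding of the master regulator. It states that FFLs with a significant change of either were taken as developmentally dynamic.

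**Figure D1:**
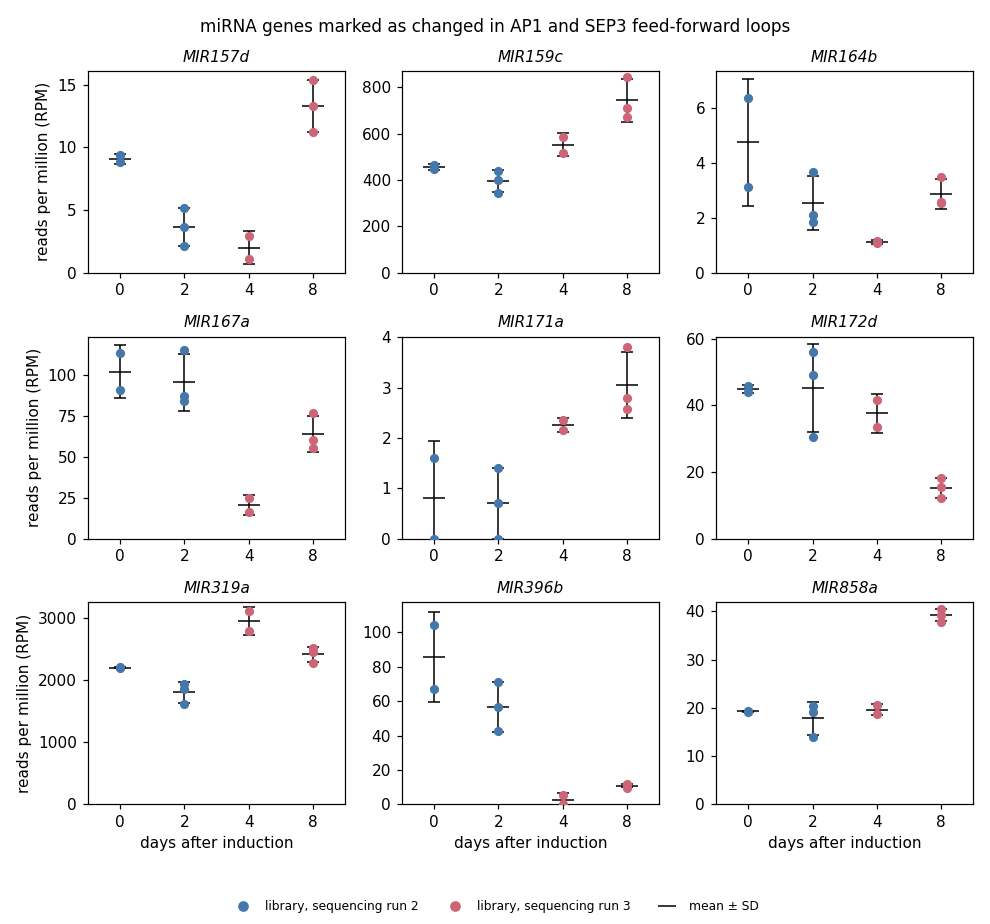
RPM of the 9 miRNA genes that Supplementary Data 6 marks as changed, by days after induction, with 1 point per library (blue, sequencing run 2, days 0 and 2, and red, run 3, days 4 and 8) and the mean ± SD of each stage in black, on linear axes that start at 0. *MIR396b* and *MIR167a* are lowest on day 4, *MIR172d* is lowest on day 8, and *MIR858a* and *MIR157d* are highest on day 8.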

A major question would then be whether the binding of a master regulator to both miRNA and its target TF loci has a biological function. To explore this point, we sought out to characterize a developmentally dynamic regulatory circuit in which SEP3 was found to target both *MIR319a* and its putative targets, *TCP4* and *TCP10* (Fig. 3g).

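*MIR319a* had 1801 ± 165.4 RPM (SD, n = 3) on day 2, 2941 ± 224 RPM (SD, n = 2) on day 4 and 2411 ± 120 RPM (SD, n = 3) on day 8. It rose between day 2 and day 4, across runs, by 0.71 on the log2 scale (SE 0.14, adjusted p = 0.00078 from limma), a call that is lost without limma's trend (adjusted p = 0.12) or with the seedlings in the fit (adjusted p = 0.40). Between day 4 and day 8, within 1 run, its log2 fold change was -0.29 (SE 0.14, adjusted p = 0.21). Between day 0 and day 8 it was 0.13 (SE 0.14, adjusted p = 0.60), and neither passed the test. The rise between day 2 and day 8, by 0.42 (SE 0.13, adjusted p = 0.011), is lost with median-ratio scaling (0.10), with TMM scaling (0.14) and without day 8 replicate 2 (0.40, adjusted p = 0.052). The mature miR319a lies on chromosome 4 of TAIR10.1 from 12353109 to 12353129, plus strand, within a locus that overlaps no protein-coding gene. The genome reads TTGGACTGAAGGGAGCTCCCTC there, the mature sequence TTGGACTGAAGGGAGCTCCCT with the next base. At *MIR319b*, on chromosome 5 from 16660469 to 16660489, minus strand, it reads TTGGACTGAAGGGAGCTCCCTA, the same mature sequence with its next base. A read that ends with the mature sequence maps to both loci and is not in STAR's gene counts of either. Read lengths and positions within the locus are not analysed here. The expression of *TCP4* and *TCP10* was measured by other assays and is not analysed here.

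**Figure D2:**
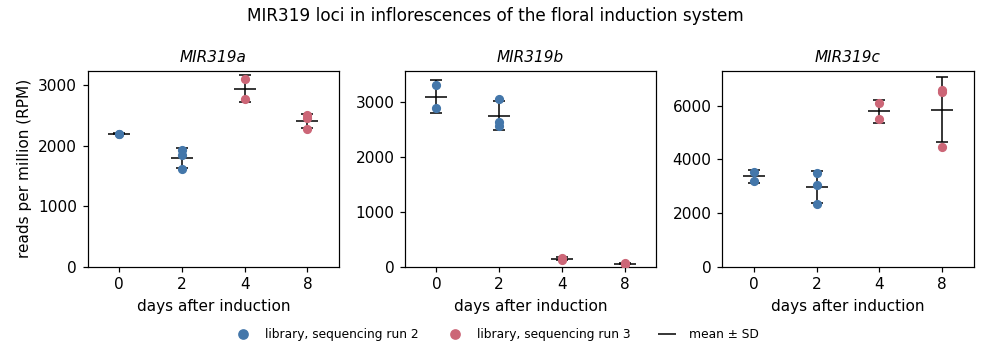
RPM of *MIR319a*, *MIR319b* and *MIR319c* by days after induction, with 1 point per library (blue, sequencing run 2, days 0 and 2, and red, run 3, days 4 and 8) and the mean ± SD of each stage in black, on linear axes that start at 0. *MIR319a* and *MIR319c* are higher on day 4 than on day 2 and *MIR319b* is lower, and these directions hold with median-ratio scaling, TMM scaling and the authors' quantile-normalized values.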

### SEP3 as a direct regulator of *MIR319a*

It has been shown that ectopically expressed *MIR319a* (*jaw*-*D* mutant) generates larger petals, while a *MIR319a* loss-of-function mutation (*miR319a*^*129*^) results in narrower and smaller petals compared to wild type. These phenotypes are mainly due to alteration of the *MIR319a*-TCP4 regulatory module^37^. However, how *MIR319a* expression is regulated is largely unknown. In our analysis, SEP3 ChIP-seq peaks were found in the upstream regions of *MIR319a*, *TCP4*, and *TCP10* genes (Fig. 4a), indicating a possible regulation role of SEP3 in regulation of *MIR319a* and TCP genes. A larger petal size that had been observed in the *jaw*-*D* mutant was also observed in the *sep3-2* single mutant (Supplementary Fig. 10a–c). A line with enhanced expression of *SEP3-GFP* driven by a 4.1 kb endogenous promoter (SEP3^HE4.1k^) containing a distal enhancer element^59^ showed a similar floral phenotype to the one observed in plants with *MIR319a* loss-of-function (Fig. 4b, c). More strikingly, the SEP3^HE4.1k^ line largely rescued the petal size defects of *jaw*-D mutant in which *MIR319a* is overexpressed (Fig. 4b, c). These observations suggest that *SEP3* and *MIR319a* have opposite roles in petal growth. Accordingly, the expression of *MIR319a* was downregulated in SEP3^HE4.1k^ lines, and the expression of both *MIR319a* and its targets (i.e., *TCP4* and *TCP10*) recovered to wild-type level in plant lines that combine the *jaw-D* mutation and SEP3^HE4.1k^ (Fig. 4d). Since floral organ size is largely determined by the timing of the transition from cell division to cell expansion, which occurs at around stage 10 of flower development^60^, we analyzed expression of *TCP4* and *MIR319a* in flowers of both SEP3^HE4.1k^ and wild-type flowers, with the material harvested around floral stage 10. Interestingly, we observed clearly elevated *TCP4* expression in SEP3^HE4.1k^ lines but comparable expression of *MIR319a* in SEP3^HE4.1k^ lines and wild-type plants, and the difference in *MIR319a* expression persisted when using whole inflorescences (Fig. 4e). Together, the results indicate that the binding of SEP3 to the *MIR319a* locus acts to dampen elevated *MIR319a* levels (as observed in the jaw-D/SEP3^HE4.1k^ double mutant), while SEP3 positively regulates *TCP4* expression to restrict petal size. To further confirm a direct regulatory effect of SEP3 binding to *MIR319a* and *TCP4*, transient assays using a dual-luciferase reporter system were performed. The results showed that deletion of SEP3 ChIP-seq peak in the *MIR319a* promoter, and of the far-upstream SEP3 ChIP-seq peak in the *TCP4* promoter could significantly reduce the effect of SEP3 on luciferase expression (Supplementary Fig. 11). In all, these results show that the binding of SEP3 to both *MIR319a* and *TCP4*, together with the targeting of *MIR319* to TCP genes, form a coherent FFL to regulate petal growth in *Arabidopsis* (Fig. 4f).

**Fig. 4:**
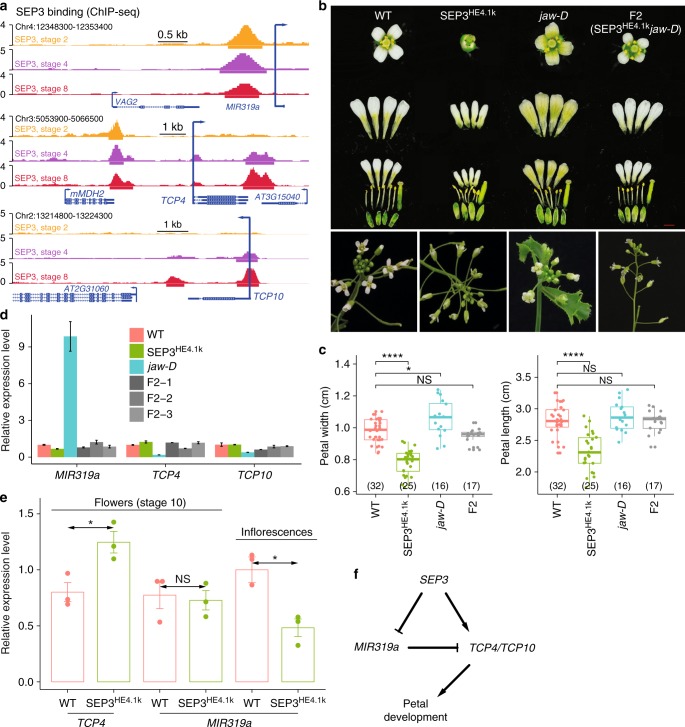
SEP3 as a direct regulator of *MIR319a*. **a** Dynamics of SEP3 binding at the loci of *MIR319a* (top), *TCP4* (middle), and *TCP10* (bottom). Arrows indicate transcriptional directions. **b** Pictures of single flowers and separated petals as well as other flower organs (top panel; scale bar = 1 mm) and inflorescences (bottom) of wild-type (WT) plants, enhanced expression of *SEP3* (SEP3^HE4.1k^), *jaw-D* mutant lines, and combination (F2) of *jaw-D* mutant and SEP3^HE4.1k^. **c** Boxplots showing the petal width (left) and petal length (right) of different genotypes in **b**. The number of biologically independent plants is shown in parentheses. Boxes represent quartiles, center lines denote 50th percentile, and whiskers extend to most extreme values within 1.5× interquartile range (IQR). Significance codes, ****: *P*-value <0.0001, *: *P*-value <0.05, and NS: not significant, by two-sided Mann–Whitney tests. Bar = mean ± s.e. **d** Relative expression of *MIR319a*, TCP4, and TCP10 in the inflorescences of WT, *jaw-D* mutant, SEP3^HE4.1k^ lines, and three independent F2 lines produced by crossing *jaw-D* and SEP3^HE4.1k^ lines. **e** Relative expression of *TCP4* and *MIR319a* in either whole inflorescences or stage 10-enriched flower tissues of WT and *SEP3* enhanced expression lines. For all the expression analysis, data represent mean of three independent biological replicates. The *Tip41* gene (AT4G34270) was used as reference. Significance codes as in **c**. **f** *SEP3*-*MIR319a*-*TCP4*/*TCP10* coherent feed-forward loop in regulation of petal development

### Organ-specific GRNs

A recent study^61^ showed that DNA-binding specificity of homeotic MADS-domain proteins contributes to organ-specific gene regulation. We asked how floral organ GRNs become specialized through combinatorial control by floral homeotic proteins and other TFs that function in floral organ morphogenesis and growth. Here, we excluded vegetative MADS factors (FLC, FLM, SOC1, and SVP) from the analysis. For AP1 and SEP3, only binding data at stage 4 were considered. Therefore, binding maps of 11 TFs were included in subsequent analysis. Based on domain-specific mRNA translatome data^62^, we identified 1013 organ-specific genes that were highly expressed either in AP1-specific (sepal), AG-specific (carpel), AP1/AP3-common (petal), or AP3/AG-common (stamen) domains (see Methods). Of note, 66.9% (678 out of 1013; *P* < 2.2 × 10^−16^) of these domain-specific genes were bound by at least 2 of the 11 selected TFs (Supplementary Data 7). Clustering analysis based on gene expression data revealed groups of genes that are specific to domains of homeotic gene activities (Fig. 5a). For example, *SPOROCYTELESS* (*SPL*)^63^, a master regulator of gametogenesis, was found to be specific to AG and AP3 domains, while the petal number regulator *PETAL LOSS* (*PTL*) is specific to AP1 and AP3 domains. Coordinated presence of TFBSs from 11 TFs that act in flower morphogenesis can largely predict the floral domain-specific expression patterns (Fig. 5b). To identify potential regulators affecting domain specificity, we built a regression model of expression changes between two different domains using normalized peak signals as features. The resulting model predicted that homeotic MADS proteins and other TFs act in concert to determine whorl-specific expression patterns. In detail, ETT and BLR contribute to expression differences between perianth (AP1) and reproductive (AG) organ whorls, and AP2 appears to be important for determining expression differences between the outer whorls and carpels (Fig. 5c). Other factors, such as LEAFY (LFY) and JAGGED (JAG), are predicted to contribute less to organ-specific gene regulation.

**Fig. 5:**
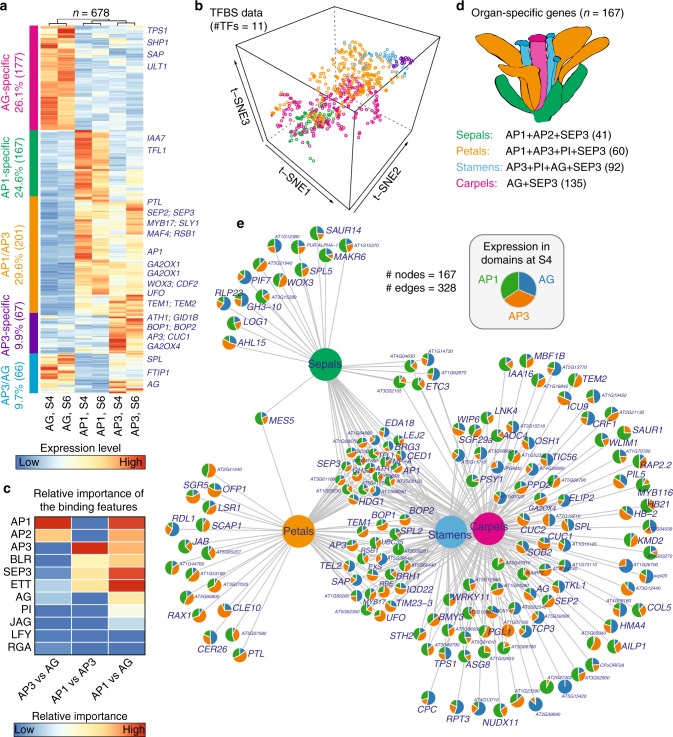
Organ-specific gene expression controlled by floral master regulators. **a** Clustering analysis of domain-specific gene expression. Five major clusters correspond to five distinct spatiotemporal domains (colored in left bars): AP1-, AP3-, AG-specific, “AP1/AP3” (AP1 and AP3-common domains), and “AP3/AG” domains. Dendrograms above the heatmap illustrate the overall similarity of gene expression patterns. Example genes are indicated in the right. Domain expression data at stages 4 (S4) and 6 (S6) were obtained from ref. ^62^. **b** 3D t-SNE (t-distributed stochastic neighbor embedding) plot showing the overall similarity of transcription factor (TF)-binding profiles of organ-specific genes. Normalized ChIP-seq intensity for the 11 selected TFs were used in the analysis. **c** Predicting the contributions of promoter binding by multiple TFs to gene expression difference between two different domains by a Lasso regression model. Regression coefficients are plotted in heatmap as relative importance of the binding features. **d** Domain-specific genes targeted by floral quartets that determine different floral organ identities, i.e., sepals, petals, stamens, and carpels, as colored in the diagram of floral organs. The number of organ-specific genes is shown in parentheses. **e** Network showing domain expression patterns of target genes for the four floral homeotic tetrameric MADS TF complexes as indicated in **d**. Nodes as pie charts show gene expression patterns in AP1, AP3, and AG domains at stage 4. Edges represent target genes by the corresponding floral quartet complexes

To further investigate organ-specific GRNs, we used ChIP-seq data to predict 167 target genes that act downstream of the homeotic TF complexes to specify sepals, petals, stamens, or carpels based on the floral quartet model (Fig. 5d). We visualized these genes in a network in which nodes represent domain-specific gene expression patterns (Fig. 5e). As expected, genes that were implicated in sepal and petal networks tended to have higher gene expression levels in AP1 and/or AP3 domains, whereas genes in stamen and carpel sub-networks showed higher expression in AP3 or AG domains. Using this approach, we were able to recover sets of organ-specific vs. common target genes, as well as to predict genes that are modulated in an organ-specific manner to generate the distinct morphologies of different types of floral organs. Those genes showing floral domain-specific expression patterns include *CUP-SHAPED COTELYDON1 (CUC1)* and *CUC2* (ref. ^64^), *BLADE-ON-PETIOLE 1* (*BOP1*) and *BOP2* (ref. ^65^), as well as the F-box gene *STERILE APETALA* (*SAP*) and its target *PEAPOD2* (*PPD2*)^66^. *CUC1* and *CUC2* are redundantly acting factors required for establishing boundaries of floral primordia^67,68^. Similarly, *BOP1* and *BOP2* are expressed in the boundaries of floral primordia, and they regulate FM identity^69^. Both *CUC1/2* and *BOP1/2* genes are preferentially expressed in the AP3 domain, whereas *SAP* and *PEAPOD2* (*PPD2*) showed elevated expression in the AG domain (Fig. 5e). SAP and PPD2 are known to regulate flower organ size and fertility through an E3 ubiquitin ligase-mediated protein degradation pathway^66^. Therefore, this analysis serves as a starting point for a more systematic genetic analyses of regulatory links that govern floral organ morphogenesis.

## Discussion

Flower morphogenesis is a highly robust and standardized developmental patterning process that is initiated by the combination of environmental and endogenous signaling pathways. While it has been well studied that master regulatory TFs that act at different stages of the flowering process form complex regulatory loops, their regulatory interplay is much less well understood. In particular, organ-specific GRNs of floral homeotic proteins remained enigmatic, since only a small fraction of potential direct target genes of these factors was found to be DE in flower development. Here, we show that systematic combination of DNA-binding data of 15 TFs with regulatory roles in flower development is able to predict genes that are dynamically regulated during flower morphogenesis. The resulting GRN is enriched for transcription regulators and for miRNA loci. The network structure shows a particular overrepresentation of the well-studied FFL motif that is mediated by the combined activity of TFs and miRNAs.

FFLs are typically found in miRNA-containing regulatory networks, where a master TF regulates both a target and its miRNA with opposing (i.e., coherent feed-forward) or allied effects (i.e., incoherent feed-forward) on the expression level of their common target gene^70,71^, representing as an important strategy to confer molecular robustness and thereby to achieve developmental canalization^70^. In the floral GRN constructed in this study, these loops are involved in either stable downregulation or precisely timed upregulation of TF activities (Supplementary Data 6). 

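The *MIR156* and *MIR157* loci, whose miRNAs target *SPL* genes, had few counted reads in inflorescences. Reads of exactly a mature sequence found at several places count for no locus. The sequences of *MIR156a* to *MIR156f* and *MIR157c* are among these, and the list need not be complete. The family sums below leave all such reads out, so they are not the levels of all miR156 or miR157. The *MIR156* family summed to 16.6 ± 4.64 RPM (SD, n = 3) on day 2 and 24.5 ± 8.61 RPM (SD, n = 3) on day 8 and did not change over the 4 stages by the test (adjusted p over the families = 0.38 from limma). The *MIR157* family rose from 2.55 ± 0.550 RPM (SD, n = 2) on day 4 to 16.7 ± 1.84 RPM (SD, n = 3) on day 8, within 1 run, by 2.32 on the log2 scale (SE 0.37, adjusted p = 0.00010 from limma). Of the 6 tested loci of both families, a list of loci fixed by family number, 3 were higher on day 8 than on day 2 and none was lower (also 3 and none when adjusted over the list alone), and they are *MIR156a*, *MIR157c* and *MIR157d*. On day 8 against day 4, 2 were higher and none was lower (4 and none when adjusted over the list alone). *MIR156a* (AT2G25095, chromosome 2 of TAIR10.1 from 10676451 to 10676573) had 0.235 ± 0.407 RPM (SD, n = 3) on day 2 and 12.0, 3.49 and 1.90 RPM in the day 8 libraries (log2 fold change of 2.21, SE 0.51, adjusted p = 0.0012). Its rise between day 4 and day 8, by 1.94 (adjusted p = 0.017), is lost without day 4 replicate 2 (1.41), day 8 replicate 1 (1.32) or day 2 replicate 2 (1.94, adjusted p = 0.054). *MIR157c*, an end-dependent locus, had 0.245 ± 0.424 RPM (SD, n = 3) on day 2 and 3.36 ± 2.43 RPM (SD, n = 3) on day 8. *MIR156b*, with 9.77 ± 2.98 RPM (SD, n = 3) on day 2, and *MIR156d*, with 3.81 ± 0.863 RPM (SD, n = 3), passed the test in no comparison of stages. By fry, the list moved up between day 0 and day 8 (adjusted p = 0.037), and this is lost with camera (adjusted p = 0.59 with an estimated correlation).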

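The *MIR172* family, whose miRNAs target *AP2*-like genes, fell from 39.8 ± 4.36 RPM (SD, n = 2) on day 4 to 16.0 ± 3.09 RPM (SD, n = 3) on day 8, within 1 run, a log2 fold change of -1.28 (SE 0.27, adjusted p over the families = 0.0017 from limma). The sum leaves out reads of exactly any mature sequence found at several places, such as the one that *MIR172c* and *MIR172d* share. It is thus not the level of all miR172. The direction of this fall was the same with median-ratio scaling (-1.45), TMM scaling (-1.47) and the authors' quantile-normalized values (-2.04). Both tested loci, *MIR172d* and *MIR172e*, were lower on day 8 than on day 2 (also both when adjusted over the list alone). *MIR172d* made up most of the sum and fell by 1.48 between these days (SE 0.26, adjusted p = 7.9e-05). *MIR172e* (AT5G59505, chromosome 5 of TAIR10.1 from 23988472 to 23988596) had 3.16 ± 0.496 RPM (SD, n = 3) on day 2 and 0.731 ± 0.117 RPM (SD, n = 3) on day 8 (log2 fold change of -1.26, SE 0.44, adjusted p = 0.028), a call that is lost without day 2 replicate 1 (-1.17), day 2 replicate 2 (-1.30), day 8 replicate 2 (-1.25) or day 8 replicate 3 (-1.22). *MIR172b* was above 0 only on day 2, with 0.725 ± 0.735 RPM (SD, n = 3), and *MIR172c* only on day 2, with 0.636 ± 0.147 RPM (SD, n = 3), both under the RPM that 3 reads make in any single library of that day.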

Examples of coherent FFLs include the stable downregulation of miR156-controlled SPL TF activities during flower developmental progression, and the induction of AP2-like TF activities linked with the repression of *MIR172* by AP1 and SEP3 (Supplementary Fig. 8). These findings are in line with previous results which showed that AP2 is involved in restricting *AG* activities to the inner floral whorls^16^. Interestingly, *AP2* paralogs, *TOE1* and *SNZ*, show distinct expression pattern when compared to the *AP2* gene in flowers. This is probably due to the fact that these *AP2* paralogs mainly play repressive role in floral transition^20,21^ while *AP2* mainly functions during flower development. We also identified coherent FFLs that result in the upregulation of *MIR319*-regulated TCP4 activities during flower development. 

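The 3 *MIR319* loci, whose miRNAs target *TCP* genes, moved in different directions between day 2 and day 4, across runs, while their summed RPM did not pass the test in any comparison of stages. *MIR319a* and *MIR319b*, both end-dependent loci, share their mature sequence. Reads of exactly this sequence are not in the sum, so it is not the level of all miR319. The family had 8666 ± 58.8 RPM (SD, n = 2) on day 0, 7514 ± 995 RPM (SD, n = 3) on day 2, 8879 ± 677 RPM (SD, n = 2) on day 4 and 8320 ± 1197 RPM (SD, n = 3) on day 8 (adjusted p over the families = 0.49 from limma). Its log2 fold change between day 2 and day 8 was 0.14 (SE 0.14, adjusted p = 0.43), and -0.17 with median-ratio scaling and -0.11 with TMM scaling. *MIR319c* (AT2G40805, chromosome 2 of TAIR10.1 from 17029701 to 17029899) rose from 2961 ± 597 RPM (SD, n = 3) on day 2 to 5793 ± 426 RPM (SD, n = 2) on day 4 and had 5851 ± 1217 RPM (SD, n = 3) on day 8. Its log2 fold change was 0.99 between day 2 and day 4, across runs (SE 0.18, adjusted p = 0.00021, and 0.067 without limma's trend), and -0.01 between day 4 and day 8, within 1 run (SE 0.18, adjusted p = 0.99). *MIR319b*, an end-dependent locus, had 3101 ± 301 RPM (SD, n = 2) on day 0 and 57.7 ± 10.5 RPM (SD, n = 3) on day 8, and also fell within 1 run between day 4 and day 8 (log2 fold change of -1.31, SE 0.19, adjusted p = 2.4e-05). The related *MIR159* family, whose miRNAs target MYB genes, fell from 7401 ± 560 RPM (SD, n = 3) on day 2 to 4741 ± 196 RPM (SD, n = 2) on day 4, across runs, a log2 fold change of -0.64 (SE 0.14, adjusted p = 0.0034 from limma). Of its loci, *MIR159b* (AT1G18075, chromosome 1 from 6220646 to 6220841), an end-dependent locus, fell from 2234 ± 187 RPM (SD, n = 3) to 591 ± 45.1 RPM (SD, n = 2), a log2 fold change of -1.92 (SE 0.16, adjusted p = 2.6e-09), a call that is lost with the authors' quantile-normalized values (-0.25). *MIR159a*, also end-dependent, had 3599 ± 102 RPM (SD, n = 2) on day 4 (-0.40, adjusted p = 0.055). Of the 6 tested loci of both families, a list fixed in the same way, 2 were higher and 2 lower on day 4 than on day 2 (3 and 3 when adjusted over the list alone). On day 8 against day 2, 3 were higher and 2 lower (also 3 and 2 when adjusted over the list alone), and 2 and 3 with median-ratio and with TMM scaling. By fry, the list moved down between day 0 and day 8 (adjusted p = 0.00093, median log2 fold change of -0.14, mean of -1.08). This is lost with camera (adjusted p = 0.59 with an estimated correlation).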

Previous research has shown that proper control of TCP4 levels is important for regulation of petal and stamen growth^37^. Our results based on genomic binding data in combination with genetic analyses (Fig. 4) suggest that binding by SEP3 to the *TCP4* promoter activates *TCP4* during later stages of development, while SEP3 binds to the *MIR319a* promoter leading to its downregulation in flowers. Notably, the suppression of SEP3 to *MIR319a* expression seems to mainly occur at early stages of flower development since in stage 10 flowers, expression of *MIR319a* is comparable with that in wild type. Furthermore, we observed that the binding level of SEP3 in the *TCP4* promoter is decreased, but *TCP4* expression is increased at stage 10 as compared to stage 4 in flowers. This indicates the existence of other factors regulating *TCP4* expression at later stages of flower development. Interestingly, *SEP3* expression in the rice protoplast-based luciferase assay was associated with increased *MIR319a* and *TCP4* promoter activity. This contrasts the observation that enhanced *SEP3* expression in developing flowers is coupled to lower *MIR319a* expression. This suggests that SEP3 requires cofactors that are not present in the (leaf-derived) protoplast system to mediate gene repression. *MIR319a* directly targets *TCP4* mRNA for degradation to promote cell proliferation^60^. Thus our data suggest that the SEP3-MIR319a-TCP4 module helps to trigger stage-specific activation of *TCP4* expression, which is critical for determining final petal size^37^. Further stage-and-organ-specific expression analyses are needed to test this hypothesis in the future. Thus, this FFL regulates the timing of petal expansion, and thereby the final petal size. In addition, the genomic binding data indicate that SEP3 may act together with the other members of the floral homeotic “petal” complex, including PI, AP3, and AP1 in regulating *TCP4* and *MIR319a* (Supplementary Fig. 10d).

A combined analysis of genome-wide binding data and floral domain-specific translatome data allowed us to predict genes that are directly regulated by floral homeotic complexes in a tissue-specific manner. We found that binding of non-MADS TFs can further improve the prediction of tissue-specific gene expression patterns. In particular, BLR and ETT/ARF3 were predicted to contribute to organ-specific gene regulation. The homeobox TF BLR was previously identified as a complex partner of AP1^59^, and it is a multifunctional TF that controls patterns of oriented cell divisions in the inflorescence meristem^42,72^, initiation of flower meristems, and repression of the AG-related genes *SHP1* and *2* in the developing gynoecium^73,74^. BLR was also found to be involved in repression of *AG* in the outer floral whorls, especially in later developing flowers and at higher temperatures^75^. Combinatorial control of gene expression by homeotic TFs and BLR may therefore help to robustly restrict reproductive organ identities to the inner floral whorls. In line with this, we found that BLR mostly contributes to differentiate gene expression in perianth and reproductive whorls of the flower (Fig. 5c), suggesting that BLR controls perianth development not only via repression of *AG*, but also of via regulation of other genes involved in organ development. Loss-of-function of the auxin-responsive TF gene *ETT* display pleiotropic defects in flower development, including increase in perianth organ numbers, decrease in stamen number, and patterning defects in the gynoecium^24^. The results of our analysis suggest that ETT DNA-binding mainly contributes to distinguish AP1 domain from AG domain, and to a lesser extent from the AP3 domain. In line with this, ETT becomes expressed in stage 1 FMs and is later expressed in a complex pattern within petal, stamen, and carpel organ primordia^24^. ETT has not been identified as a complex partner of floral homeotic proteins; however, our data suggest that combinatorial binding of ETT and homeotic TFs helps to determine patterns of tissue-specific gene expression patterns in the flower.

In summary, systematic integration of DNA-binding data with genome-wide mRNA and miRNA expression data allowed us to determine key-regulatory properties in the GRN that controls early stages of flower development, including specification of floral whorls, and organ differentiation and growth. We also identified a novel FFL that controls petal growth downstream of the floral homeotic proteins, and assessed the roles of combinatorial gene regulation by multiple TFs in determining domain-specific gene expression patterns. Using these network-based approaches, we identified novel potential candidate genes that are responsible in determining the distinct morphologies and sizes of different types of floral organs. Future research will be required to systematically experimentally study the functions of specific regulatory interactions, e.g., using targeted mutagenesis of *cis*-regulatory regions and TFBSs.

## Methods

### Plant materials

pAP1::AP1-GR *ap1 cal* plants were grown in a growth chamber under long day condition (16 h light, 8 h dark) with 120 umol/m^2^/s light intensity while the temperature changed from 22 °C during daytime to 20 °C in the night. Inflorescences were harvested from pAP1::AP1-GR *ap1 cal* plants after bolting (around 2 cm high) and at 2, 4, and 8 days after the first treatment by dexamethasone (daily treatment with 2 μM dexamethasone, 0.01% (v/v) ethanol, and 0.01% Silwet L-77) for both mRNA-seq and miRNA-seq analysis.

### RNA-seq and ChIP-seq data analysis

Detailed methodology for RNA-seq and ChIP-seq data analysis are provided in Supplementary Notes 1 and  2.

### Expression analysis for miRNA and other genes

To measure the expression of miRNAs, the stem loop RT-qPCR method described by Chen^76^ was applied with minor modification. In detail, total RNA was extracted by Trizol (Thermo Fisher Scientific, USA) and RNA was eluted with DEPC-treated water plus 1 μl RNAse-Inhibitor (Epicentre, USA). Three hundred nanograms DNase-treated RNA was used for stem–loop transcription by combining with a stem–loop primer (100 pm), 10 mM dNTPs, and RNAase/DNase free water in a final volume of 13.5 μl. The reaction was heated for 5 min at 65 °C and then chilled on ice for 1 min. Super Script III enzyme (Thermo Fisher Scientific, USA) was used to perform reverse transcription. For detecting mRNA gene expression, total RNA was extracted with the GenUP™ Plant RNA Kit (Biozyme, USA) and cDNA synthesis was performed using M-MuLV Reverse Transcriptase (NEB, USA). Quantitative PCR was performed by using SsoAdvanced™ Universal SYBR^®^ Green Supermix (Biorad, USA) using a CFX96 Touch™ Real-Time PCR Detection System. The primer sequences used here can be found in Supplementary Data 8.

### Dual-luciferase assay

The full coding sequence of *SEP3* was isolated and placed after a CaMV35s promoter by *Kpn*I and *Bam*HI into a effector plasmid pGreenII0800 (ref. ^77^). A 4.0 kb ATG-upstream fragment of *TCP4* was isolated to serve as a wild-type *TCP4* promoter and a wild-type *MIR319a* promoter was identified as previously described^37^. Overlapping PCR was applied to remove the SEP3 ChIP-seq peaks in the promoters. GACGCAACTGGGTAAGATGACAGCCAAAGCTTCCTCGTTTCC CAA and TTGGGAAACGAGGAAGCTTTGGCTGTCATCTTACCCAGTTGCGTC were used to remove the TSS proximal SEP3-binding region and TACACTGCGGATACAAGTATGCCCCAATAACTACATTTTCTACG and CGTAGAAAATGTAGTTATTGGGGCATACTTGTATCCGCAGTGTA are the primers used to generate mutated *MIR319a* promoter. To eliminate the distal SEP3-binding region, a short version of *TCP4* promoter was amplified by using the primers of TCATCGGGTCGATTGGAAACAGAGG and TGGTAGAGCATATTCGTCGAGACG. Protoplasts were isolated and transformed as described previously^78^. In short, protoplasts were isolated by digesting rice sheath strips in digestion solution for 4 h. After filtering through Nylon mesh (35 µm), the protoplasts were collected and incubated in W5 solution (2 mM MES, pH 5.7, 154 mM NaCl, 5 mM KCl, 125 mM CaCl_2_) at room temperature (25 °C) for 1 h. For transformation, 10 µl of plasmids (6 µg) was gently mixed with 100 µl of protoplasts and 110 µl of PEG-CaCl_2_ solution (0.6 M Mannitol, 100 mM CaCl_2_, and 40% PEG4000). Transformed protoplasts were then collected by centrifugation and were re-suspended for overnight incubation, after which protoplasts were collected for luciferase activity analysis. The luciferase activity was detected with the Dual-Luciferase Reporter Assay System E1960 (Promega, USA).

### Network analysis

To assess the robustness of networks containing miRNAs, we analyzed and compared the network structure of two kinds of networks: the “meta-network” consisting of both TF-directed and miRNA-mediated regulation, and the network without miRNA regulation. In principle, more robust network shows a higher degree of tolerance against the removal of nodes. We used the swan_combinatory function in the NetSwan package in R to calculate the resistance of networks due to the node removal, using a cascading scenario to remove nodes in the decreasing order of their betweenness. The loss of connectivity along with the fraction of nodes removed was plotted (Fig. 3b).

Next, we systematically examined the enrichment of motifs in the meta-network. We focused on the analysis of autoregulation (1-node), feedback loop (2-node), and 3-node motifs, which have particular biological implications^51^. The 1- and 2-node network motifs were searched by custom code, while the enrichment of 3-node motifs was performed by the FANMOD algorithm^54^. The significance of motifs were determined by comparing the number of observed motifs with the number found in 1000 randomly shuffled networks, as implemented in FANMOD. To determine if two targets in an SIM have possible physical interactions, protein–protein interaction (PPI) data were obtained from ref. ^79^. For each master regulator, the percentage of its targets with potential PPIs in the associated SIM motifs was calculated. As a control, the same number of genes as the investigated master regulator were sampled from the whole list of target genes for all the 15 master regulators, and a similar percentage value was calculated as above. As a result, two sets of percentage values (*n* = 15) were obtained and compared with a Student’s *t*-test (Fig. 3f).

### Defining domain-specific genes

AP1-, AP3-, and AG-domain translatome data (by TRAP-seq) at stages 4 (S4) and 6 (S6) were obtained from ref. ^62^. Domain-specific expressed genes were determined by ANOVA with a domain effect *P*-value <0.05 and fold change >2 among the three domains at S4 or S6. In total, 6072 genes were identified at this step, 2311 (38.1%) of which were bound by more than one of 11 selected TFs (including AG, AP1, AP2, AP3, BLR, PI, SEP3, LFY, JAG, ETT, and RGA) and used for further analysis. A gene was defined as AP1-specific (sepal) if it was highly expressed (more than two-fold change) in the AP1 domain but not in the AP3 nor AG domains. A similar rule applies to AG-specific (carpel) or AP3-specific genes. AP1/AP3-common (petal) genes were defined if they showed high expression in both AP1 and AP3 domains but not in the AG domain. Similarly, AP3/AG-common (stamen) genes were defined. As a result, we identified 1013 organ-specific genes and 678 of them were bound by more than one of the 11 TFs.

### Modeling TF binding contribution and gene expression

We adopted a regression-based model to relate gene expression dynamics (678 organ-specific genes as describe above) and TF binding (11 floral regulators), as described in previous studies. Specifically, we related the fold change (FC) of gene expression between two organs to a linear combination of the binding intensity of 11 individual TFs and fit a log-linear model:

$$\log _2Y_i = \mathop {\sum }\limits_{j = 1}^{11} \beta _jx_{ij} + \varepsilon _i,$$

where *Y*_*i*_ is the average FC value of gene *i* in S4 and S6 between two compared organs. The TF-binding score *x*_*ij*_ for TF *j* at gene *i* was defined the normalized peak score. TF binding data were normalized and mean centered before modeling. Lasso regression was performed using the glmnet package in R to calculate the direct contribution (i.e., the parameter *β*) of each TF to the expression change. The optimal model was chosen by five repeats of ten-fold cross-validation using the caret package in R. The above analysis was performed via the Shiny application HTPmod^80^.

### Statistical analysis and data visualization

If not specified, all statistical analyses and data visualization were done in R. t-SNE (t-distributed stochastic neighbor embedding) analysis was performed by the Rtsne library and the output was visualized by our HTPmod online tool^80^ (https://www.epiplant.hu-berlin.de/shiny/app/HTPmod/). Hive plots were generated using the HiveR library. Network visualization was done using the igraph library.

### Code availability

The ChIP-seq data analysis pipeline is adapted from https://github.com/PlantENCODE/plantGRNs. All other custom computer code is available from the corresponding authors upon reasonable request.

## Electronic supplementary material

Supplementary Information

Peer Review File

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Supplementary Data 6

Supplementary Data 7

Supplementary Data 8

Description of Additional Supplementary Files

## Data Availability

All data supporting the findings of this study are available in the Article or in Supplementary Information files. mRNA-seq and miRNA-seq data have been deposited with the NCBI Gene Expression Omnibus (GEO) under accession numbers GSE110539.

# Supplementary material for: Architecture of gene regulatory networks controlling flower development in Arabidopsis thaliana
**Source:** Nat Commun. 2018 Oct 31;9:4534. doi: 10.1038/s41467-018-06772-3
**Supplement:** Supplementary file 1 — Supplementary Information

Supplementary Information

for “Architecture of gene regulatory networks controlling flower development in *Arabidopsis thaliana*” by Chen *et al.*

Supplementary Figures

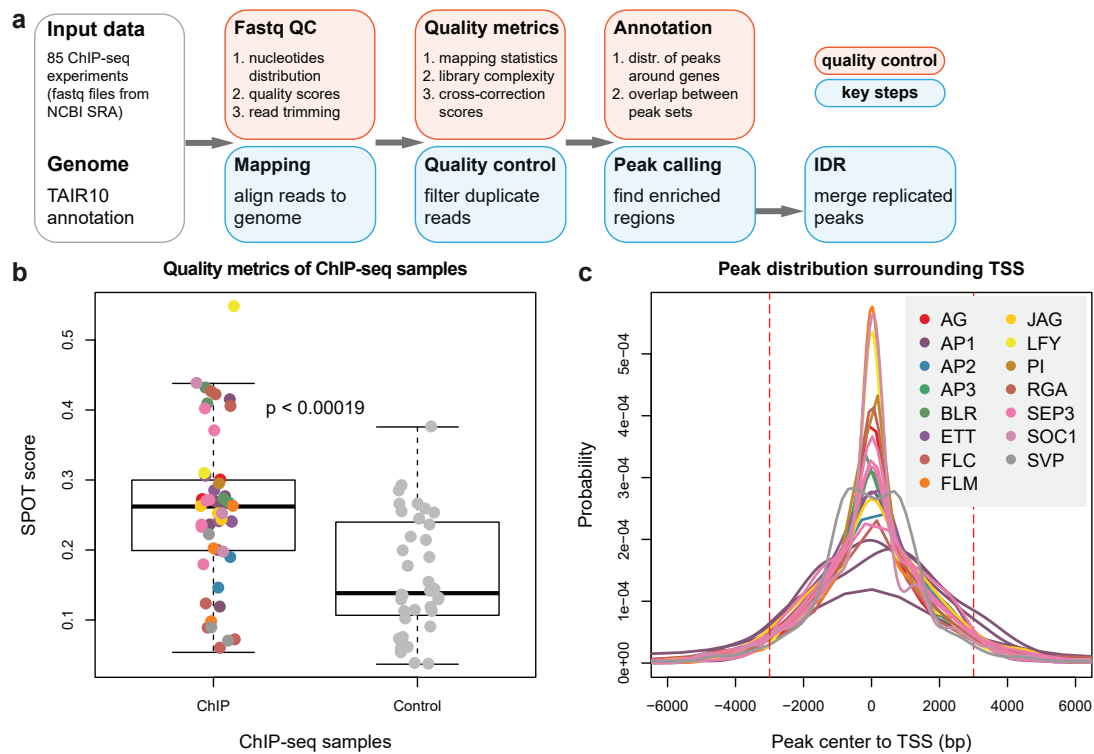

Supplementary Fig. 1: ChIP-seq data analysis pipeline and quality control of ChIP-seq datasets. (a) The pipeline used for the ChIP-seq data analysis in this study, adapted from ref.¹. (b) The SPOT score (signal portion of tags) characterizing the enrichment of signal for each library, calculated by the hotspot algorithm² by subsampling 10 million reads. For the ChIP experiments, libraries are colored according to the factors used. Color legend as in (c). P-value was calculated based on a Student’s t-test (two tailed). (c) Distribution of ChIP-seq peaks around the transcription start site (TSS). Dash lines indicate the threshold for target identification.

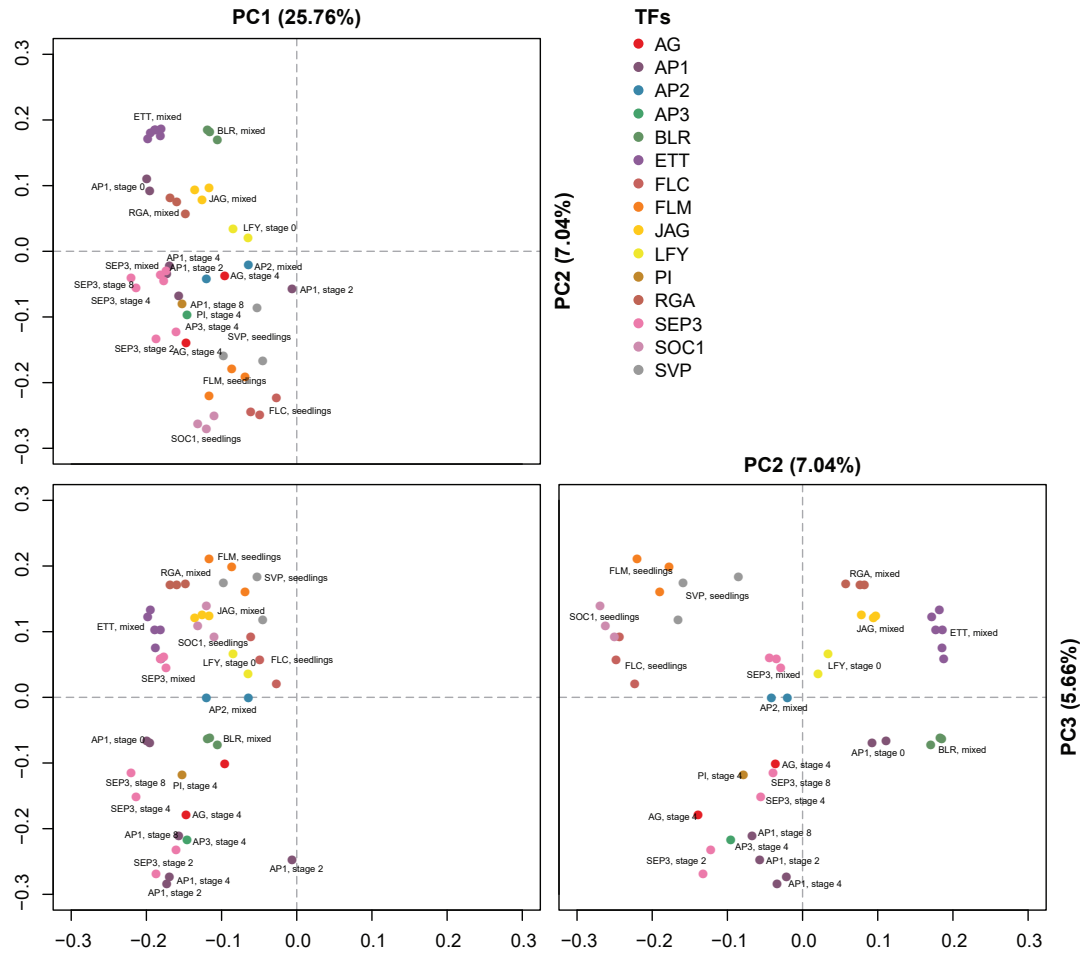

Supplementary Fig. 2: Assessment of public ChIP-seq experiments. Principal component analysis (PCA) of binding profiles of the investigated transcription factors (TFs) in this study. Peak scores generated by MACS2 were used in the analysis. Missing values were assigned to 1 (the lowest peak score). The top three principle components (PCs) were shown. Percentage values in parentheses indicate percentage of variance explained by each PC.

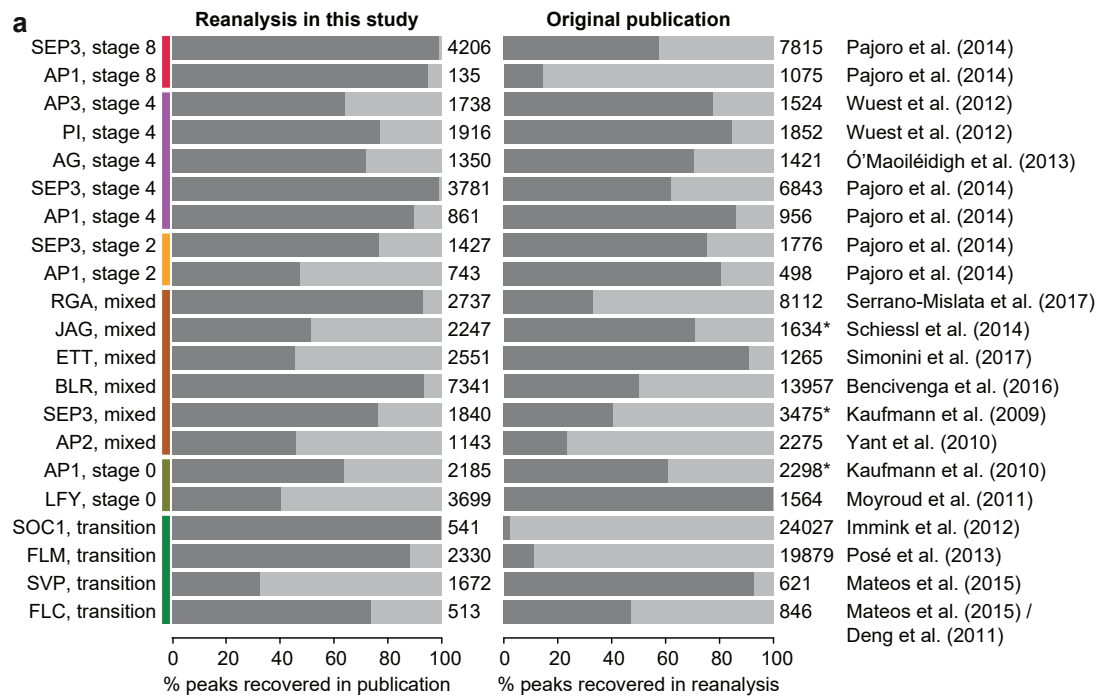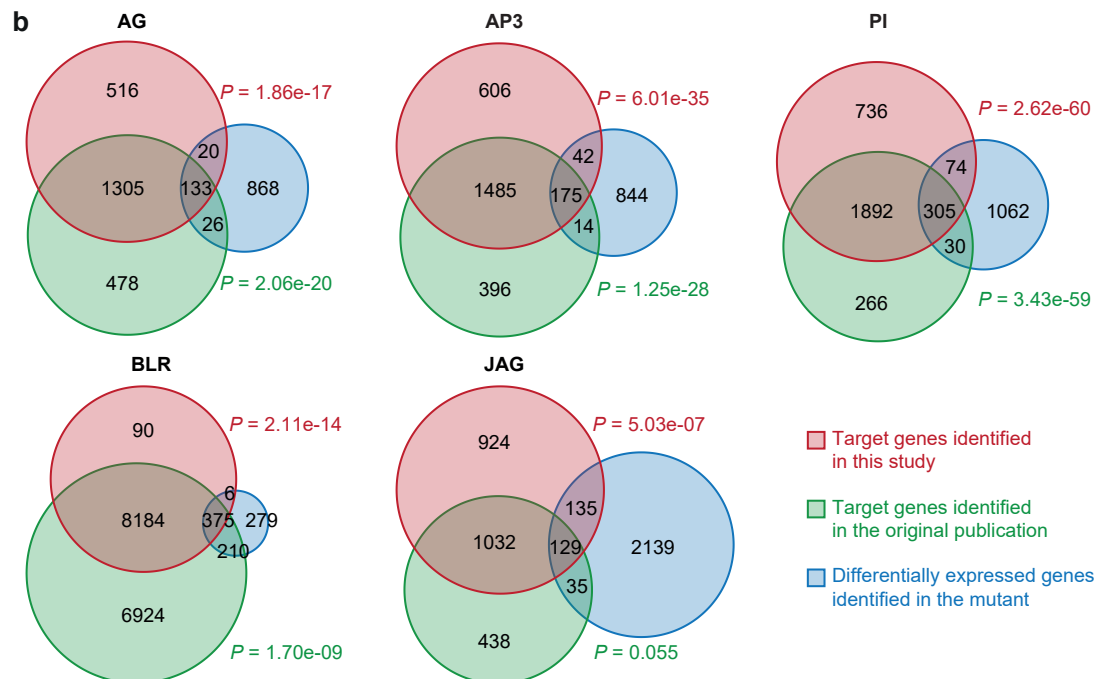

Supplementary Fig. 3 (preceding page): Comparison of our re-analysis with published results.

(a) Overlap of TF ChIP-seq peaks identified in this study and in the original publications. Left bar charts show the percentage of reanalyzed peaks supported by the corresponding studies, and vice versa on the right. The number of peaks are labeled on the right side of bars. Data sources used in the analysis are listed on the right. Numbers with stars (*) indicate the original peak numbers are not available so the number of target genes were used instead. (b) Comparison of the number of target genes identified in this study (red), identified in the original studies (green), and differentially expressed genes identified in the corresponding mutants (blue). P-values are calculated by hypergeometric tests to analyze the significance of overlap between TF-bound genes and differentially expressed genes.

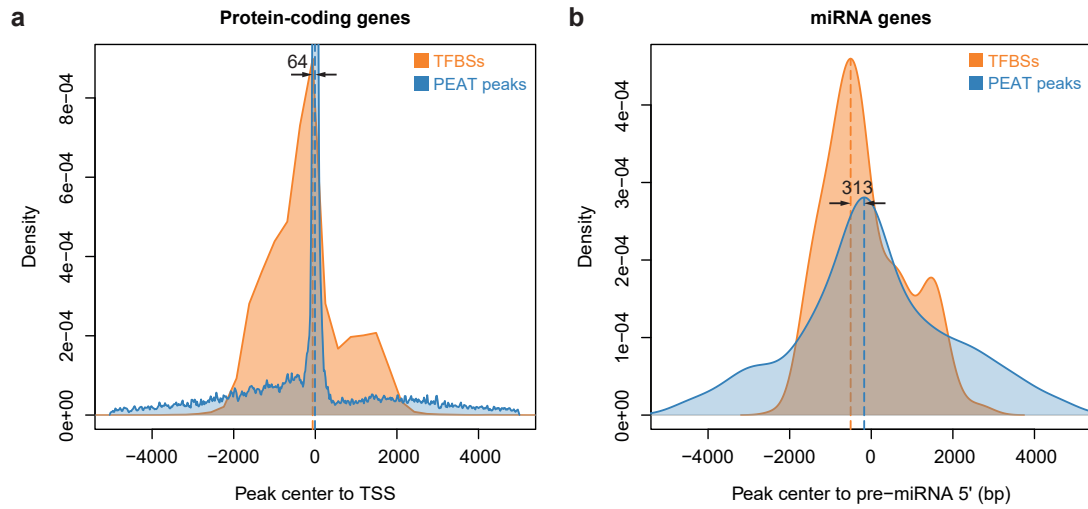

Supplementary Fig. 4: Enrichment of TFBSs around the TSSs of protein-coding or miRNA genes.

(a) Distribution of TFBSs (orange) and PEAT peaks (blue) around the TSSs of protein-coding genes. (b) Distribution of TFBSs and PEAT peaks around the 5' end of pre-miRNAs. PEAT data were taken from ref.³. TFBS: transcription factor binding site; TSS: transcription start site; PEAT: paired-end analysis of transcription start sites.

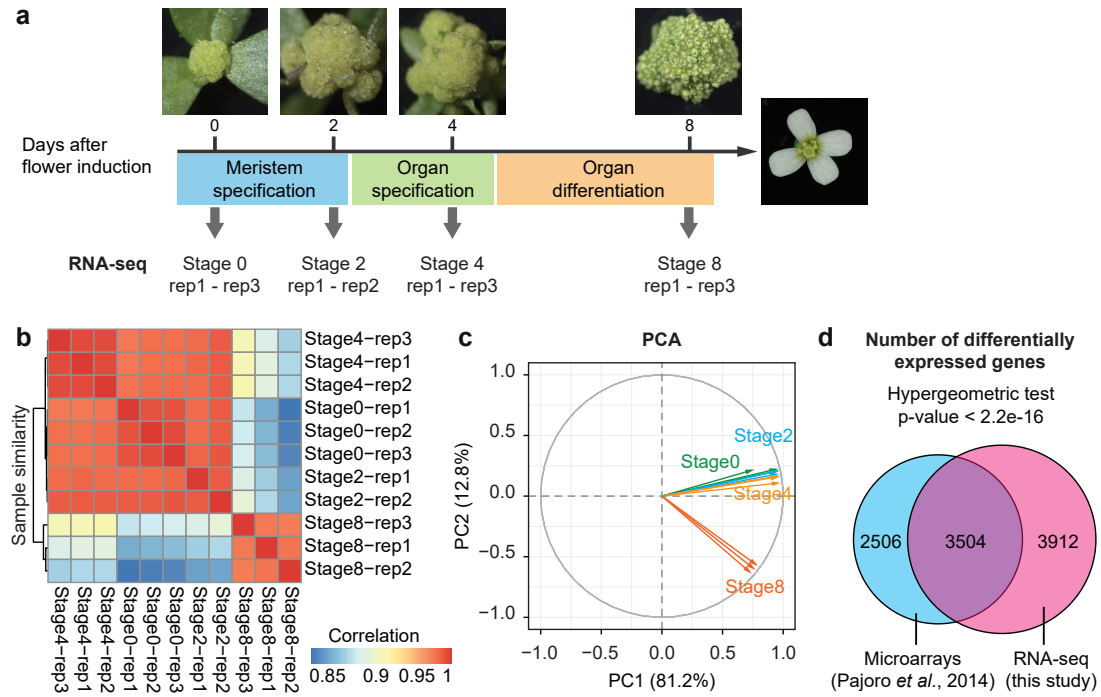

Supplementary Fig. 5: Transcriptome profiling by RNA-seq. (a) Strategy for RNA-seq sample preparation. Cartoon is adapted based on ref.⁴. (b) Spearman's rank correlation of RNA-seq samples based on their FPKM (fragments per kilobase of exon per million fragments mapped) values. (c) Principal component analysis (PCA) of RNA-seq experiments (as labeled in different colors) using all the expressed protein-coding genes, as measured in FPKM (fragments per kilobase of transcript per million mapped reads). Percentage values in parentheses indicate percentage of variance explained by each PC. (d) Comparison of the number of differentially expressed genes identified in microarray ref.⁴ and RNA-seq data (this study). P-value was calculated by a hypergeometric test.

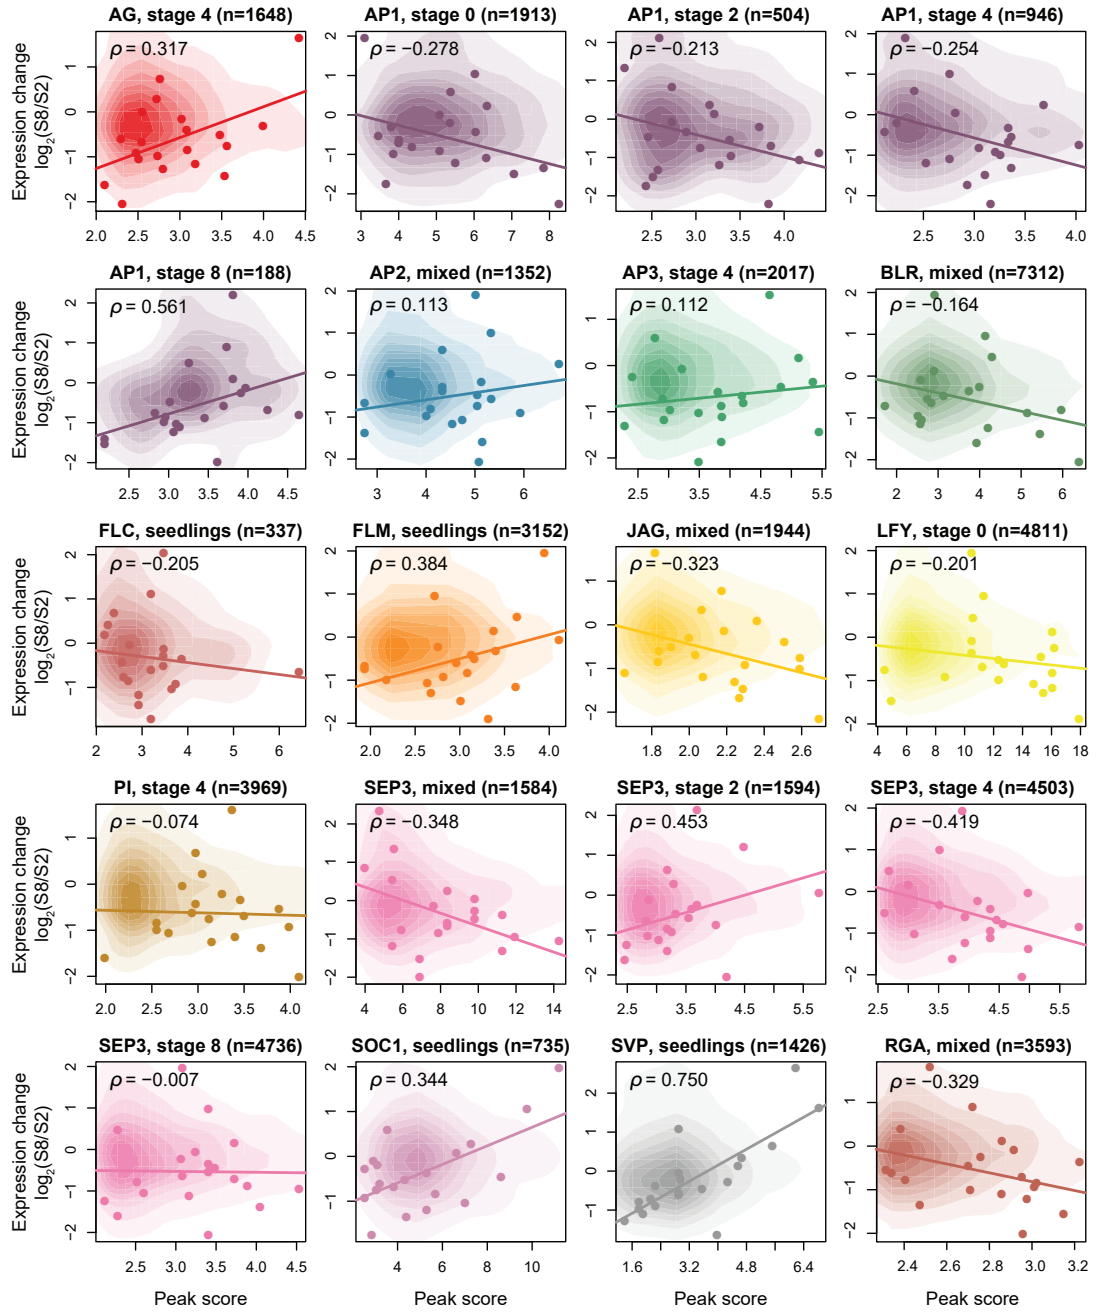

Supplementary Fig. 6 (preceding page): Correlation of gene expression change and the binding intensity of different transcription factors (TFs). For each TF, contour plot shows the relationship between the TF binding intensity (in terms of peak score from MACS2) and the expression changes of its target genes. Expression change was measured as the difference of gene expression levels (in terms of FPKM) between stage 8 (S8) and S2. For the scatter plots, genes were binned into percentiles ($n=20$) based on their expression level, and the median expression and median binding intensity of each bin were plotted. Spearman's rank correlation is shown. The number of genes included in the analysis is indicated in parentheses.

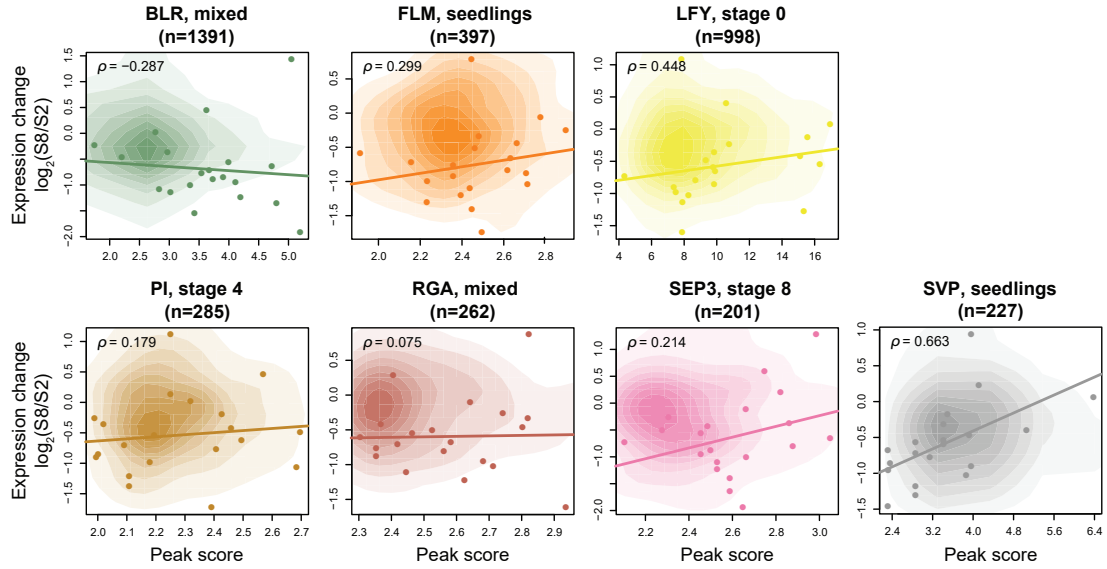

Supplementary Fig. 7 (preceding page): Correlation of TF binding intensity and expression change of their specific target genes. Similar to Supplementary Fig. 6, only TFs with more than 200 specific target genes were considered in the analysis. When compared to the observations in Supplementary Fig. 6, similar results were found for BLR, FLM, PI, and SVP, but not for LFY, RGA and SEP3. This might indicate that the regulatory effects of LFY, RGA and SEP3 are more determined by their interacting partners.

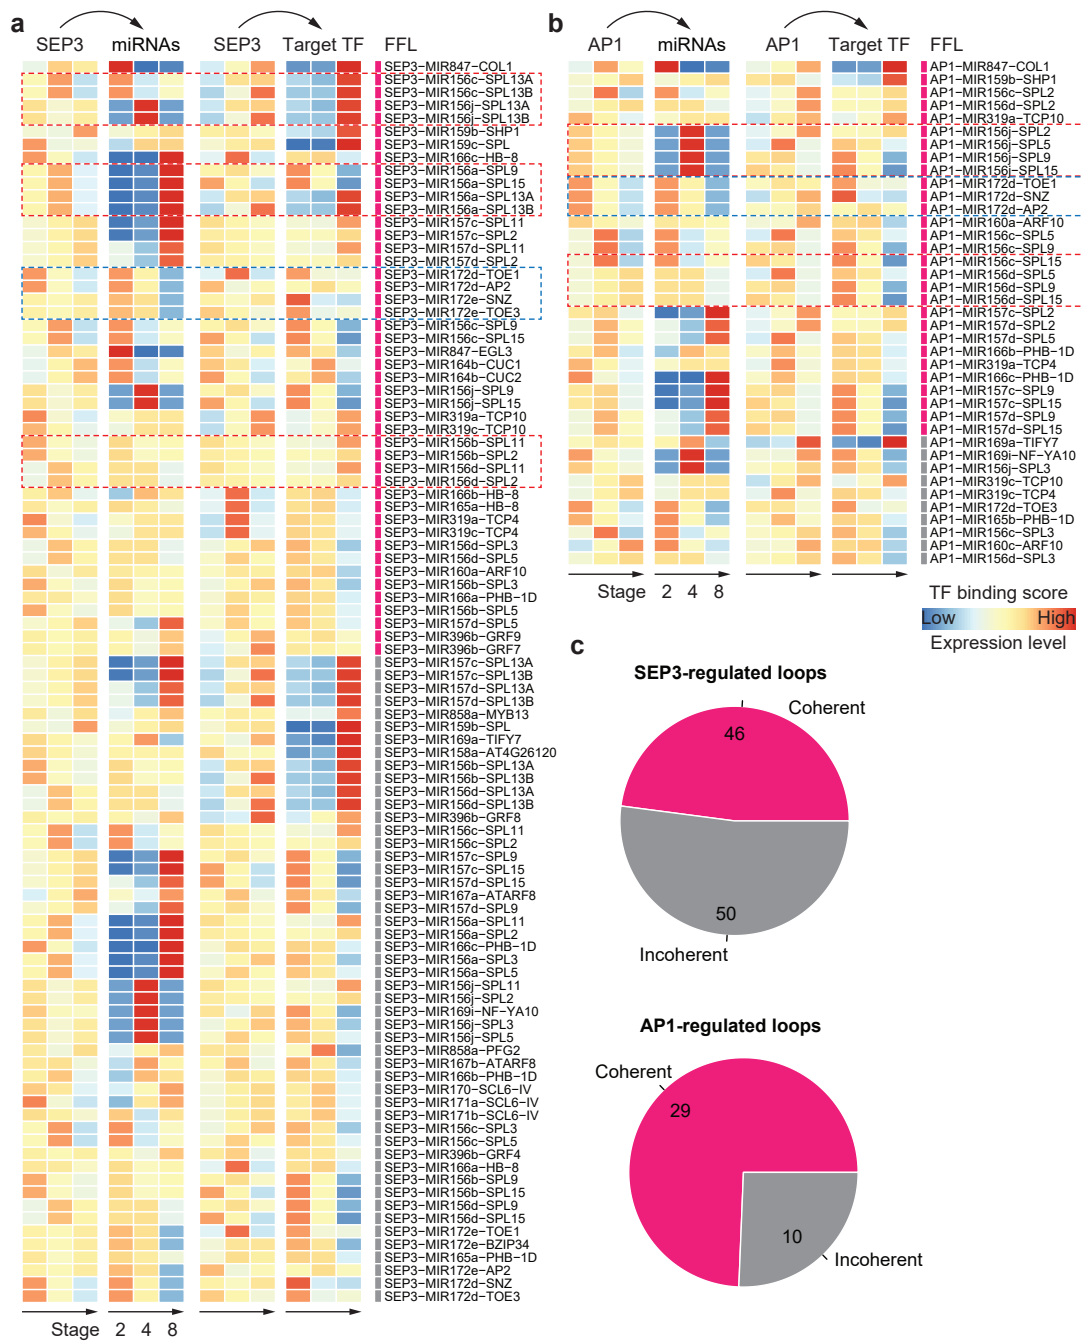

Supplementary Fig. 8 (preceding page): Predicted AP1- and SEP3-regulated feed-forward loops (FFLs). Heatmaps showing the regulatory relationships between the master regulators ((a) for SEP3, and (b) for AP1) and their miRNA targets or TF targets. We used time-series genomic binding (by ChIP-seq) and gene expression data (by mRNA-seq or miRNA-seq) to derive the relationships between the master regulator and its targets, as positive or negative regulation. Given that miRNAs generally repress their target genes, ‘regulator-miRNA-TF’ feed-forward loop is considered as coherent (in pink color) when the ‘regulator’ regulates ‘miRNA’ and ‘TF’ targets with opposing effect. Otherwise, it is considered as an incoherent loop (grey). Examples of AP1/SEP3-miR156-SPL (in red boxes) and AP1/SEP3-miR172-AP2 FFLs are discussed in the main text. (c) The number of coherent and incoherent FFLs controlled by SEP3 and AP1. A full list of these FFLs can be found in **Supplementary Data 6**. Experimental validation of candidate genes can be found in **Supplementary Fig. 9**.

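In the text of Supplementary Data 6, which lists the FFLs of these heatmaps, the loci of the *SPL*-targeting miRNAs take part in the most FFLs. *MIR156c*, *MIR156d* and *MIR156j* are each in 13 FFLs, *MIR157d* in 11, *MIR157c* in 9, and *MIR156a* and *MIR156b* in 8 each. Of the *AP2*-targeting loci, *MIR172d* is in 6 and *MIR172e* in 4. *MIR319a* and *MIR319c*, which target *TCP* genes, and *MIR396b*, which targets *GRF* genes, are in 4 each. Of the 32 miRNA genes, *MIR156j*, *MIR166c*, *MIR169i* and *MIR847* did not reach 1 RPM in 2 inflorescence libraries and were not tested. Of the 51 FFLs whose miRNA gene changed over stages 2, 4 and 8 at the thresholds of Supplementary Data 6, 26 are coherent. Whether this share differs from that of all FFLs was not tested.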

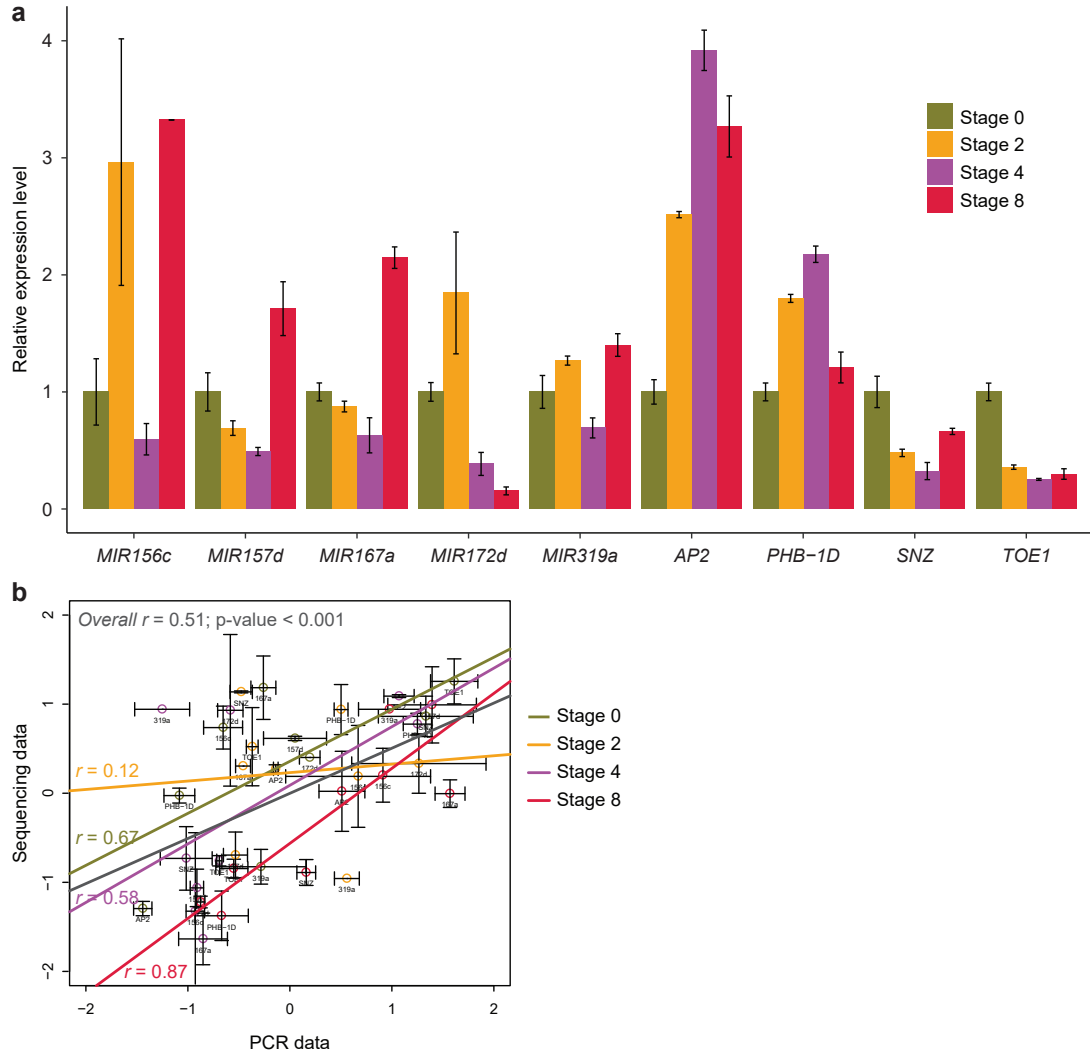

Supplementary Fig. 9: Validation of miRNA-seq and RNA-seq data. (a) Validation of expression levels during flower development for selected genes, either by stem-loop RT-qPCR (for miRNA genes) or by qRT-PCR (for TFs). Tissues representing four different developmental stages flowers were harvested from pAP1::AP1-GR *ap1 cal* plants according days of DEX induction (DAI) for expression analysis. U6 and Tip41 were taken as internal control to normalize the expression level of miRNA genes and other TF genes, respectively. Result shown here represents data from three independent biological replicates ($n=3$). Candidate genes were selected from the **Supplementary Fig. 8**. (b) Correlation of gene expression levels by experimental validation and sequencing results. For visualization purpose, expression data for each gene were centered to the mean value and scaled as s.t.d.=1. Pearson correlation coefficients (r) between experimental data and sequencing data for the selected genes were shown for each stage. Bar=mean $\pm$ s.d..

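In stem-loop RT-qPCR the primer pairs with the end of a mature miRNA, so that the assay reads all loci with that mature sequence together, while the RPM values are given per locus. TGACAGAAGAGAGTGAGCAC, the mature miRNA of *MIR156c*, is found at 6 places in TAIR10.1, which are *MIR156a* to *MIR156f*. AGAATCTTGATGATGCTGCAG of *MIR172d* is also that of *MIR172c*, and TGAAGCTGCCAGCATGATCTA of *MIR167a* is also that of *MIR167b*. A read of exactly 1 of these sequences maps to more than 1 place and is in the RPM of none of its loci. The correlation of the RT-qPCR values with the sequencing data is not analysed here.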

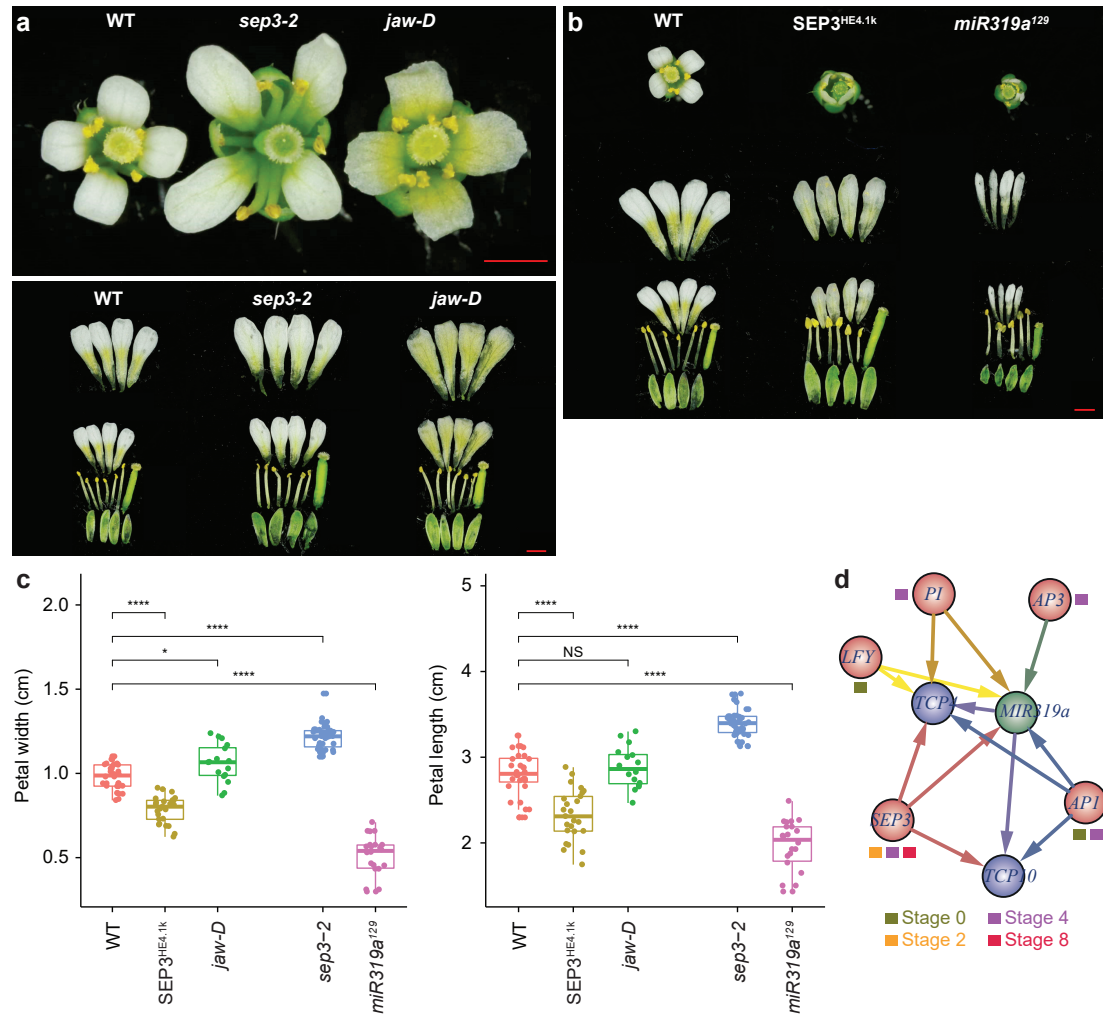

Supplementary Fig. 10: *SEP3* and *MIR319a* have opposite role in petal development. (a) Pictures of single flower and separated flower organs of wild type (WT), *sep3-2* mutant and *MIR319a* overexpression line (*jaw-D*). (b) Performance of single flower and each whorl of flower organs of WT, *SEP3* enhanced expression line (*SEP3^{HE4.1k}*) and *MIR319a* mutant line (*mir319a¹²⁹*). (c) Boxplots showing the petal width (left) and petal length (right) of WT, *sep3-2*, *jaw-D*, *SEP3^{HE4.1k}* and *mir319a¹²⁹* plants. Flowers from five to eight plants with the same genotype were used for data collection. Five flowers were harvested from the main inflorescences of one single plant. Data represents the mean $\pm$ s.e.. Significance codes, ****: p-value < 0.0001, *: p-value < 0.05, and NS: not significant, by Mann-Whitney tests. (d) The sub network centered by *MIR319a*. The regulation relationships detected by ChIP-seq data in different stages are indicated. Scale bar=1 mm.

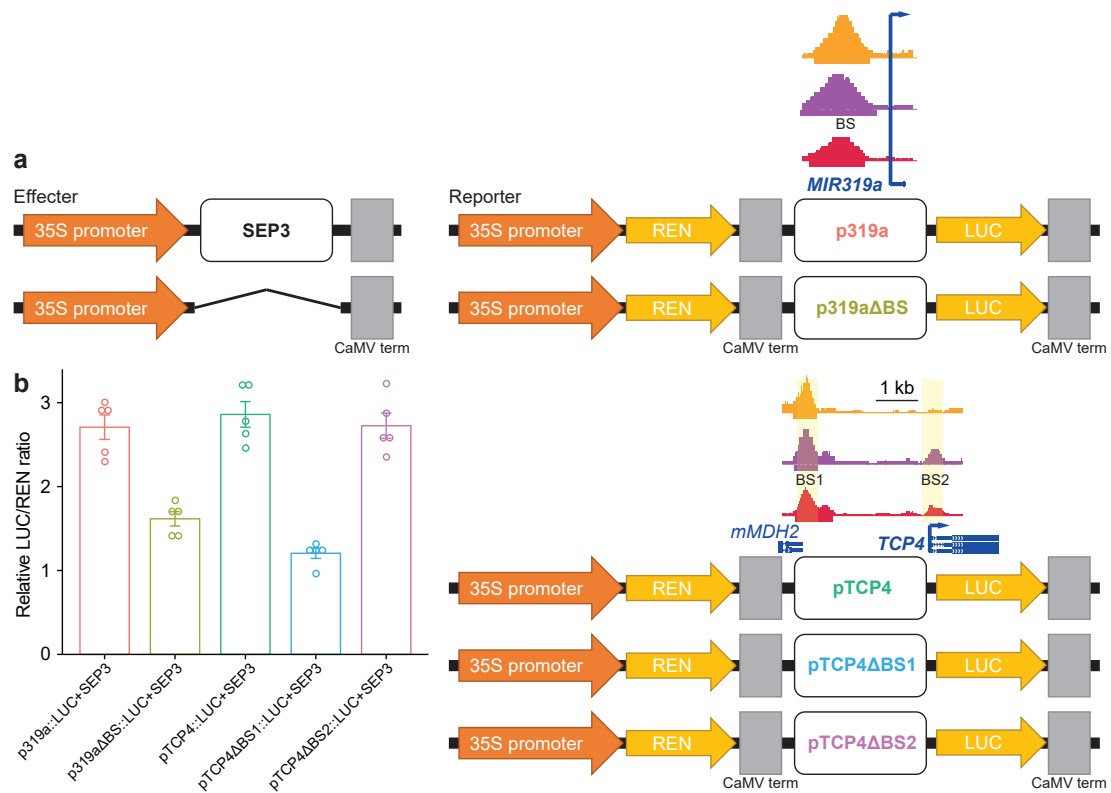

Supplementary Fig. 11: Effects of SEP3 direct binding to *TCP4* and *MIR319a* promoters. (a) Diagrams showing the reporter and effector constructs of dual-luciferase reporter based transient assay. CaMV35S promoter driven SEP3 is the effector and different versions of *TCP4* or *MIR319a* promoters (with or without a SEP3 site peak (BS)) driven firefly luciferase (LUC) are used as reporters. CaMV35S promoter driven Renilla luciferase(REN) was simultaneously expressed with test promoters in the same reporter construct to serve as internal control. (b) Relative LUC to REN ratio of co-transfection of SEP3 and different reporters. The ratio of LUC/REN of the empty vector plus corresponding promoter (CaMV35S promoter alone as effector; CaMV35S promoter driven REN together with test promoter driven LUC as reporter) was considered for calibration (set as 1). Data represents the mean $\pm$ s.e. of five independent replicates. Significance codes, *: p-value < 0.05 and NS: not significant, by two-tailed Student's t-tests.

Supplementary Tables

TF (gene ID)	Stage ¹	#peaks/#targets ²	Data source ³	Reference
AG (AT4G18960)	Stage 4	1350 / 2006	SRP020911	Ó'Maoiléidigh <i>et al.</i> ⁵
AP1 (AT1G69120)	Stage 0	1682 / 2185	SRP002174	Kaufmann, Wellmer <i>et al.</i> ⁶
	Stage 2	743 / 622		
	Stage 4	861 / 1091	SRP022770	Pajoro <i>et al.</i> ⁴
	Stage 8	135 / 224		
AP2 (AT4G36920)	Mixed	1143 / 1642	SRP002328	Yant <i>et al.</i> ⁷
AP3 (AT3G54340)	Stage 4	1738 / 2336	SRP013458	Wuest <i>et al.</i> ⁸
BLR (AT5G02030)	Mixed	7341 / 8747	SRP070904	Bencivenga <i>et al.</i> ⁹
ETT (AT2G33860)	Mixed	2551 / 3917	ERP021928	Simonini <i>et al.</i> ¹⁰
FLC (AT5G10140)	Transition	513 / 604	SRP005412;<br>SRP037581	Deng <i>et al.</i> ¹¹ ; Mateos <i>et al.</i> ¹²
FLM (AT1G77080)	Transition	2330 / 3708	SRP026163	Posé <i>et al.</i> ¹³
JAG (AT1G68480)	Mixed	1580 / 2247	SRP031786	Schiessl <i>et al.</i> ¹⁴
LFY (AT5G61850)	Stage 0	3699 / 5776	SRP003928	Moyroud <i>et al.</i> ¹⁵
PI (AT5G20240)	Stage 4	1916 / 3039	SRP013458	Wuest <i>et al.</i> ⁸
RGA (AT2G01570)	Mixed	2737 / 4213	SRP099840	Serrano-Mislata <i>et al.</i> ¹⁶
SEP3 (AT1G24260)	Mixed	1712 / 1840	SRP000783	Kaufmann <i>et al.</i> ¹⁷
	Stage 2	1427 / 1878		
	Stage 4	3781 / 5271	SRP022770	Pajoro <i>et al.</i> ⁴
	Stage 8	4206 / 5564		
SOC1 (AT2G45660)	Transition	541 / 896	SRP020612	Immink <i>et al.</i> ¹⁸
SVP (AT2G22540)	Transition	1672 / 2830	SRP037581	Mateos <i>et al.</i> ¹²

Supplementary Table 1: TF ChIP-seq datasets used in this study.

¹ Developmental stages as denoted in **Fig. 1a**;

² #: number of;

³ Raw data were downloaded from the NCBI SRA (<http://www.ncbi.nlm.nih.gov/sra/>) database.

Supplementary Notes

Supplementary Note 1

mRNA-seq experiments and analysis For each single experiment, 0.1 gram tissue was harvested in liquid nitrogen. Total RNA was extracted using RNeasy Plant Mini Kit (Qiagen, Germany) according to manufacturer and 2 μ g total RNA was used to produce libraries using TruSeq Stranded Total RNA LT Sample Prep Kit (Illumina, USA). Pooled libraries were submitted to a NextSeq-550 sequencing platform (Illumina, USA) for sequencing. Two or three biological replicates were generated for each sample (**Supplementary Fig. 5a**). FASTQ files were demultiplexed from BCL files using the ‘bcl2fastq’ command.

mRNA-seq reads were mapped to *A. thaliana* reference genome (TAIR10) using STAR (version 020201)¹⁹. Expression levels (in terms of FPKM, fragments per kilobase of transcript per million mapped reads) of all annotated protein-coding genes were estimated by RSEM (version 1.2.22)²⁰. FPKM (fragments per kilobase of transcript per million mapped reads) values as defined by RSEM were added a pseudo-value of 1e-6 (to avoid zeros) and then log2-transformed. A gene was considered as expressed only its estimated FPKM > 0.1 at least one sample. Reproducibility of RNA-seq experiments was evaluated by a Spearman’s correlation analysis (**Supplementary Fig. 5b**) and a principal component analysis (PCA; **Supplementary Fig. 5c**). Differentially expressed genes across the four developmental stages were identified by analysis of variance (ANOVA) based on FPKM values. Resulting p-values were adjusted for multiple comparisons by false discovery rate (FDR)²¹. Genes were considered as differentially expressed if they showed at least two-fold changes with FDR < 0.05 (**Supplementary Data 4**). The differentially expressed genes were further compared with those detected by the microarray experiment (**Supplementary Fig. 5d**).

miRNA-seq experiments and analysis Totally RNA was extracted from 0.1g inflorescences at different developmental stages, respectively with the miRNeasy Mini kit (Qiagen) for later miRNA purification. Small RNA libraries were constructed using the TruSeq Small RNA kit (Illumina) per the manufacturer’s instructions. Three biological replicates each sample were used for sequencing.

miRNA-seq reads were firstly subjected to quality and adapter trimming using the Trim

Galore tool (<https://github.com/FelixKrueger/TrimGalore>) with parameters “-length 17 -phred33”. Clean reads were mapped to *A. thaliana* genome using the STAR algorithm with the following parameters: “-outSAMunmapped Within -outSAMtype BAM SortedByCoordinate-quantMode GeneCounts -outFilterMultimapNmax 10 -outFilterMismatchNoverLmax 0.03 -outFilterScoreMinOverLread 0 -outFilterMatchNminOverLread 0 -outFilterMatchNmin 16 -alignSJDBoverhangMin 1000 -alignIntronMax 1 -genomeLoad NoSharedMemory”. miRNAs were quantified in RPM (reads per million mapped reads) values based on the count number from STAR output.

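The setting of at most 10 alignments keeps a read that maps to several places in the alignment, while STAR's gene counts take only reads with 1 place. Of the 325 miRNA genes, 147 have a mature sequence that is found elsewhere in TAIR10.1, so that reads of exactly that sequence count for none of its loci. The 39 end-dependent loci include *MIR319a* and *MIR319b*, *MIR159a* and *MIR159b*, *MIR396a* and *MIR396b*, *MIR164a*, *MIR167a*, *MIR827* and *MIR781b*. The mature sequences of *MIR396a* (TTCCACAGCTTTCTTGAACTG) and *MIR396b* (TTCCACAGCTTTCTTGAACTT) are close to each other, and a read that lacks the last base of either maps to both loci. For *MIR319a*, *MIR319b*, *MIR167a* and *MIR164a* the whole mature sequence is shared with another locus, and with the next base added it is found at 1 place. Places were found by exact match, and how STAR aligned reads with such an end base was not tested. Reads from other parts of these loci can map to 1 place too, and the positions of reads are not analysed here. The versions of Trim Galore and STAR used for the miRNA-seq reads are not given in the sources used here. The deposited names were matched to TAIR10.1, the version of the genome used for coordinates here, 177 by the miRBase identifier and 148 by the name alone.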

Prediction of miRNA target genes Target genes of miRNAs were predicted by the TargetFinder tool²², with a prediction score cut-off value set to 4.

Supplementary Note 2

ChIP-seq datasets and analysis We collected 106 ChIP-seq datasets for 15 flowering-related TFs from 16 studies (**Supplementary Data 1**). Based on initial assessment, the binding enrichment for SVP in two older ChIP-seq experiments²³ and for FLM- β and FLM- δ ¹³ was relatively low, and thus the corresponding datasets were removed from further analysis. Besides, ChIP-seq experiments that were performed in specific mutants^{12,17} were also removed. In this manner, the final ChIP-seq datasets used in the study include 85 datasets (49 for ChIP and 36 for input control) for 15 floral TFs (**Supplementary Data 1**) can be assigned to five representative developmental stages of mixed tissues (**Supplementary Table 1**; **Fig. 1a**). The raw FASTQ files for these ChIP-seq experiments were downloaded from the NCBI Sequence Read Archive (SRA; accession IDs are listed in **Supplementary Data 1**).

We followed the ChIP-seq data analysis guidelines^{24,25} recommended by the ENCODE project and have developed an analysis pipeline¹ consisting of quality control, read mapping, peak calling, assessment of reproducibility among biological replicates, and peak annotation to pre-process all raw data in a standardized and uniform manner. Specifically, the quality of the raw data (FASTQ files) was evaluated by FastQC (<http://www.bioinformatics.babraham.ac.uk/projects/fastqc/>). Reads were then mapped to the *A. thaliana* genome (TAIR10) using Bowtie (version 1.1.2)²⁶ with parameters “-threads 8 -n 2 -m 3 -k 1 -best -chunkmbs 256 -q”. Redundant reads were removed using Picard tools (v2.60; <http://broadinstitute>).

github.io/picard/). Peak calling was performed using MACS2 (version 2.1.0)²⁷. Duplicated reads were not considered (`-keep-dup=1`) during peak calling in order to achieve a better specificity²⁵. The “`-mfold`” parameter was set as “2-20” to build the model. The parameter ‘`-call-summits`’ was used in peak calling. A relaxed threshold of p-value ($p\text{-value} < 1e-2$) was suggested in order to enable the correct computation of IDR (irreproducible discovery rate) values²⁴. Following the recommendations for the analysis of self-consistency and reproducibility between replicates (<https://sites.google.com/site/anshulkundaje/projects/idr>)²⁸, control samples were combined into one single control among the replicated experiments. Peaks across replicates with an $IDR < 0.05$ were retained. For visualization purpose, wiggle tracks (using pooled data across biological replicates) were generated by DeepTools²⁹ with the command “bamCoverage”; read coverage was normalized as RPKM (Reads Per Kilobase per Million reads). ChIP-seq tracks were visualized in the WashU Epigenome Browser³⁰.

To define target genes, annotated protein-coding genes were obtained from TAIR10 (<http://www.arabidopsis.org/>) and miRNA genes from miRBase Release 21 (<http://www.mirbase.org/>)³¹. For each TF, target genes were assigned when their transcription start sites (TSSs) are positioned within 3 kb from the peak regions. If multiple peaks can be assigned to a same gene, only the closest peak was considered as its putative binding site. For miRNA genes, the 5’end of their precursors (pre-miRNAs) were considered as the start.

To perform a quantitative analysis of SEP3 binding and target gene expression across flower developmental stages (**Fig. 4b**), SEP3 binding intensity was quantified as normalized peak scores as described in ref.³².

Annotation of transcription factors To annotate Arabidopsis TFs a comprehensive and unbiased manner, an extensive list of TFs was compiled by combining all TFs predicted in the databases of PlantTFDB³³, PlnTFDB³⁴, DBD³⁵ and ref.³⁶. In total 2348 TFs were included in the analysis.

Supplementary References

1. Chen, D. & Kaufmann, K. in *Methods in molecular biology (Clifton, NJ)* 239–269 (Humana Press, New York, NY, 2017). ISBN: 978-1-4939-7124-4. doi:10.1007/978-1-4939-7125-1_16. <http://link.springer.com/10.1007/978-1-4939-7125-1_{_}16>.
2. John, S. *et al.* *Chromatin accessibility pre-determines glucocorticoid receptor binding patterns* 2011. doi:10.1038/ng.759.
3. Morton, T. *et al.* Paired-end analysis of transcription start sites in Arabidopsis reveals plant-specific promoter signatures. *The Plant cell* **26**, 2746–60. ISSN: 1532-298X (2014).
4. Pajoro, A. *et al.* Dynamics of chromatin accessibility and gene regulation by MADS-domain transcription factors in flower development. *Genome Biology* **15**, R41. ISSN: 1474760X (2014).
5. ÓMaoiléidigh, D. S. *et al.* Control of Reproductive Floral Organ Identity Specification in Arabidopsis by the C Function Regulator AGAMOUS. *Plant Cell* **25**, 2482–2503. ISSN: 1040-4651 (2013).
6. Kaufmann, K., Pajoro, A. & Angenent, G. C. *Regulation of transcription in plants: Mechanisms controlling developmental switches* 2010. doi:10.1038/nrg2885. arXiv:arXiv:1507.02142v2.
7. Yant, L. *et al.* Orchestration of the Floral Transition and Floral Development in Arabidopsis by the Bifunctional Transcription Factor APETALA2. *Plant Cell* **22**, 2156–2170. ISSN: 1040-4651 (2010).
8. Wuest, S. E. *et al.* Molecular basis for the specification of floral organs by APETALA3 and PISTILLATA. *Proceedings of the National Academy of Sciences* **109**, 13452–13457. ISSN: 0027-8424 (2012).
9. Bencivenga, S., Serrano-Mislata, A., Bush, M., Fox, S. & Sablowski, R. Control of Oriented Tissue Growth through Repression of Organ Boundary Genes Promotes Stem Morphogenesis. *Developmental Cell* **39**, 198–208. ISSN: 18781551 (2016).
10. Simonini, S., Bencivenga, S., Trick, M. & Østergaard, L. Auxin-Induced Modulation of ETTIN Activity Orchestrates Gene Expression in Arabidopsis. *The Plant cell* **29**, 1864–1882. ISSN: 1532-298X (2017).

11. Deng, W. *et al.* FLOWERING LOCUS C (FLC) regulates development pathways throughout the life cycle of Arabidopsis. *Proceedings of the National Academy of Sciences* **108**, 6680–6685. ISSN: 0027-8424 (2011).
12. Mateos, J. L. *et al.* Combinatorial activities of SHORT VEGETATIVE PHASE and FLOWERING LOCUS C define distinct modes of flowering regulation in Arabidopsis. *Genome Biology* **16**, 31. ISSN: 1474760X (2015).
13. Posé, D. *et al.* Temperature-dependent regulation of flowering by antagonistic FLM variants. *Nature* **503**, 414–417. ISSN: 00280836 (2013).
14. Schiessl, K., Muino, J. M. & Sablowski, R. Arabidopsis JAGGED links floral organ patterning to tissue growth by repressing Kip-related cell cycle inhibitors. *Proceedings of the National Academy of Sciences* **111**, 2830–2835. ISSN: 0027-8424 (2014).
15. Moyroud, E. *et al.* Prediction of regulatory interactions from genome sequences using a biophysical model for the Arabidopsis LEAFY transcription factor. *The Plant cell* **23**, 1293–306. ISSN: 1532-298X (2011).
16. Serrano-Mislata, A. *et al.* DELLA genes restrict inflorescence meristem function independently of plant height. *Nature Plants* **3**, 749–754. ISSN: 20550278 (2017).
17. Kaufmann, K. *et al.* Target genes of the MADS transcription factor sepallata3: Integration of developmental and hormonal pathways in the arabidopsis flower. *PLoS Biology* **7**, 0854–0875. ISSN: 15449173 (2009).
18. Immink, R. G. H. *et al.* Characterization of SOC1’s Central Role in Flowering by the Identification of Its Upstream and Downstream Regulators. *Plant Physiology* **160**, 433–449. ISSN: 0032-0889 (2012).
19. Dobin, A. *et al.* STAR: Ultrafast universal RNA-seq aligner. *Bioinformatics* **29**, 15–21. ISSN: 13674803 (2013).
20. Li, B. & Dewey, C. N. RSEM: Accurate transcript quantification from RNA-Seq data with or without a reference genome. *BMC Bioinformatics* **12**, 323. ISSN: 1471-2105 (2011).
21. Benjamini, Y. & Hochberg, Y. Controlling the false discovery rate: a practical and powerful approach to multiple testing. *Journal of the Royal Statistical Society B* **57**, 289–300. ISSN: 00359246 (1995).

22. Fahlgren, N. & Carrington, J. C. miRNA Target Prediction in Plants. *Methods in Molecular Biology (Clifton, N.J.)* **592**, 51–57. ISSN: 1940-6029 (2010).
23. Gregis, V. *et al.* Identification of pathways directly regulated by SHORT VEGETATIVE PHASE during vegetative and reproductive development in Arabidopsis. *Genome Biology* **14**, R56. ISSN: 1474-760X (2013).
24. Landt, S. G. *et al.* *ChIP-seq guidelines and practices of the ENCODE and modENCODE consortia* 2012. doi:10.1101/gr.136184.111.
25. Bailey, T. *et al.* Practical Guidelines for the Comprehensive Analysis of ChIP-seq Data. *PLoS Computational Biology* **9**. ISSN: 1553734X. doi:10.1371/journal.pcbi.1003326 (2013).
26. Langmead, B., Trapnell, C., Pop, M. & Salzberg, S. L. Ultrafast and memory-efficient alignment of short DNA sequences to the human genome. *Genome Biology* **10**, R25. ISSN: 1465-6906 (2009).
27. Zhang, Y. *et al.* Model-based Analysis of ChIP-Seq (MACS). *Genome Biology* **9**, R137. ISSN: 1465-6906 (2008).
28. Li, Q., Brown, J. B., Huang, H. & Bickel, P. J. Measuring reproducibility of high-throughput experiments. *Annals of Applied Statistics* **5**, 1752–1779. ISSN: 19326157 (2011).
29. Ramírez, F., Dündar, F., Diehl, S., Grüning, B. A. & Manke, T. DeepTools: A flexible platform for exploring deep-sequencing data. *Nucleic Acids Research* **42**. ISSN: 13624962. doi:10.1093/nar/gku365 (2014).
30. Zhou, X. *et al.* *The human epigenome browser at Washington University* 2011. doi:10.1038/nmeth.1772. arXiv:NIHMS150003. <<http://www.nature.com/doifinder/10.1038/nmeth.1772>>.
31. Griffiths-Jones, S., Saini, H. K., Van Dongen, S. & Enright, A. J. miRBase: Tools for microRNA genomics. *Nucleic Acids Research* **36**. ISSN: 03051048. doi:10.1093/nar/gkm952 (2008).
32. Bardet, A. F., He, Q., Zeitlinger, J. & Stark, A. A computational pipeline for comparative ChIP-seq analyses. *Nature Protocols* **7**, 45–61. ISSN: 1754-2189 (2011).
33. Guo, A. Y. *et al.* PlantTFDB: A comprehensive plant transcription factor database. *Nucleic Acids Research* **36**. ISSN: 03051048. doi:10.1093/nar/gkm841 (2008).

34. Pérez-Rodríguez, P. *et al.* PlnTFDB: Updated content and new features of the plant transcription factor database. *Nucleic Acids Research* **38**. ISSN: 03051048. doi:10.1093/nar/gkp805 (2009).
35. Wilson, D., Charoensawan, V., Kummerfeld, S. K. & Teichmann, S. A. DBD - Taxonomically broad transcription factor predictions: New content and functionality. *Nucleic Acids Research* **36**. ISSN: 03051048. doi:10.1093/nar/gkm964 (2008).
36. Pruneda-Paz, J. L. *et al.* A Genome-Scale Resource for the Functional Characterization of Arabidopsis Transcription Factors. *Cell Reports* **8**, 622–632. ISSN: 22111247 (2014).

# Supplementary material for: Architecture of gene regulatory networks controlling flower development in Arabidopsis thaliana
**Source:** Nat Commun. 2018 Oct 31;9:4534. doi: 10.1038/s41467-018-06772-3

Supplementary Data 6: Examples of predicted AP1- or SEP3-regulated feed-forward loops (FFLs).

Developmentally dynamic FFLs were predicted based on the criteria as described below. Generally, the dynamic regulation of the common target gene could be due to either the expression change of its miRNA regulator(s) or the binding change of its upstream master regulator(s).

The barcharts summerize the number of developmentally dynamic FFLs, by 1) dynamic regulation via miRNAs (MIR), or 2) dynamic regulation in TF binding sites (BS).

The remaining plots for the list of potential AP1- or SEP3-regulated FFLs (n = 135): the left panel showing the regulatory relationship of the corresponding FFL, either in a coherent or an incoherent manner; the middle panel showing the dynamic change of miRNA expression or its TF binding across the three timepoints (i.e., stages 2, 4, and 8); the right panel showing the change for the TF target gene. 

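Of the other miRNA genes in these plots, *MIR858a* (AT1G71002, chromosome 1 of TAIR10.1 from 26773539 to 26773725), whose miRNA targets MYB genes of flavonoid synthesis, had 17.9 ± 3.405 RPM (SD, n = 3) on day 2, 19.7 ± 1.21 RPM (SD, n = 2) on day 4 and 39.2 ± 1.30 RPM (SD, n = 3) on day 8. It rose by 1.11 on the log2 scale between day 2 and day 8 (SE 0.24, adjusted p = 0.00091 from limma). Between day 4 and day 8, within 1 run, it rose by 0.96 (SE 0.27, adjusted p = 0.015), a call that is lost without day 4 replicate 1 (1.02, adjusted p = 0.070), day 4 replicate 2 (0.90), day 8 replicate 2 (0.94) and with the authors' quantile-normalized values (0.74). *MIR171a*, an end-dependent locus whose miRNA targets *SCL* genes, had 0.702 ± 0.70004 RPM (SD, n = 3) on day 2, 2.25 ± 0.134 RPM (SD, n = 2) on day 4 and 3.06 ± 0.655 RPM (SD, n = 3) on day 8, most of which lie near the RPM of 3 reads in a single library. *MIR847* had 0.712 ± 0.7003 RPM (SD, n = 3) on day 2 and 0.287 ± 0.497 RPM (SD, n = 3) on day 8 and was listed at 0 in both day 4 libraries. *MIR165a*, whose miRNA targets HD-ZIP III genes, had 115 ± 22.3 RPM (SD, n = 3), 105 ± 19.0 RPM (SD, n = 2) and 108 ± 13.6 RPM (SD, n = 3) on days 2, 4 and 8 and did not pass the test (adjusted p = 0.88 from limma over these stages). *MIR166a*, with the same targets, had 281 ± 46.3 RPM (SD, n = 3), 223 ± 26.5 RPM (SD, n = 2) and 198 ± 18.5 RPM (SD, n = 3) and did not pass it either (adjusted p = 0.071). In the comparison of day 8 with day 2 alone, across runs, *MIR166a* was called lower, which is not so with the authors' quantile-normalized values.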

Any significance in change is marked by a star (*). The significance thresholds are defined in the first FFL.

Note: threshold used in the analysis of developmentally changing FFLs:

- 1) expression change of miRNA genes by ANOVA: fold-change (FC) > 2 and p-value < 0.05
- 2) expression change of target TF genes by ANOVA: FC > 2 and adjusted p-value < 0.05
- 3) change of TF binding intensity for miRNA genes: FC > 1.5
- 4) change of TF binding intensity for target genes: FC > 1.5

Developmentally changing FFLs are summarized in the right barcharts

MIR: dynamic regulation by miRNAs
BS: dynamic regulation in TF binding sites

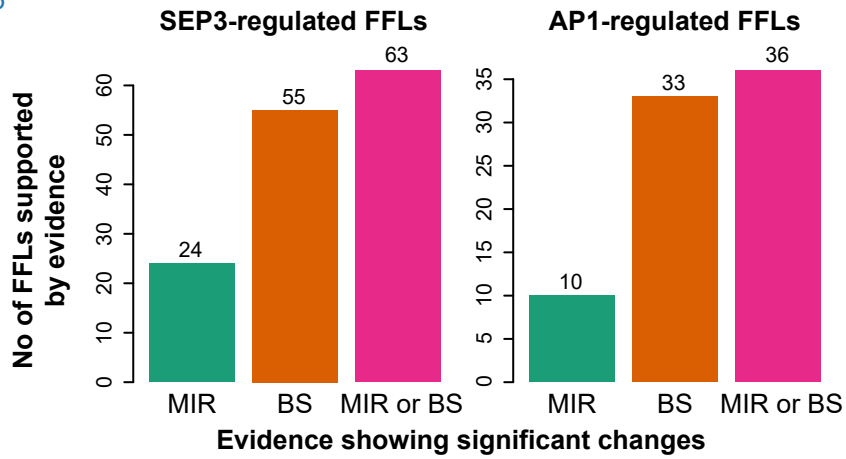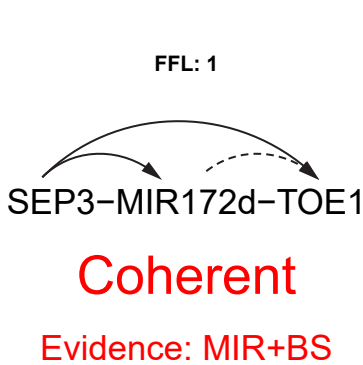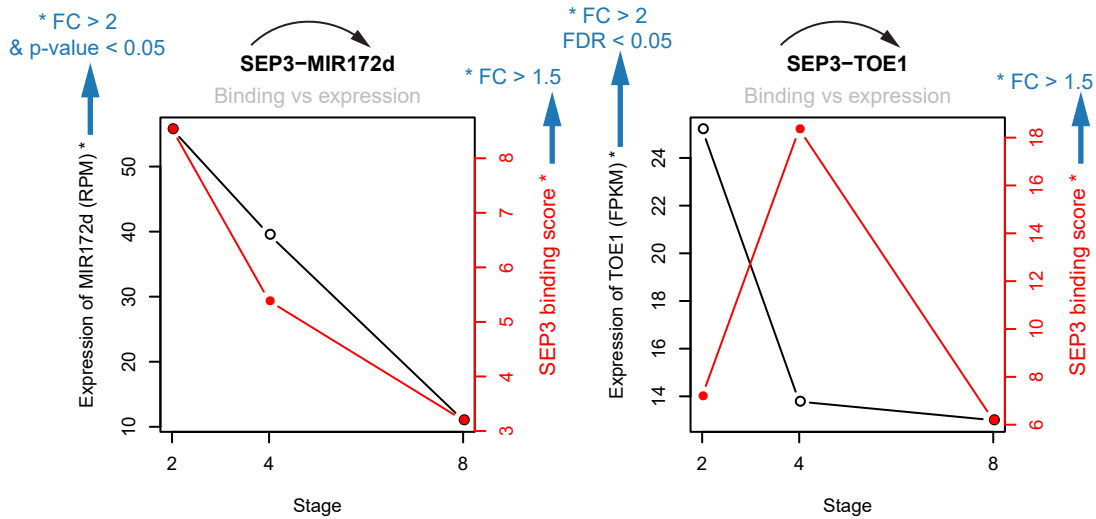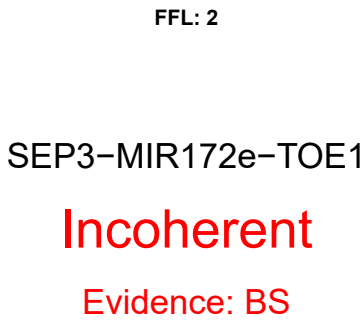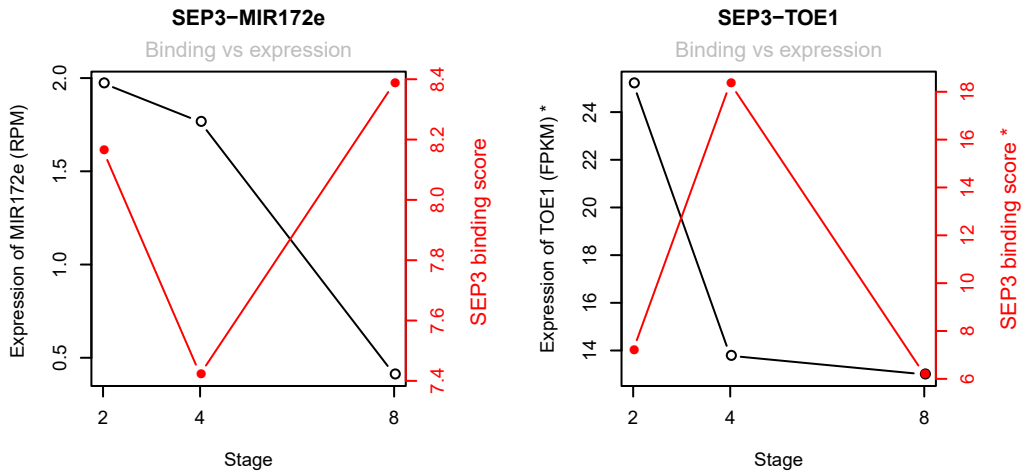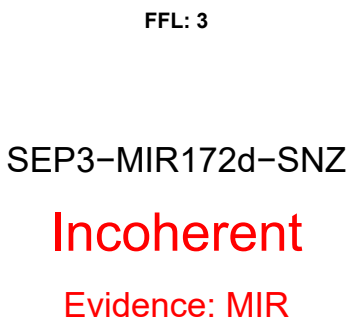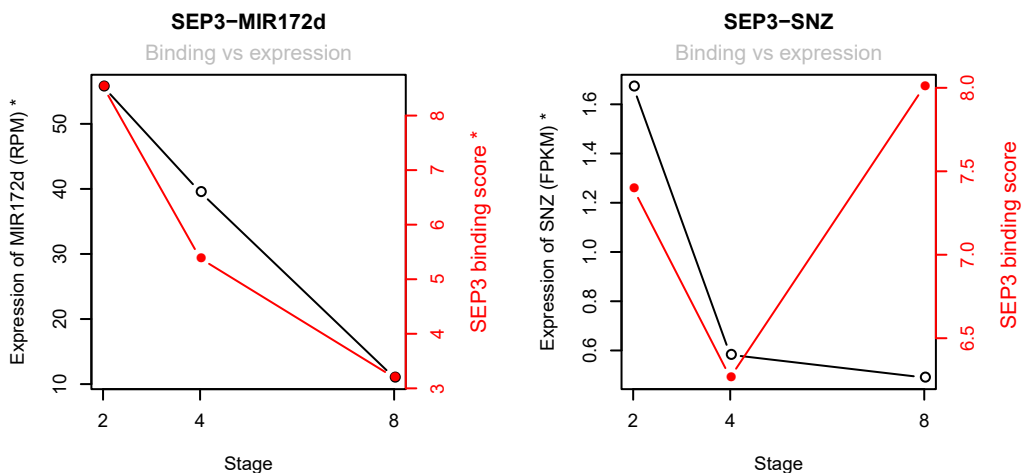

FFL: 4

SEP3-MIR172e-SNZ

Coherent

Evidence:

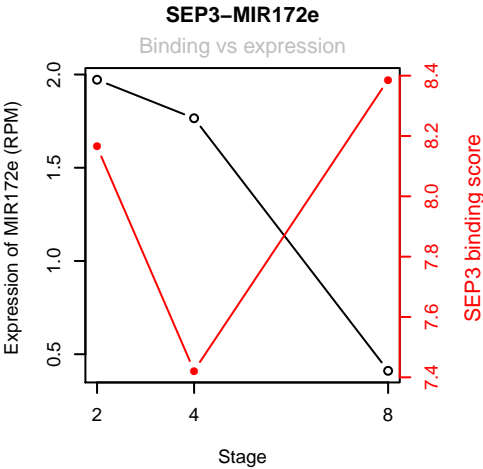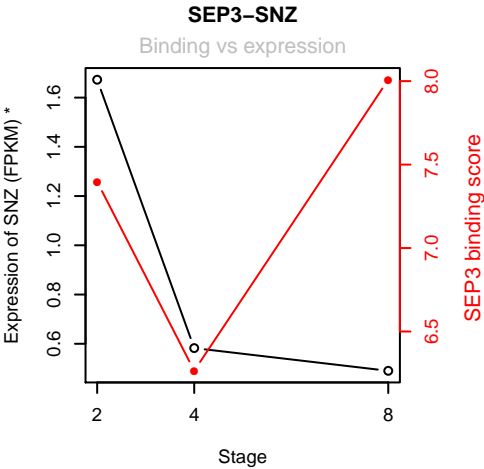

FFL: 5

SEP3-MIR172d-AP2

Coherent

Evidence: MIR+BS

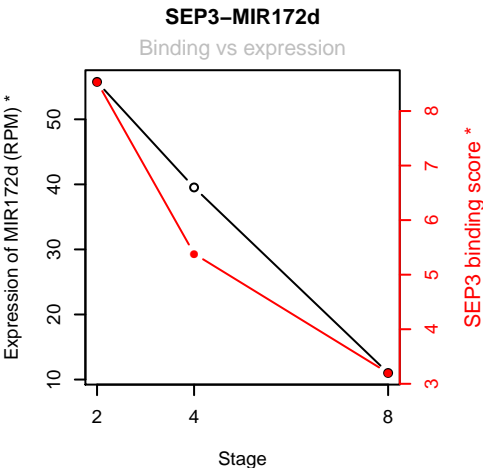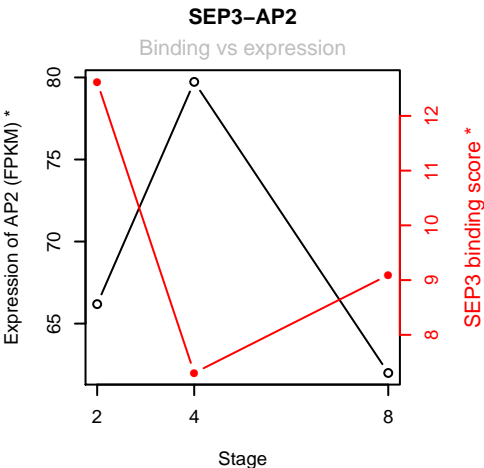

FFL: 6

SEP3-MIR172e-AP2

Incoherent

Evidence: BS

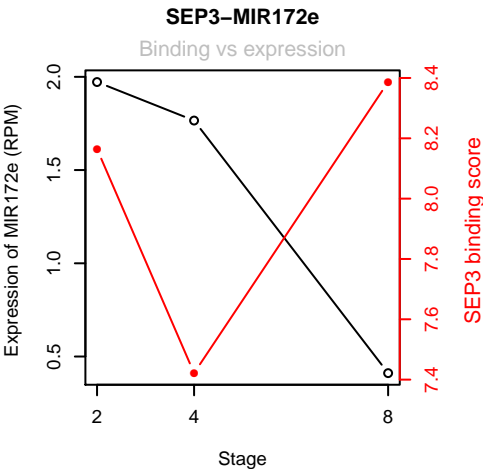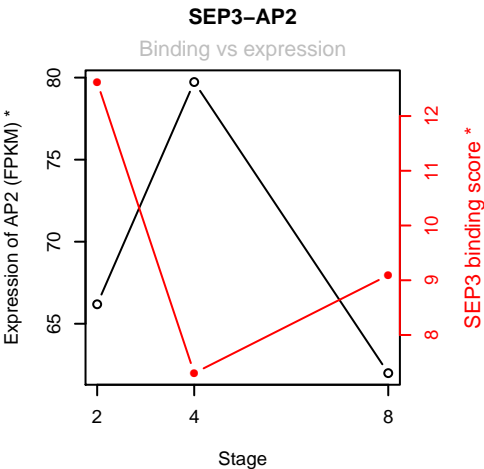

FFL: 7

SEP3-MIR172d-TOE3

Incoherent
Evidence: MIR+BS

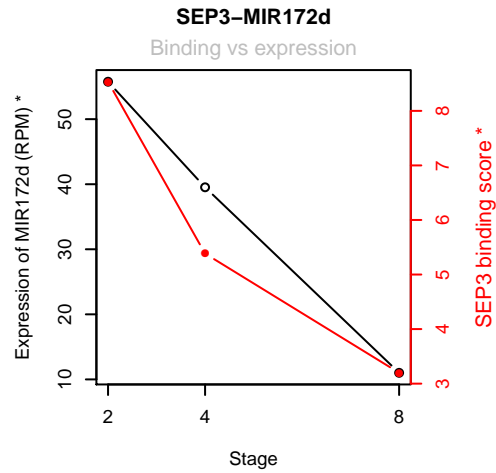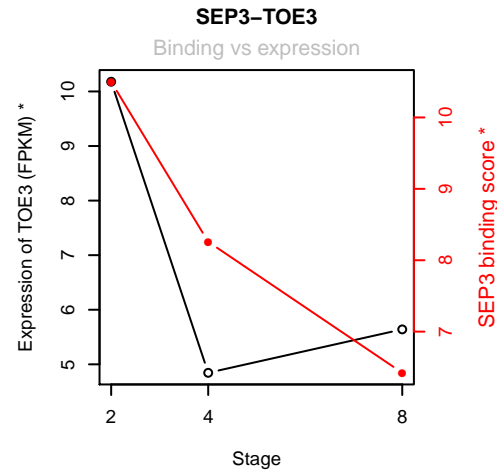

FFL: 8

SEP3-MIR172e-TOE3

Coherent
Evidence: BS

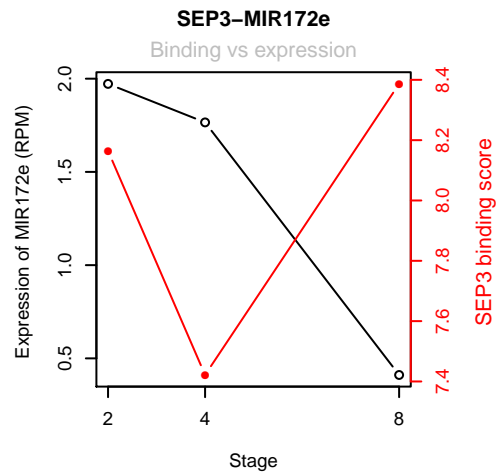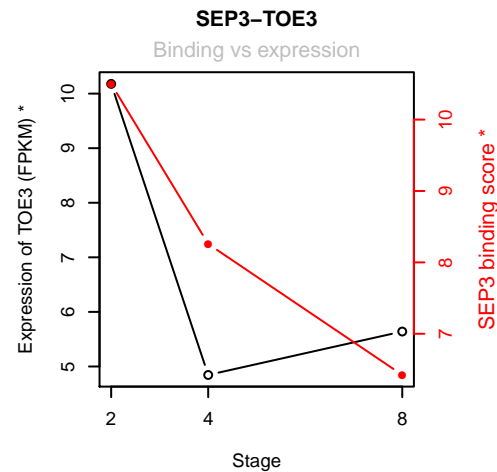

FFL: 9

SEP3-MIR160a-ARF10

Coherent
Evidence:

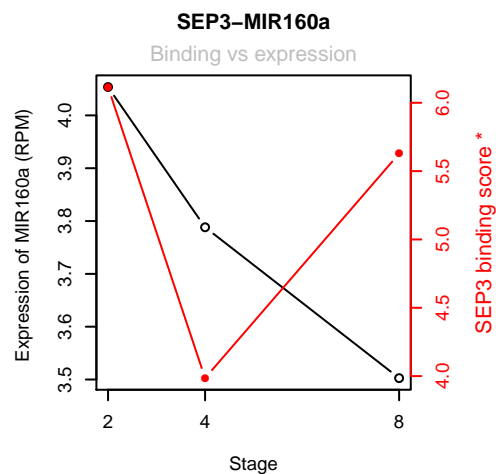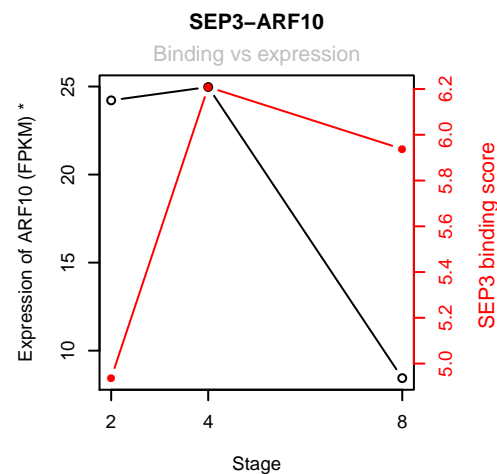

FFL: 10

SEP3-MIR167a-ATARF8

Incoherent
Evidence: MIR+BS

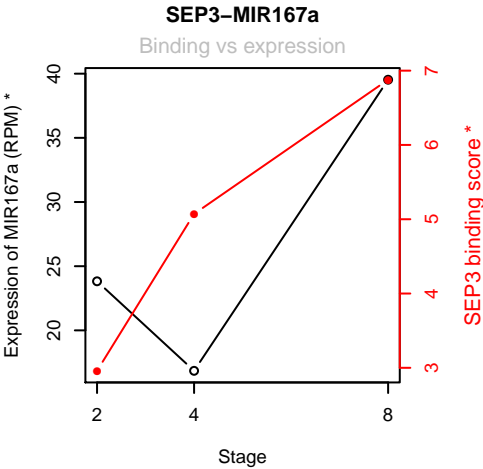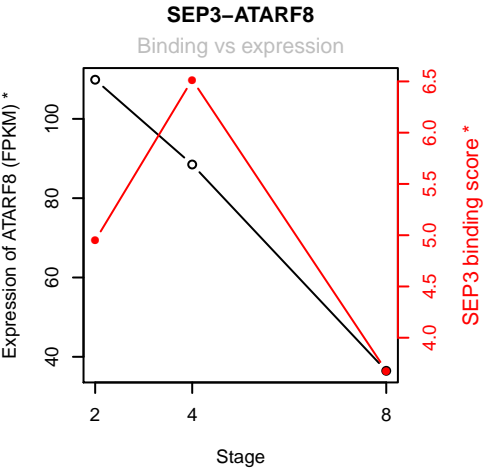

FFL: 11

SEP3-MIR167b-ATARF8

Incoherent
Evidence: BS

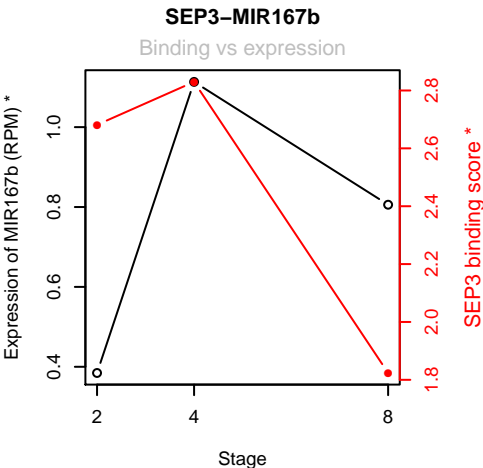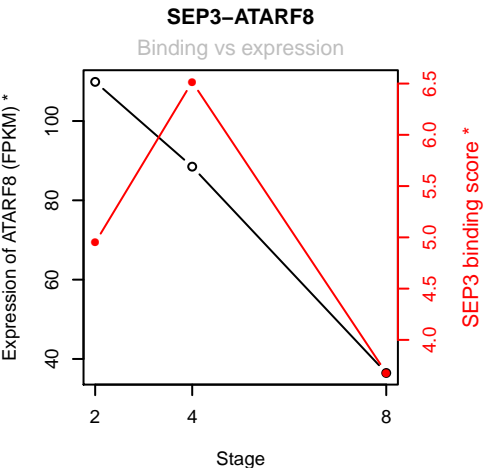

FFL: 12

SEP3-MIR847-EGL3

Coherent
Evidence: BS

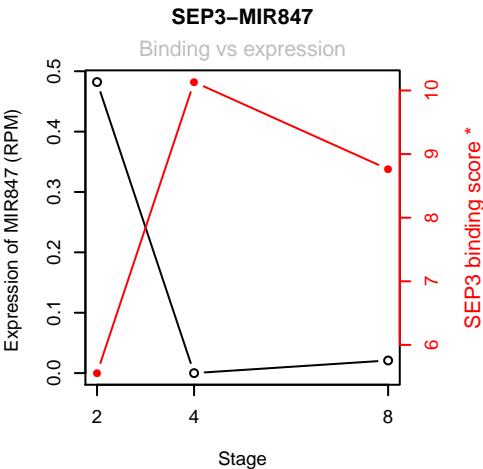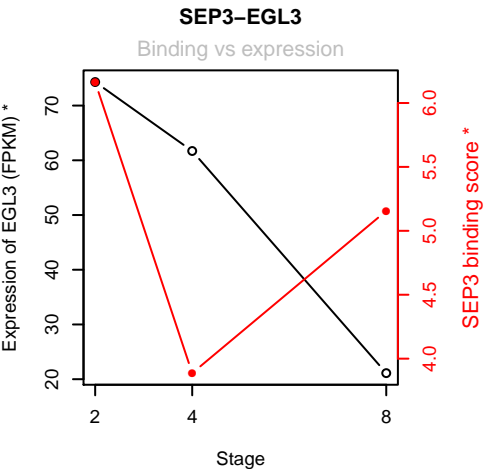

FFL: 13

SEP3-MIR172e-BZIP34

Incoherent

Evidence:

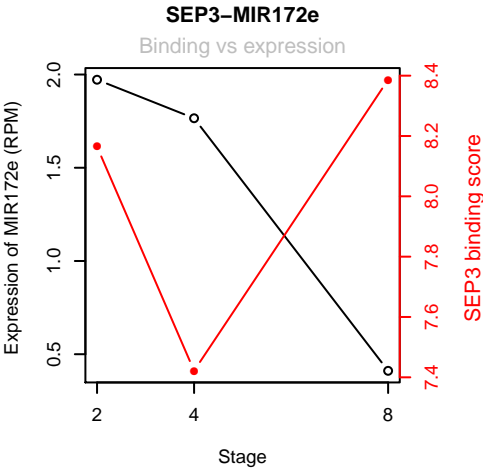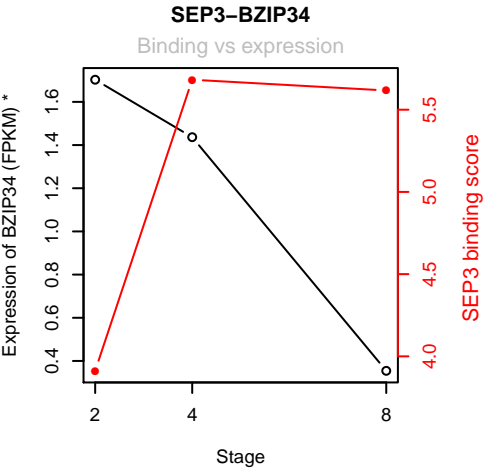

FFL: 14

SEP3-MIR847-COL1

Coherent

Evidence: BS

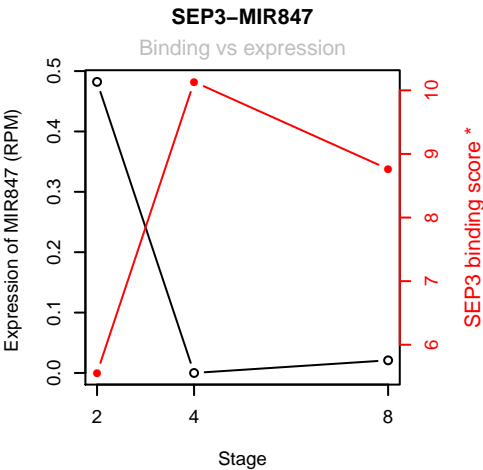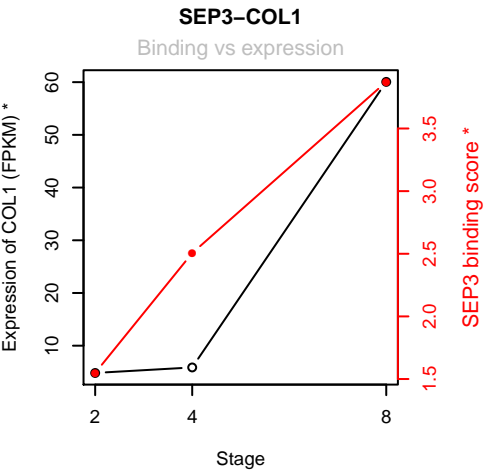

FFL: 15

SEP3-MIR169i-NF-YA10

Incoherent

Evidence: BS

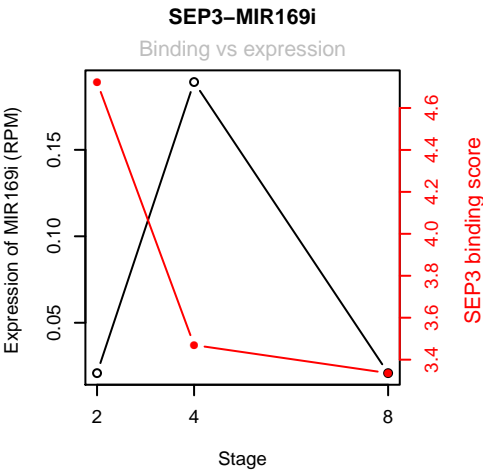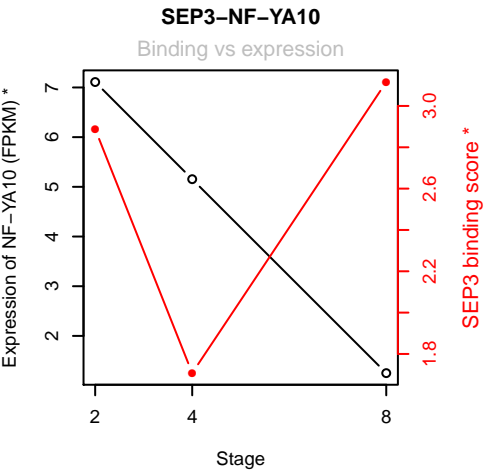

FFL: 16

SEP3-MIR170-SCL6-IV

Incoherent

Evidence: BS

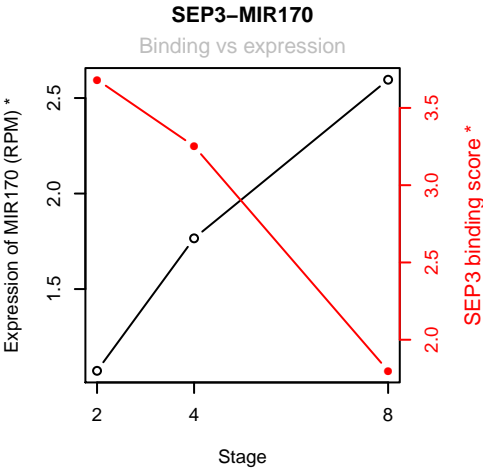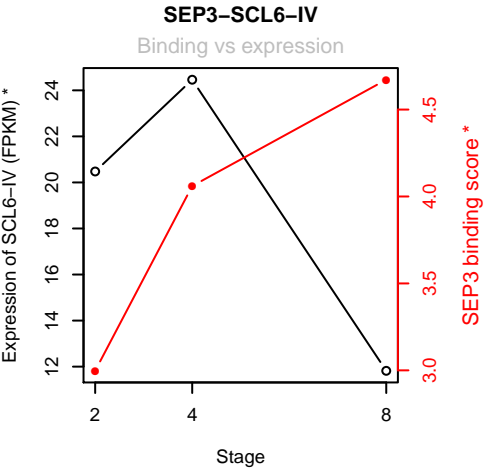

FFL: 17

SEP3-MIR171a-SCL6-IV

Incoherent

Evidence: MIR+BS

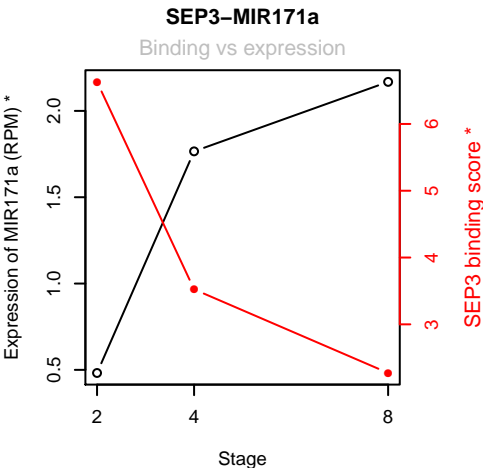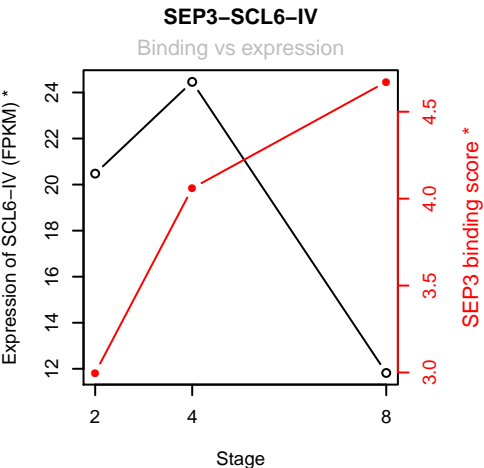

FFL: 18

SEP3-MIR171b-SCL6-IV

Incoherent

Evidence: BS

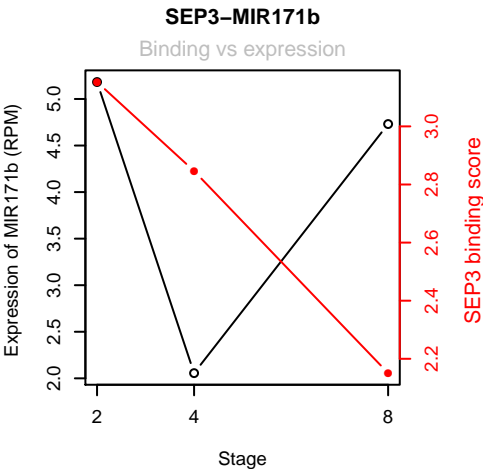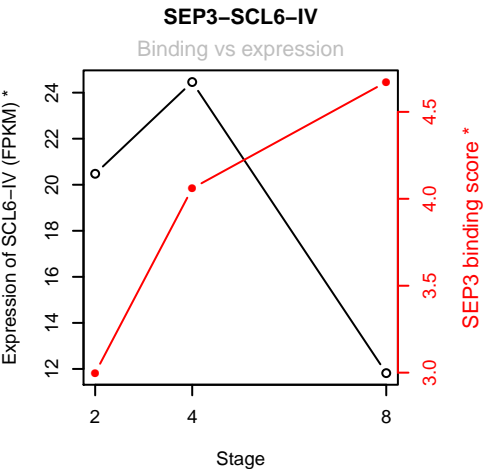

FFL: 19

SEP3-MIR396b-GRF9

Coherent
Evidence: MIR+BS

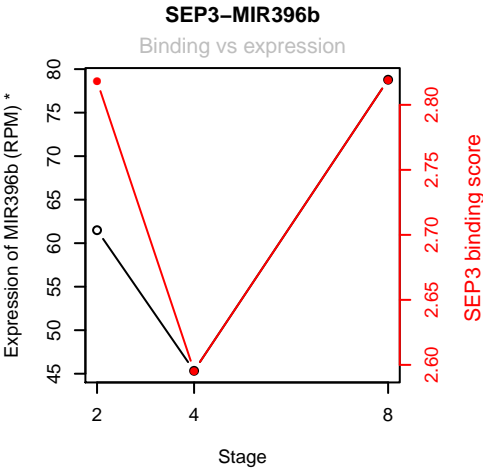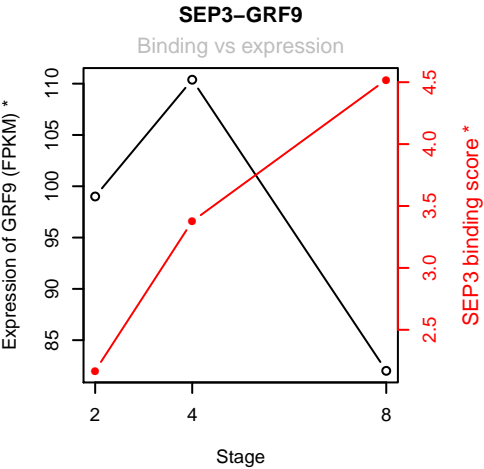

FFL: 20

SEP3-MIR396b-GRF4

Incoherent
Evidence: MIR+BS

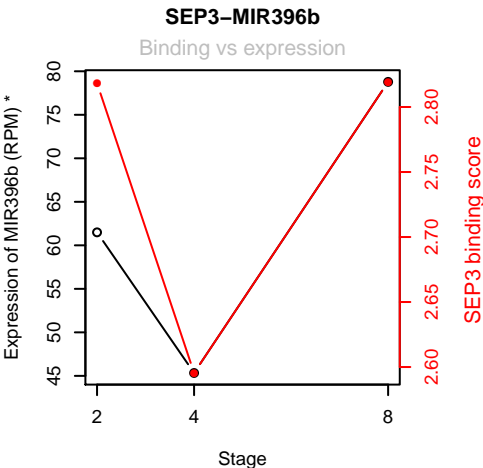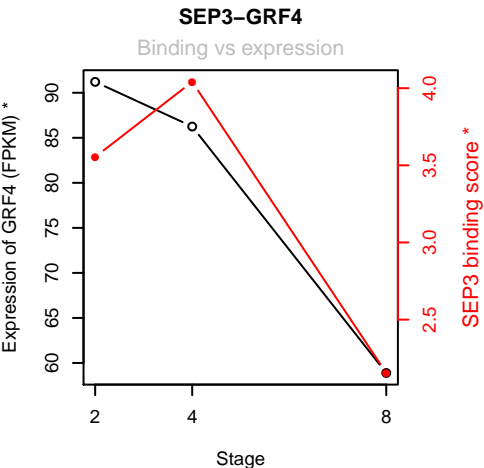

FFL: 21

SEP3-MIR396b-GRF8

Incoherent
Evidence: MIR+BS

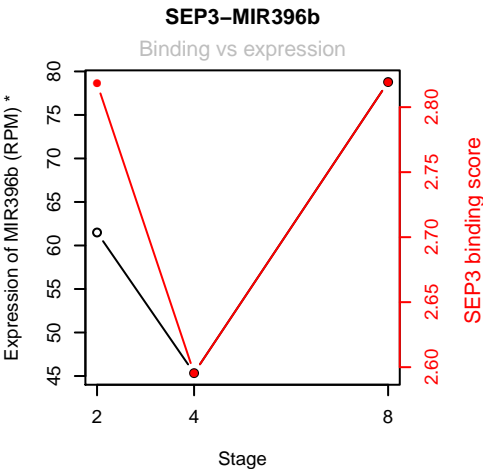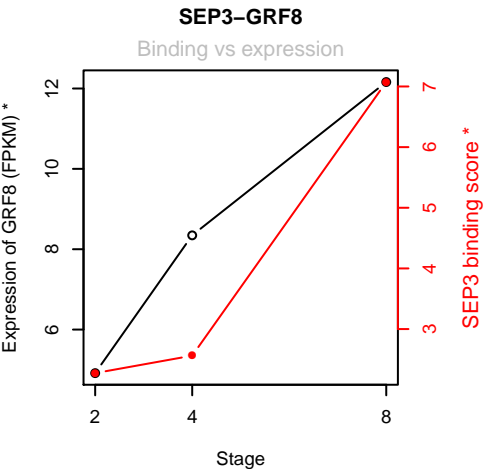

FFL: 22

SEP3–MIR396b–GRF7

Coherent
Evidence: MIR+BS

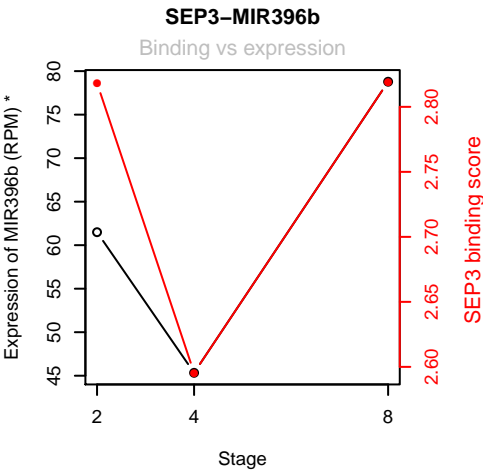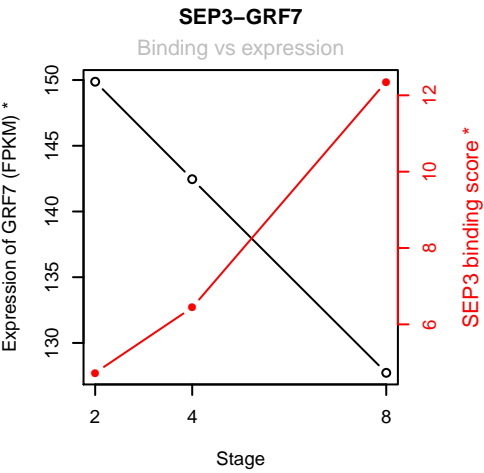

FFL: 23

SEP3–MIR165a–PHB–1D

Incoherent
Evidence:

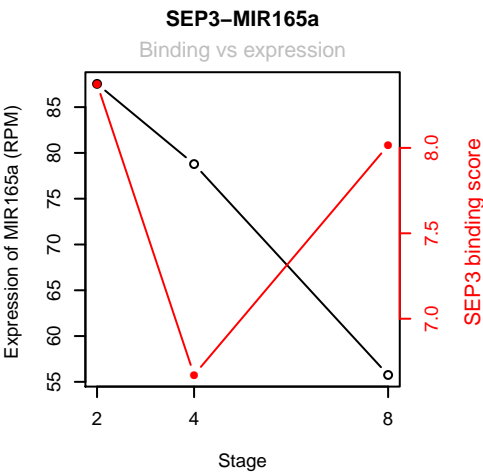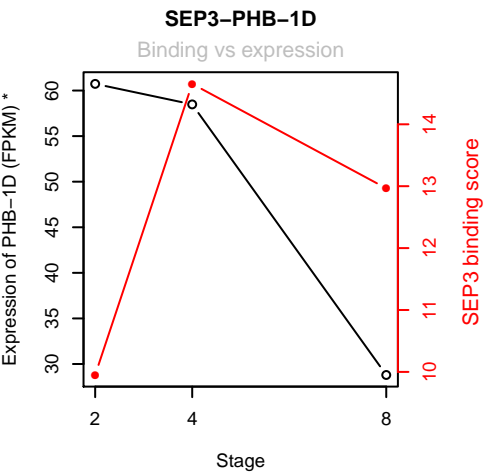

FFL: 24

SEP3–MIR166a–PHB–1D

Coherent
Evidence:

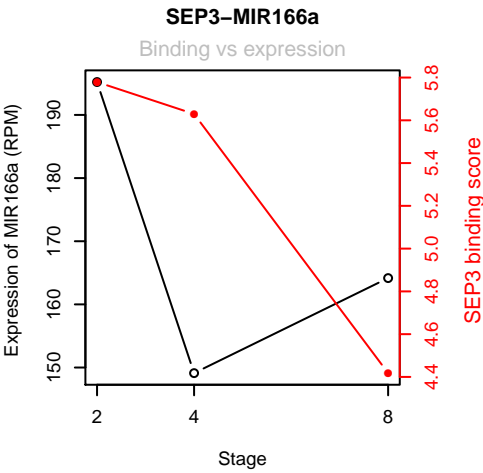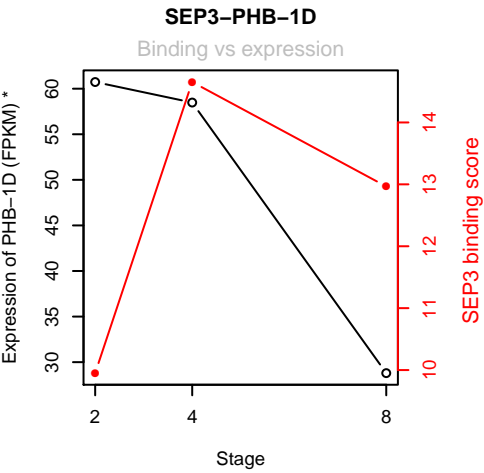

FFL: 25

SEP3-MIR166b-PHB-1D

Incoherent

Evidence:

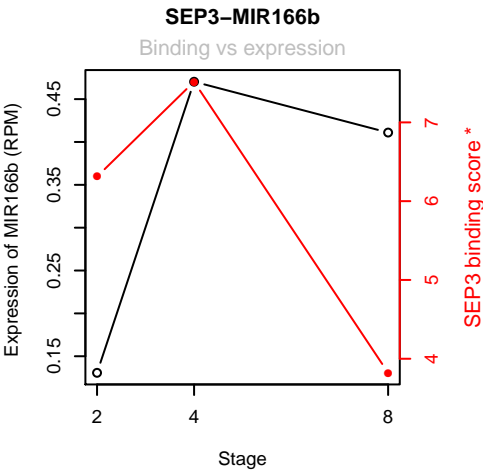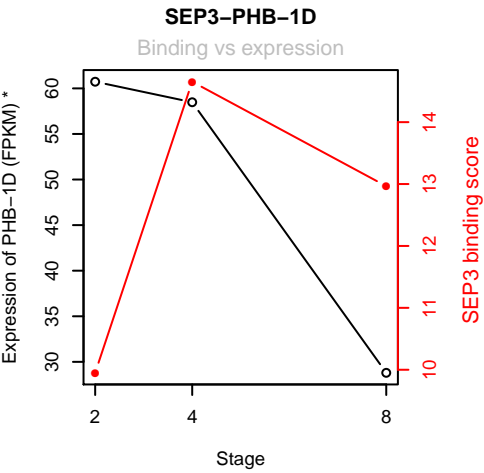

FFL: 26

SEP3-MIR166c-PHB-1D

Incoherent

Evidence:

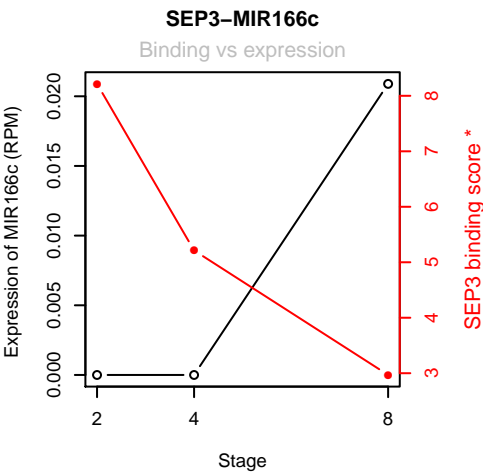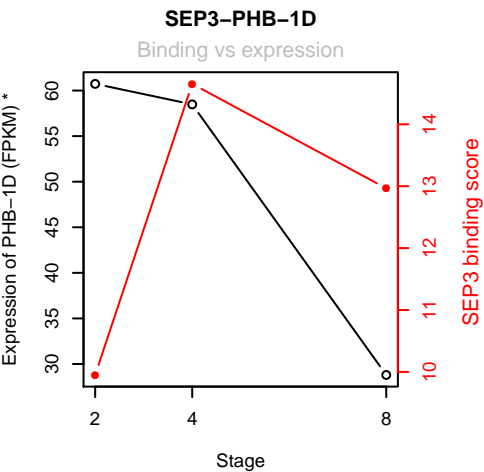

FFL: 27

SEP3-MIR165a-HB-8

Coherent

Evidence: BS

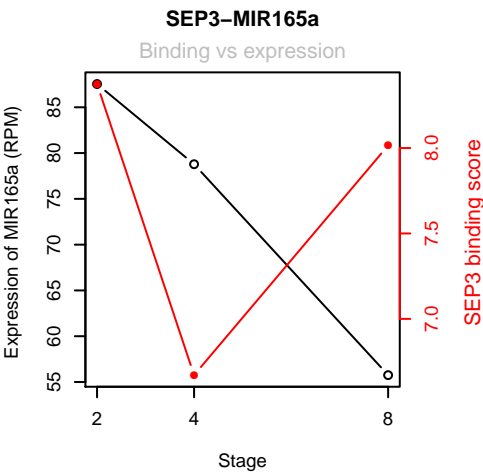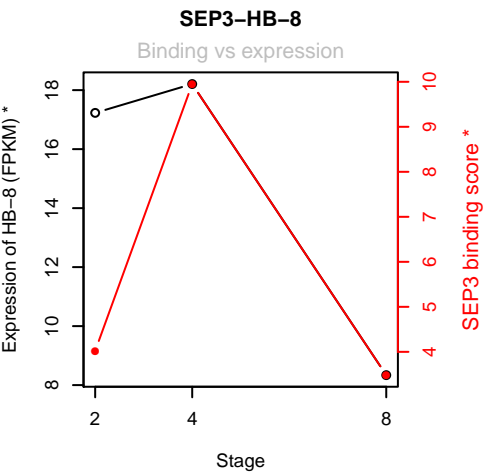

FFL: 28

SEP3-MIR166a-HB-8

Incoherent

Evidence: BS

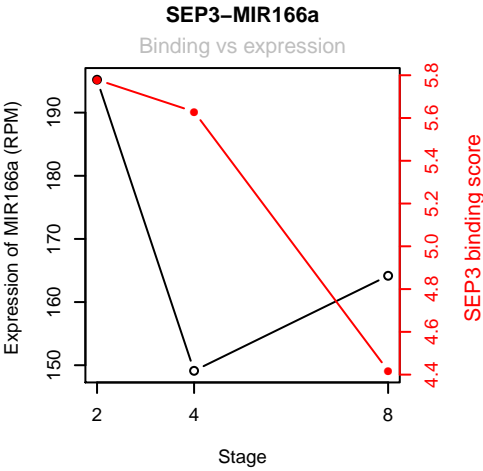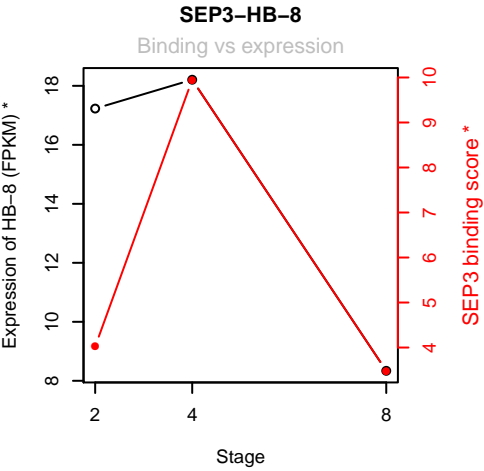

FFL: 29

SEP3-MIR166b-HB-8

Coherent

Evidence: BS

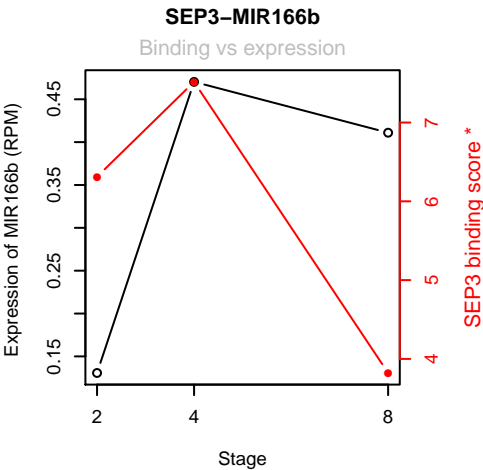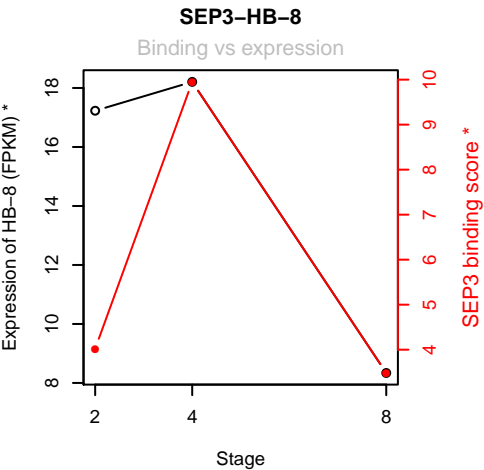

FFL: 30

SEP3-MIR166c-HB-8

Coherent

Evidence: BS

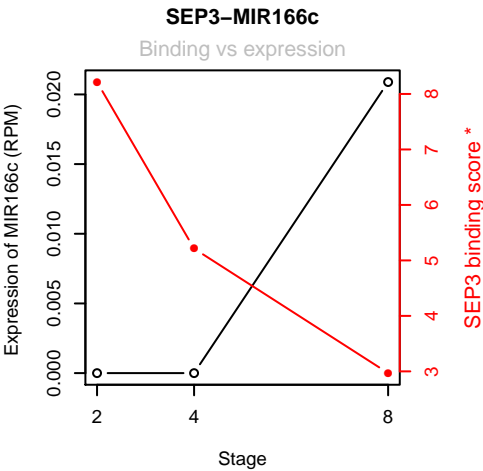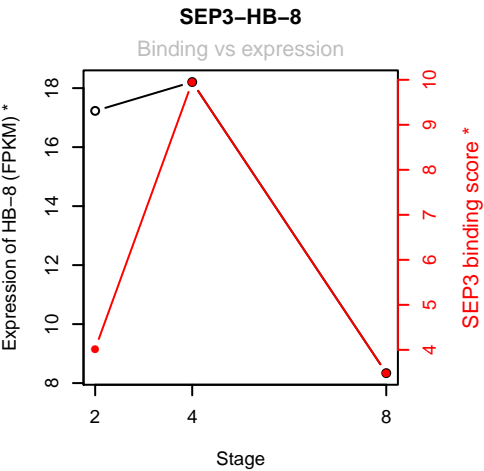

FFL: 31

SEP3–MIR159b–SHP1

Coherent

Evidence:

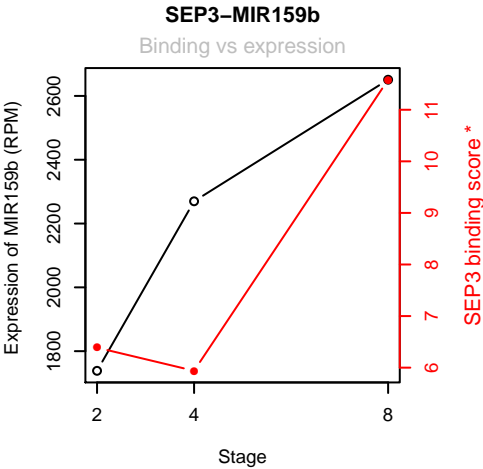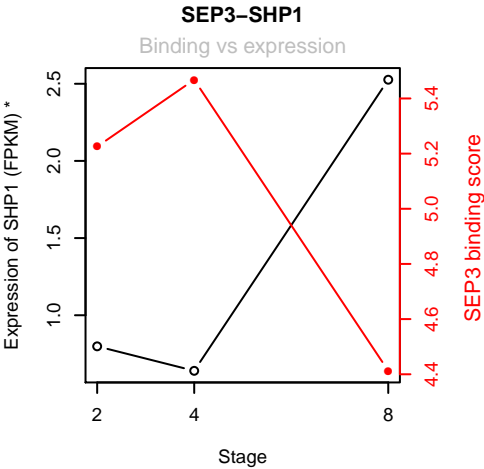

FFL: 32

SEP3–MIR858a–MYB13

Incoherent

Evidence: MIR

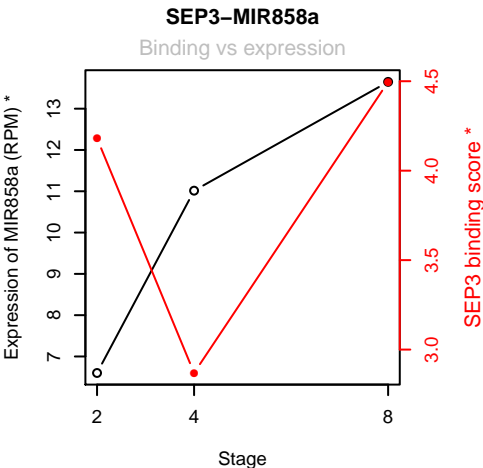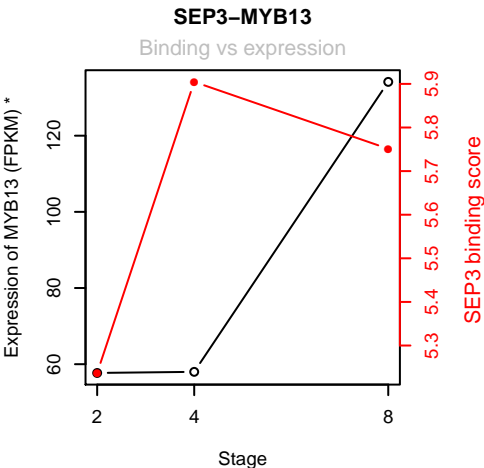

FFL: 33

SEP3–MIR858a–PFG2

Incoherent

Evidence: MIR

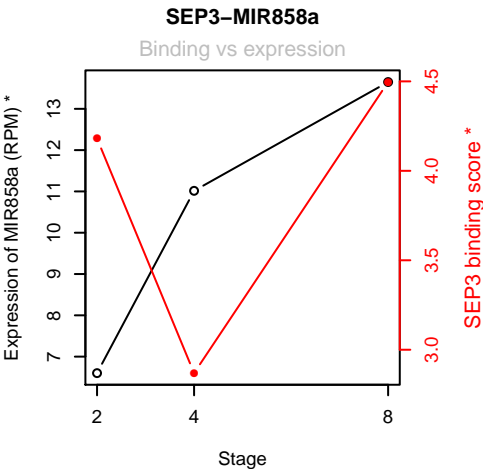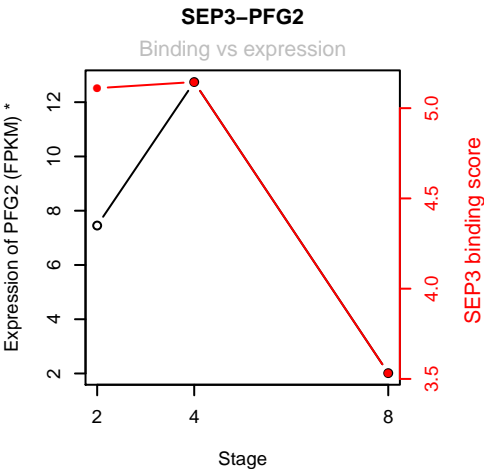

FFL: 34

SEP3-MIR164b-CUC1

Coherent
Evidence: MIR+BS

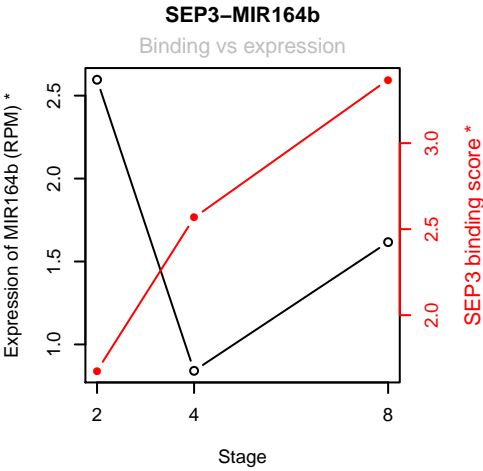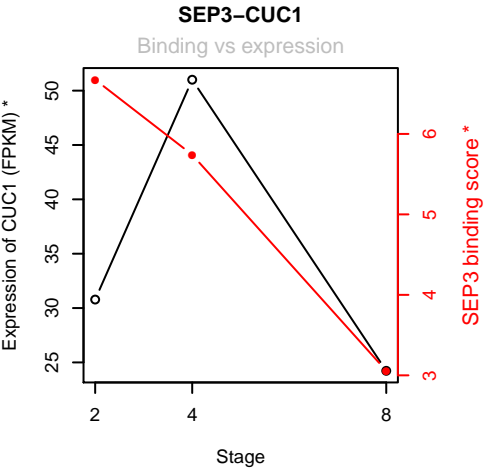

FFL: 35

SEP3-MIR164b-CUC2

Coherent
Evidence: MIR+BS

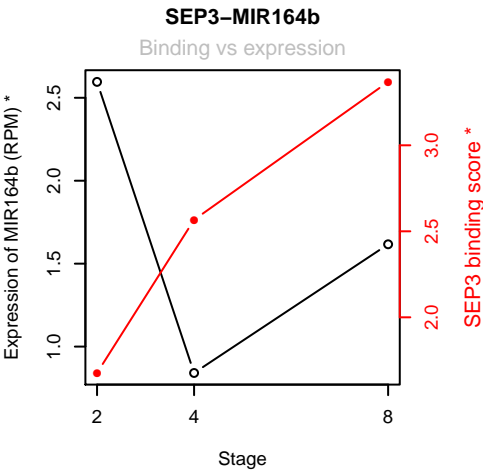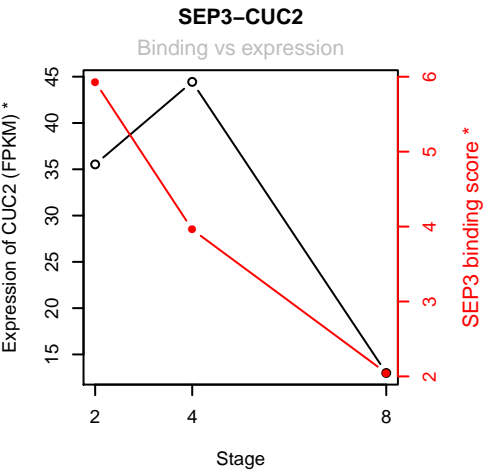

FFL: 36

SEP3-MIR159b-SPL

Incoherent
Evidence:

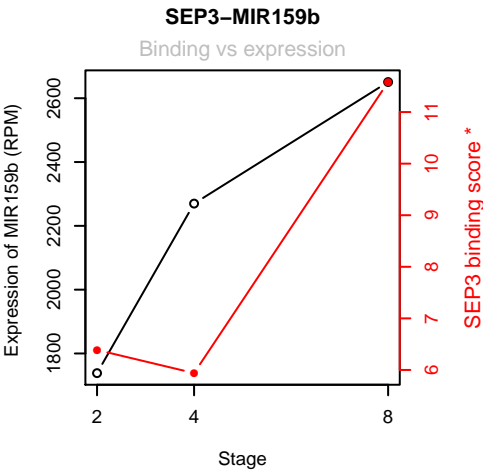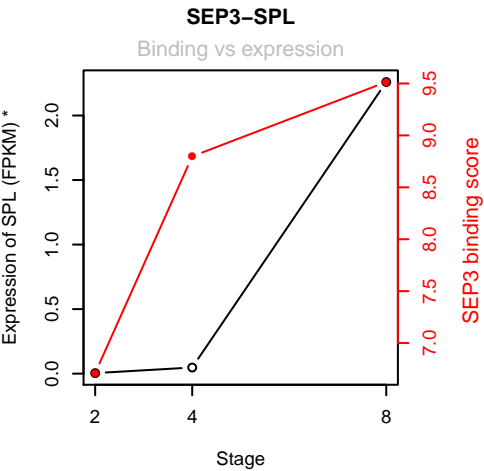

FFL: 37

SEP3–MIR159c–SPL

Coherent

Evidence: MIR

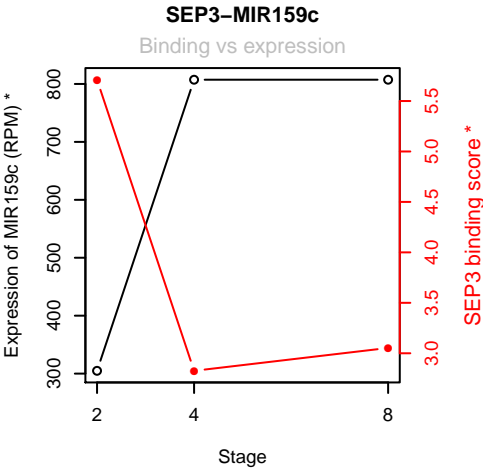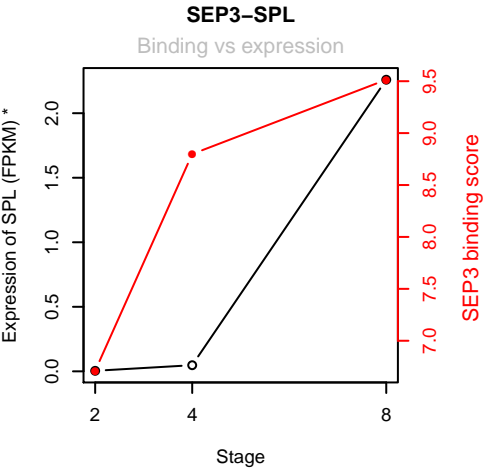

FFL: 38

SEP3–MIR156a–SPL11

Incoherent

Evidence:

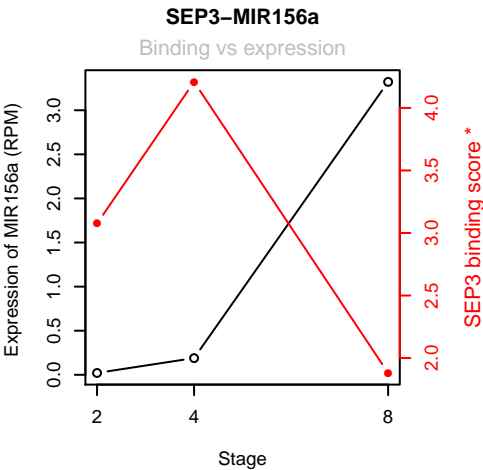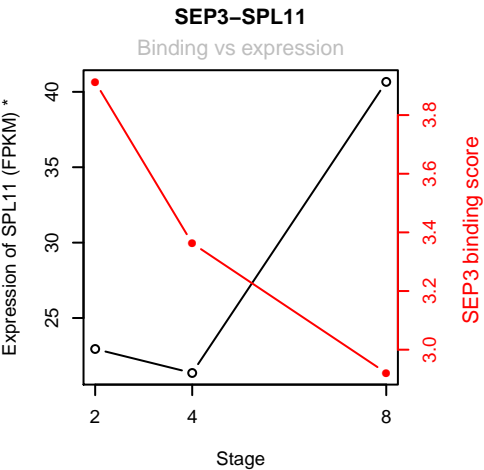

FFL: 39

SEP3–MIR156b–SPL11

Coherent

Evidence:

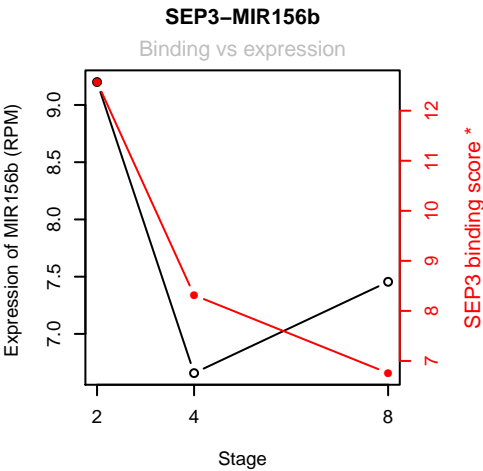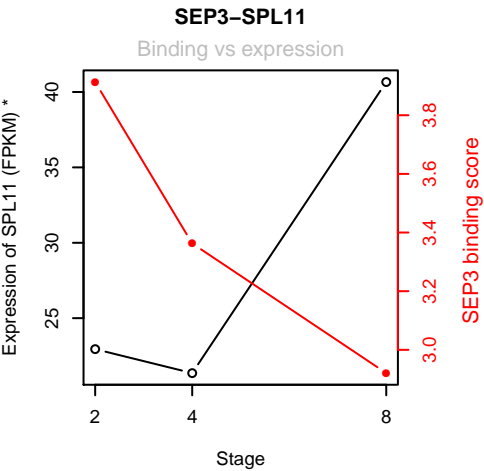

FFL: 40

SEP3-MIR156c-SPL11

Incoherent

Evidence:

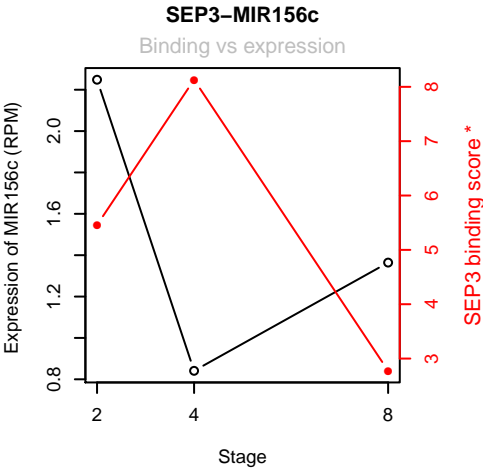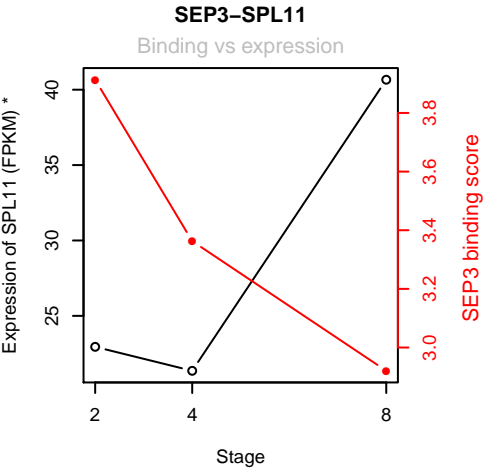

FFL: 41

SEP3-MIR156d-SPL11

Coherent

Evidence:

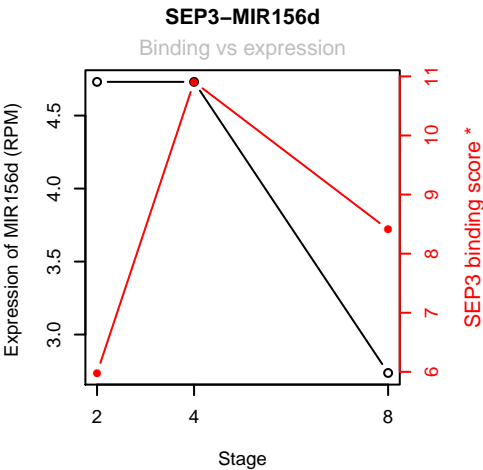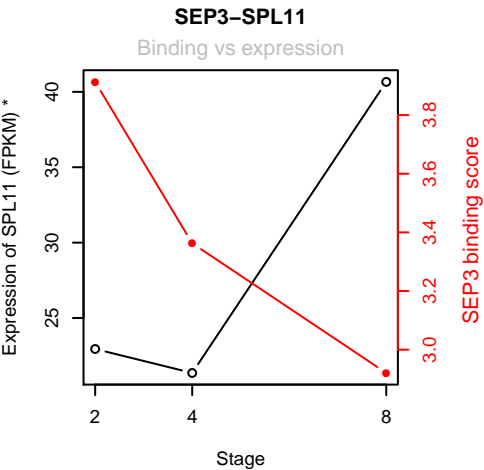

FFL: 42

SEP3-MIR156j-SPL11

Incoherent

Evidence:

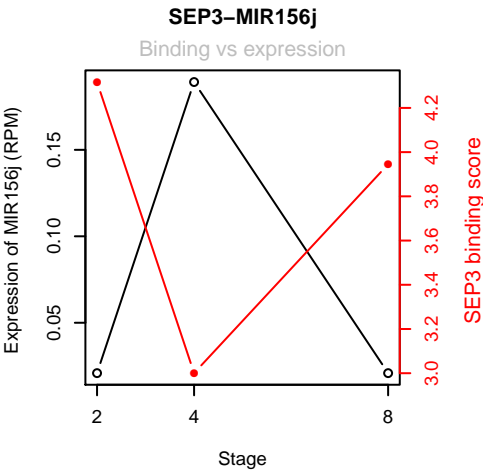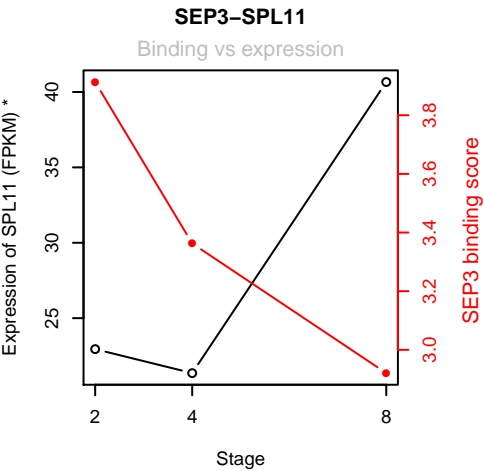

FFL: 43

SEP3-MIR157c-SPL11

Coherent

Evidence:

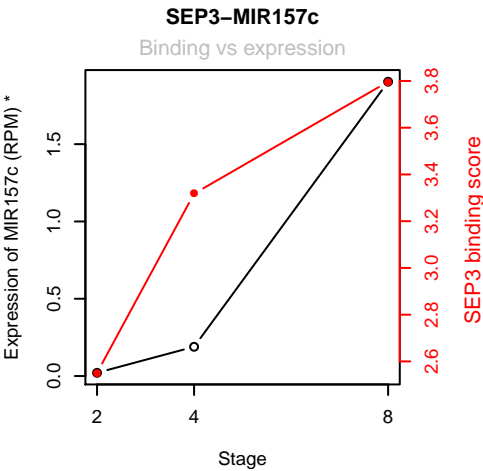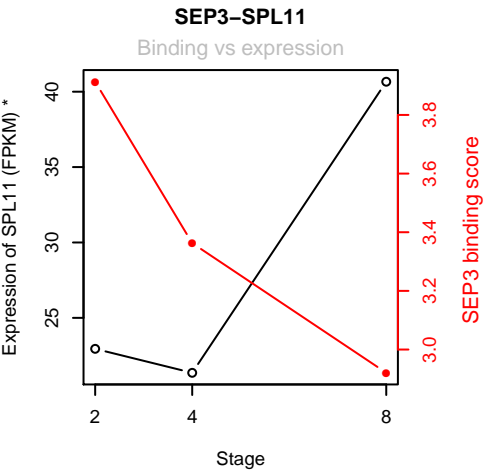

FFL: 44

SEP3-MIR157d-SPL11

Coherent

Evidence: MIR

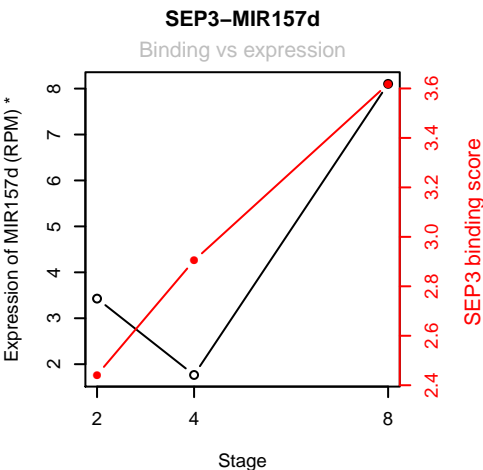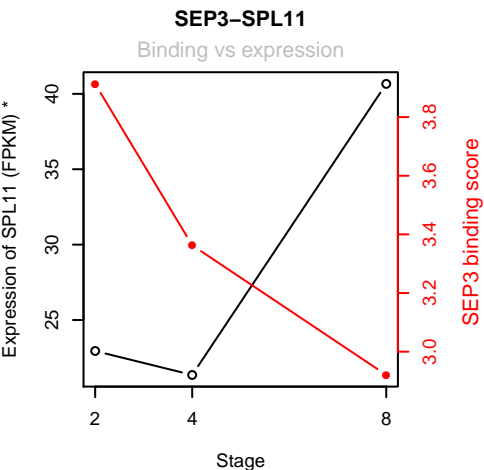

FFL: 45

SEP3-MIR156a-SPL3

Incoherent

Evidence: BS

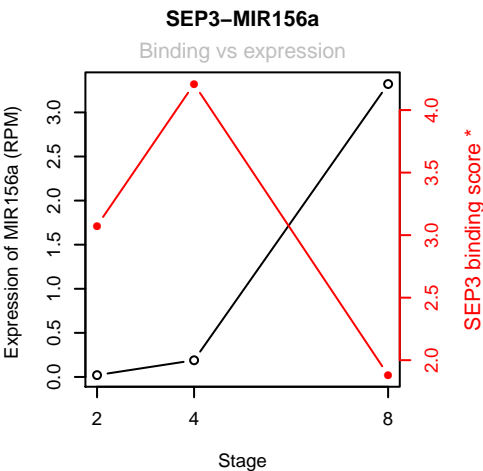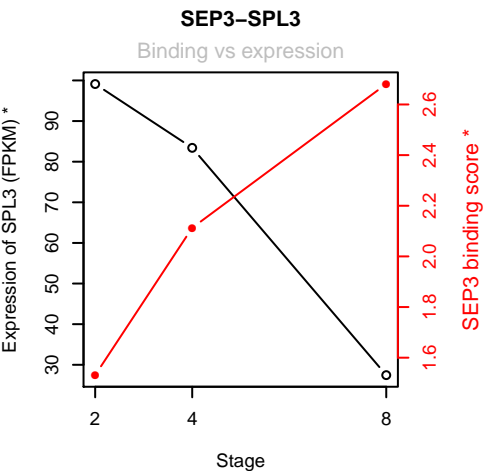

FFL: 46

SEP3-MIR156b-SPL3

Coherent

Evidence: BS

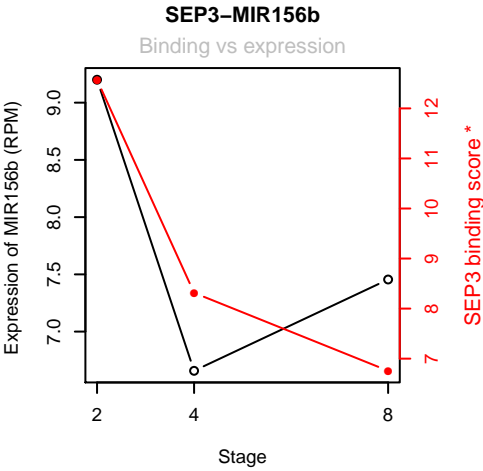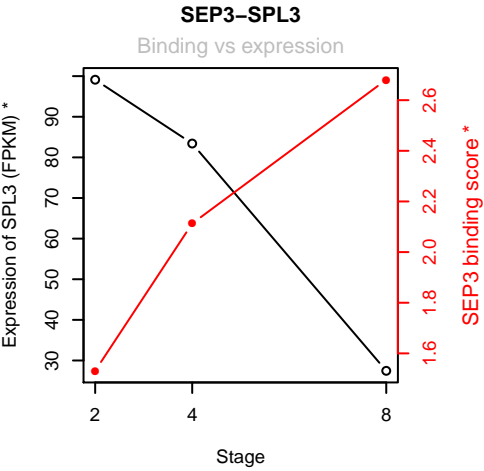

FFL: 47

SEP3-MIR156c-SPL3

Incoherent

Evidence: BS

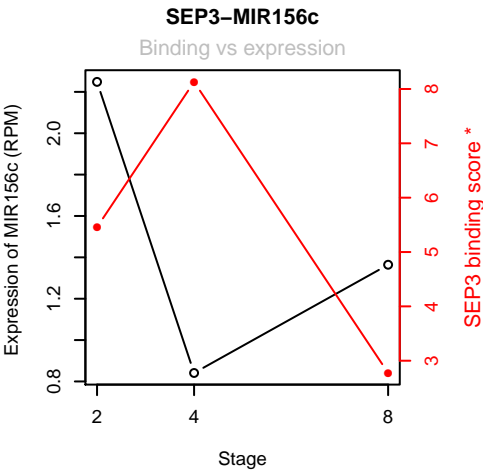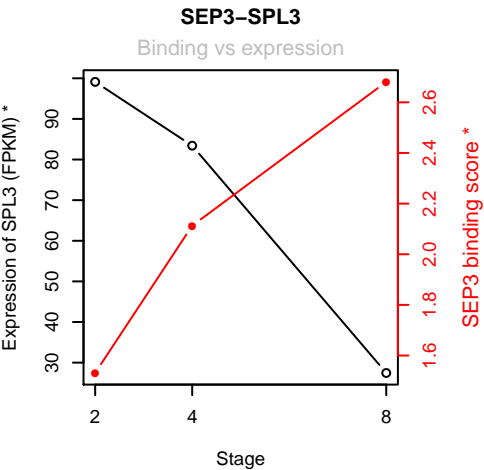

FFL: 48

SEP3-MIR156d-SPL3

Coherent

Evidence: BS

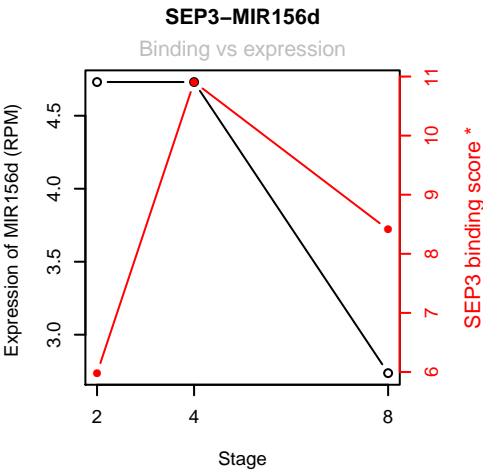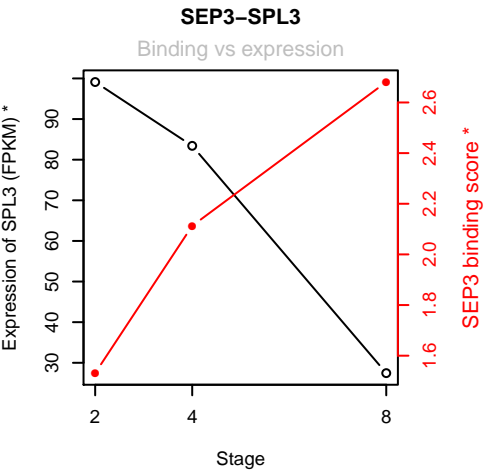

FFL: 49

SEP3-MIR156j-SPL3

Incoherent

Evidence: BS

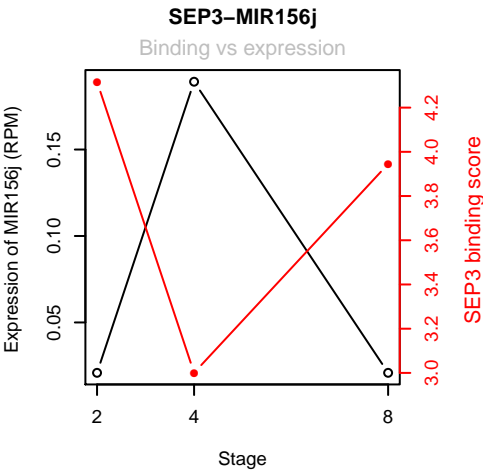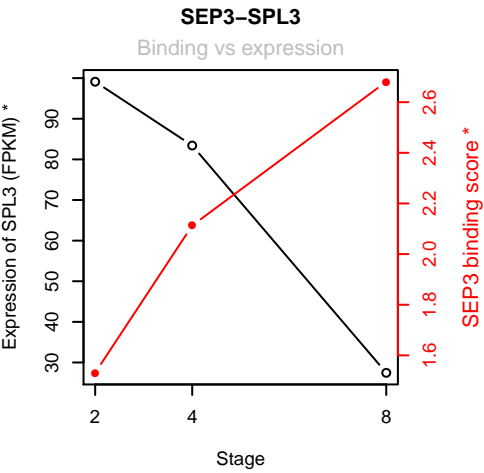

FFL: 50

SEP3-MIR156a-SPL9

Coherent

Evidence:

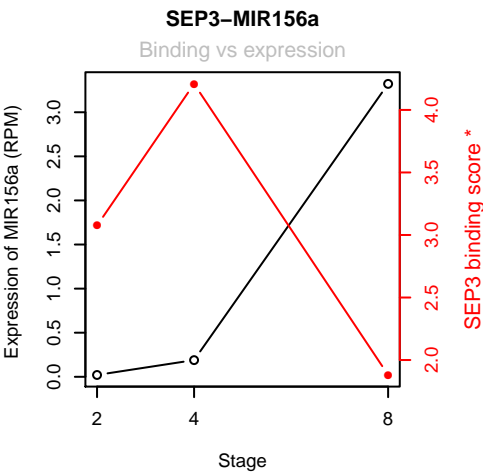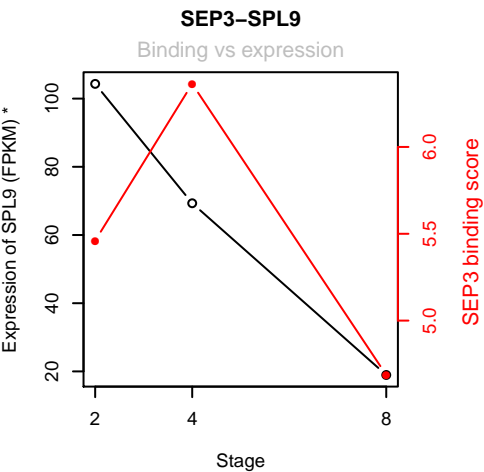

FFL: 51

SEP3-MIR156b-SPL9

Incoherent

Evidence:

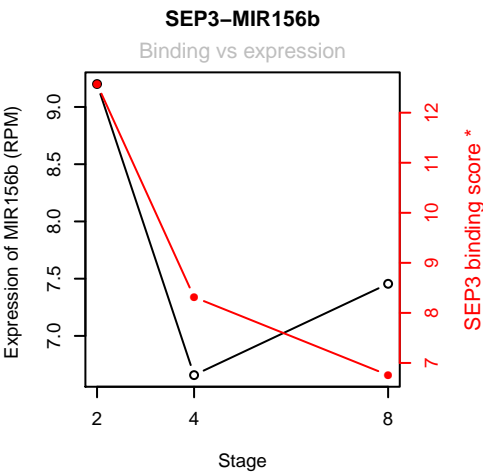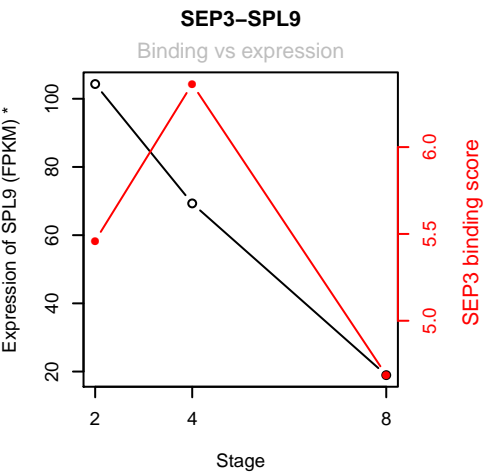

FFL: 52

SEP3–MIR156c–SPL9

Coherent

Evidence:

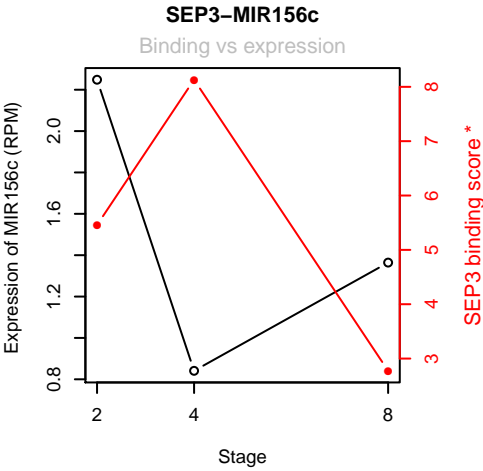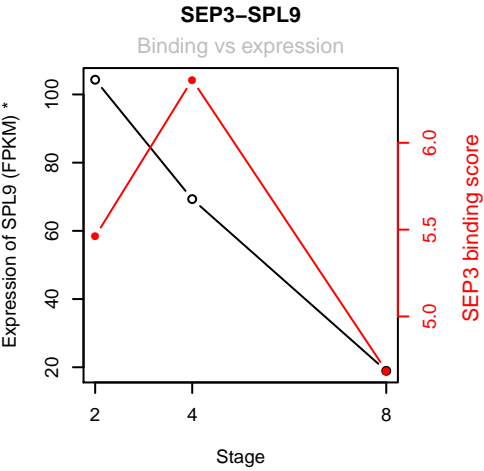

FFL: 53

SEP3–MIR156d–SPL9

Incoherent

Evidence:

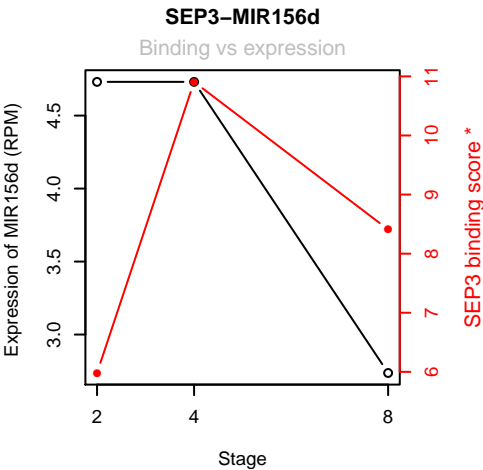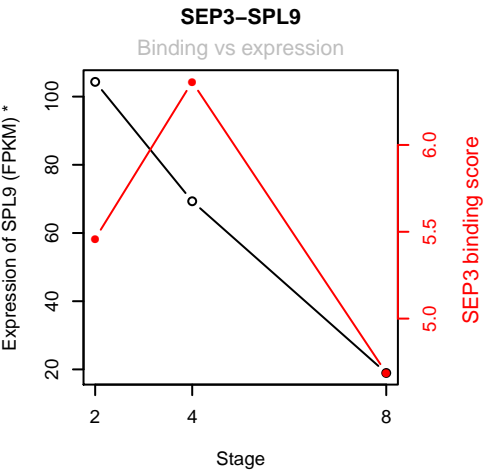

FFL: 54

SEP3–MIR156j–SPL9

Coherent

Evidence:

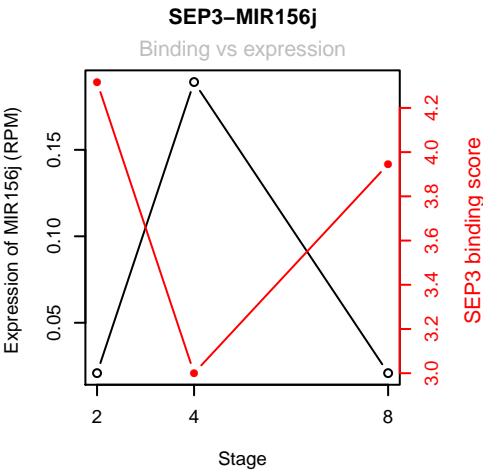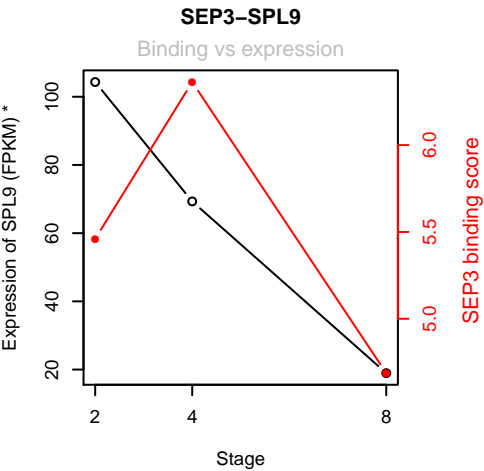

FFL: 55

SEP3-MIR157c-SPL9

Incoherent

Evidence:

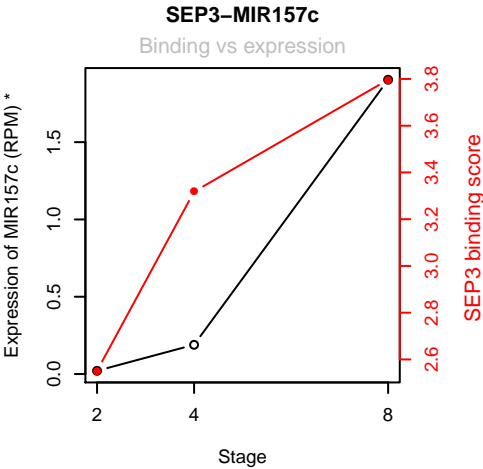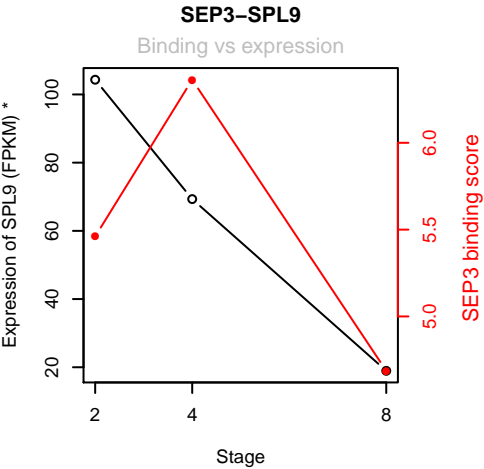

FFL: 56

SEP3-MIR157d-SPL9

Incoherent

Evidence: MIR

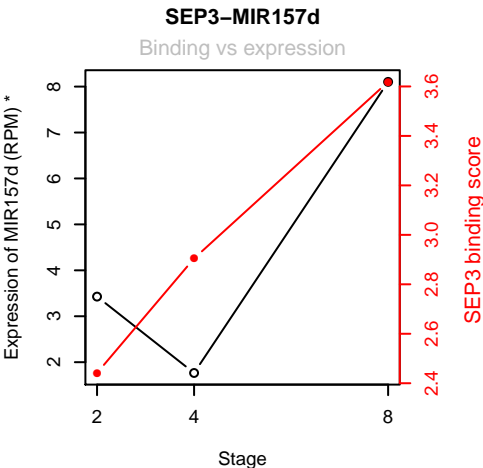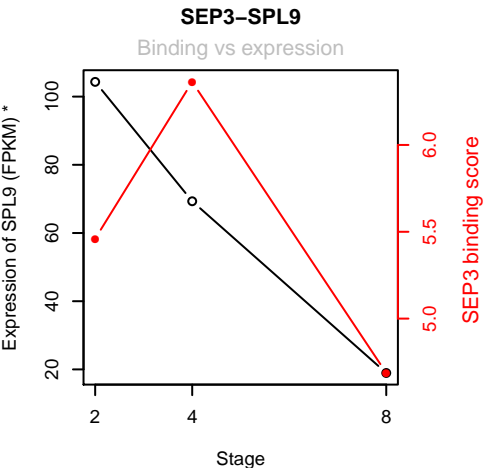

FFL: 57

SEP3-MIR156a-SPL5

Incoherent

Evidence:

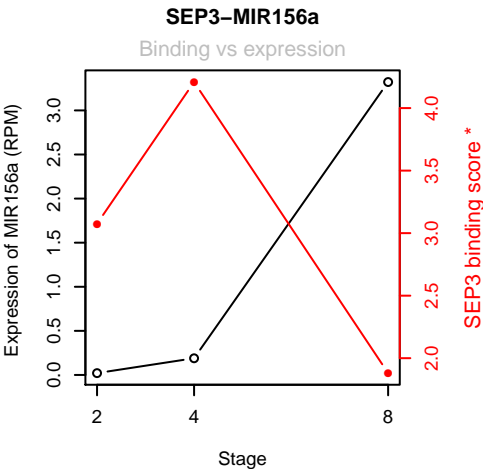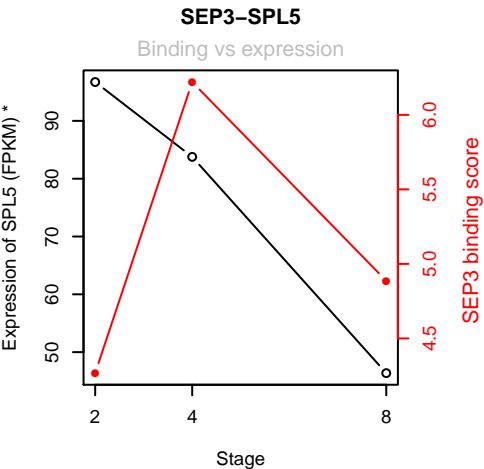

FFL: 58

SEP3-MIR156b-SPL5

Coherent

Evidence:

FFL: 59

SEP3-MIR156c-SPL5

Incoherent

Evidence:

FFL: 60

SEP3-MIR156d-SPL5

Coherent

Evidence:

FFL: 61

SEP3-MIR156j-SPL5

Incoherent

Evidence:

FFL: 62

SEP3-MIR157d-SPL5

Coherent

Evidence: MIR

FFL: 63

SEP3-MIR156a-SPL15

Coherent

Evidence: BS

FFL: 64

SEP3-MIR156b-SPL15

Incoherent

Evidence: BS

FFL: 65

SEP3-MIR156c-SPL15

Coherent

Evidence: BS

FFL: 66

SEP3-MIR156d-SPL15

Incoherent

Evidence: BS

FFL: 67

SEP3-MIR156j-SPL15

Coherent

Evidence: BS

How the deposited data were processed for this re-analysis (not part of the article)

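Small RNA was sequenced from inflorescences of pAP1::AP1-GR *ap1 cal* plants on day 0 (n = 2), day 2 (n = 3), day 4 (n = 2) and day 8 (n = 3) after induction with DEX, and from seedlings (n = 3). The authors trimmed the reads with Trim Galore, mapped them to TAIR10 with STAR, counted the reads of each miRNA gene of miRBase with STAR's gene counts and divided them by the mapped reads of the library, which gives RPM. The versions of Trim Galore and STAR used for the miRNA-seq reads are not given in the sources used here. The deposited RPM table holds 325 miRNA genes, 216 of them above 0 in any library, and 13 libraries. It also holds 5 pooled columns, which are depth-weighted means of the libraries. A further deposited table, named as including outliers, holds 3 columns of libraries that belong to no sample here. These were not used, so the replicates and their spread are those of the 13 libraries. A separate table of the authors holds RPM values of 169 miRNA genes after quantile normalization over 18 columns, and recomputing it from the deposited RPM gave the same values (largest relative difference 1.3e-14). It served as an alternative only.

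The low RPM values of each library are whole multiples of 1 step (all of them, at a tolerance of 0.1), which gave an estimate of depth. In 7 of the 13 libraries fewer than 100 such values were found, 52 in the lowest, so the reads themselves were not recovered and no count model was used. A step was 0.467 to 1.08 RPM in inflorescences and 2.73 to 6.73 RPM in seedlings, so that values of a few RPM rest on few reads. The number of miRNA genes above 0 was 118 to 140 per inflorescence library and 62 to 79 per seedling library. Chi-square tests of the estimated reads of 11 pairs of replicates gave 2.53 to 12.2 per gene, all above sampling noise, and every library was kept as a sample of its own. Sequencing runs were taken from the deposited table, which names a run only at the first library of a block, and the libraries listed after it were assigned to the same run. The prefix of the sequence names listed there changes at the same places for the libraries used. What is said to be within a run or across runs rests on this assignment.

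Levels are given as mean ± SD of RPM. Changes were tested with limma 3.58.1 in R 4.3.3 on log2(RPM + 1) with an intensity trend, in a fit of the 10 inflorescence libraries with 1 term per stage. A gene was tested if it had at least 1 RPM in at least 2 of these libraries (137 genes), and p-values were adjusted by the Benjamini-Hochberg method over the tested genes with a threshold of 0.05. Day 0 was compared with seedlings in a fit of all 13 libraries (153 genes). Changes across the 4 stages also had to exceed 2-fold. RPM was summed over the loci of a family for 214 families, of which 106 were tested. Reads of exactly a mature sequence found at several places are in none of these sums. FFLs were read from the text of Supplementary Data 6, which gives 132 of them, and 3 are shown there only as pictures. The tables were read and the genome searched with Python 3.11.15, pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9.

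The tests, the lists and the alternatives were fixed before the data were examined, except those said to be chosen later. 14 lists of loci were fixed by family number. They are phase change (miR156 and miR157), *AP2*-like targeting (miR172), TCP and MYB targeting (miR159 and miR319), HD-ZIP III targeting (miR165 and miR166), organ boundary (miR164), auxin pathway (miR160, miR167, miR390 and miR393), small RNA machinery (miR162, miR168 and miR403), NF-YA targeting (miR169), SCL targeting (miR170 and miR171), phosphate and sulfate response (miR395, miR399 and miR827), GRF targeting (miR396), copper response (miR397, miR398, miR408 and miR857), MYB of flavonoid synthesis (miR828 and miR858), and higher-numbered loci, which are all loci of families with a number of at least 400 in no other list. Lists with at least 3 tested members were tested with fry between day 0 and day 8 and between seedlings and day 0, and with camera at a preset correlation of 0.01 and at an estimated correlation. fry's p tests whether the members move, on balance, in 1 direction and does not compare them with other genes. The genes named in the text are those the paper names, the 9 that Supplementary Data 6 marks as changed, the 10 with the largest called change without overlap between libraries in each comparison, and the 4 most abundant of each list, 70 in all.

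All 325 loci were matched to TAIR10.1, whose coordinates are given, 177 by the miRBase identifier and 148 by the name alone. Each mature sequence was searched by exact match on both strands of TAIR10.1 in full, without its last base and with the next base. A locus was called end-dependent where at least 1 of its mature sequences becomes unique only through 1 of these end bases. The other mature sequence of such a locus may be unique in full.

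The test was tried on 20 simulated sets of 137 genes for day 8 against day 2, with 40 changed genes each and a dispersion of 0.05. Of genes at 10 RPM or more it called 53.8% of 117 changed by 2-fold and 100% of 118 changed by 4-fold. Of genes under 10 RPM it called 9.17% of 240 changed by 2-fold and 48.2% of 282 changed by 4-fold. Of its 355 calls 4.51% were unchanged genes. The dispersion was the same for every gene and no difference between runs was simulated, so these rates need not hold for the data. The alternatives were pseudocounts of 0.1 and 5, no filter on low values, a filter at 10 RPM, median-ratio and TMM scaling, the authors' quantile-normalized values, a block for the replicate number, limma without the trend, the seedlings in the fit, the study's own criterion for FFLs and leaving out each library in turn. TF binding and RNA-seq were not analysed here, and of the RT-qPCR only directions were read from its plots. The depth of seedlings was set against that of day 0 by an exact binomial test of the estimated reads summed over each group, adjusted by the Benjamini-Hochberg method over the genes that differed.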

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

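The tests of end-dependent loci, next bases, runs, scaling, depth and single libraries given here were chosen after the results had been seen, and so were the comparisons and genes singled out. The count over other groupings of the libraries was planned.

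The paper does not report on the seedling libraries. Against them 70 miRNA genes differed on day 0 at an adjusted p under 0.05 from limma, 46 higher and 24 lower. Genes the paper does not discuss are here those neither named in it nor in an FFL that the text of Supplementary Data 6 gives. Among these, the largest changes without overlap were in *MIR319b* (log2 fold change of 5.72), *MIR408* (-5.16) and *MIR167c* (-4.57). Of the 46 higher genes, 29 had a day 0 mean above 3.76 RPM, the level that 3 reads over the 3 seedling libraries make. Of these, 25, and 21 of the 24 lower genes, differed by more than counting error at these depths gives (exact binomial test of the estimated reads, adjusted p under 0.05). This argues against counting error at low depth as the whole source of these. The test covered only genes that limma had called from the same values, so it is no independent evidence of a difference. It also assumes counting error alone, while replicate libraries differed by more. The other 17 higher genes had a day 0 mean under that level and 0 seedling reads and none of them (0) could pass this test, so that depth stays open for them and for the rest that did not pass it. No seedling library shares a run with a day 0 library (0 libraries in the run of the other tissue), so the run and the difference of tissue and stage cannot be told apart.

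Between day 2 and day 4, genes that the paper does not discuss had the log2 fold changes of -4.25 (*MIR319b*), -3.71 (*MIR781b*) and -3.12 (*MIR164a*). Median-ratio and TMM scaling left all 10 fallen genes lower, which argues against a factor per library as the whole cause. With the authors' quantile-normalized values *MIR159b*, among these genes, loses its call. Of the 10, 7 are end-dependent loci, against 20 of the other 127 genes (Fisher's exact test, two-sided, p = 0.000448). Among 18 loci told apart by the base after the mature sequence, the mean log2 change was -1.83 for the 7 with adenine next, 4 of which fell and 1 of which (*MIR162b*) rose, and 0.36 for the 11 with another base, none of which fell (exact permutation test over 31824 groupings, two-sided, p = 0.00437). This split was chosen after these values were seen and is no independent evidence, so that a difference between runs in how read ends were trimmed or extended stays a hypothesis that cannot be told apart from a change of miRNA between stages, since no library of either day is in the run of the other (0 libraries).

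Between day 4 and day 8, within 1 run, genes that the paper does not discuss had the log2 fold changes of 4.69 (*MIR780*), 2.37 (*MIR839*) and 2.02 (*MIR853*), all depending on the pseudocount since values of day 4 lie at or near 0. End-dependent loci were 5 of the 20 changed genes and 22 of the other 117 (Fisher's exact test, two-sided, p = 0.546), which decides nothing at these numbers. Median-ratio and TMM scaling each left 19 of the 20 with their call and direction, which argues against a factor per library as the whole cause. The authors' quantile-normalized values gave 10 higher and 7 lower in place of 16 and 4. *MIR863*, *MIR396b* and *MIR858a* are among the calls lost with them. Without day 4 replicate 1 11 of the 20 kept theirs, with *MIR839* at 1.50 and *MIR853* at 1.69, but a single day 4 library is then left, so that the low depth of that library and the loss of a replicate cannot be told apart. A change between the stages within this run stays open.

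Between day 2 and day 8, 50 genes differed in the real grouping of the 6 libraries and at most 0 in the other groupings. Only 1 of 10 groupings, the real one, gave as many, and 10 are too few for a share under 0.05.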

How the results depend on the processing

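The settings without end-dependent loci and with run as a term were chosen after the data were seen. No miRNA gene differed between day 0 and day 2 under any alternative run. Of 3932 alternatives of 192 results on single genes, 3562 kept their call and direction, 352 lost the call (173 on leaving out 1 library), and 16 gained one. With the authors' quantile-normalized values *MIR159b*, day 0 against seedling, changed sign to -0.76 and *MIR166a*, day 8 against day 2, went from -0.49 to 0, and the cause was not tested. A listed 0 allows up to 20.2 RPM in a single seedling library, 3.76 RPM over the 3 of them and 3.24 RPM in a single inflorescence library.

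A pseudocount of 5 gave 20 genes across the 4 stages (37 as reported), 20 across stages 2, 4 and 8 (36) and 25 FFLs (51), where the cause was not tested. A minimum of 10 RPM tests fewer genes and gave 23, 22 and 27, with 31 for day 8 against day 2 (50) and 43 for day 0 against seedling (70). Seedlings in the fit gave 24 families (37) and 23 genes for day 8 against day 0 (39). The study's criterion gave 32 FFLs. Run as a term, which tests fewer steps, gave 17 genes and 15 families across the 4 stages. Without end-dependent loci, which removes genes, 24 changed across the 4 stages, 6 on day 4 against day 2 (17) and 32 on day 8 against day 2. Expressed genes (137) were 50 at 10 RPM, 209 above 0 in any library and 64 at 1 RPM in every library. Of 5 lists with a direction between day 0 and day 8, 0 held with camera at the preset and 0 at an estimated correlation, and of 7 between seedlings and day 0, 3 and 0.

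Leaving out 1 library gave 31 to 40 genes across the 4 stages, 31 to 40 across stages 2, 4 and 8, 30 to 39 families, 44 to 68 FFLs, 131 to 137 expressed genes, 14 to 21 on day 4 against day 2, 12 to 20 on day 8 against day 4 (12 without day 4 replicate 1), 38 to 51 on day 8 against day 2, 26 to 41 on day 8 against day 0 and 51 to 73 on day 0 against seedling. A lone library left in a group is assumed to vary like the others. With a replicate block the counts were 39, 37, 36, 54, 21, 21, 49, 36 and 60 in that order without the expressed genes. Over 23 pairs with the same number, correlations of deviations lay between -0.186 and 0.151, and 4 were over 0.1. In 3 pairs of day 2 and day 8 none was closest to its own number (0). Both pairs of day 2 and day 4 were (0.0105 and 0.126). In a group of 2 libraries the deviations from the mean are equal and opposite, so that these values cannot exclude a pairing. Tests on counts by edgeR and DESeq2 were not run, since whole reads were not recovered in every library.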

Differences from the paper's values

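Values of the paper's plots in Supplementary Data 6 were read by eye, and the alternatives named were set before the data were examined unless said otherwise. A level is said to differ where it lies more than 1 SD of the libraries here from the paper's value, one is more than 1.5 times the other, and either is above the level that 3 reads over the group make. A count is said to differ on the 1.5 times alone, so that values not said to differ need not be equal. For *MIR172e* the plots show about 2.0 RPM at stage 2 against 3.16 RPM here (no difference by this measure with the authors' quantile-normalized values, but one with median-ratio or TMM scaling) and about 0.41 RPM at stage 8 against 0.731 RPM here (no difference with any of the 3 alternatives). For *MIR167a* they show about 24 RPM at stage 2 against 95.5 RPM here (a difference with each of the 3) and about 40 RPM at stage 8 against 64.0 RPM here (no difference with median-ratio and TMM scaling, but one with the authors' quantile-normalized values). For *MIR396b* they show about 45 RPM at stage 4 against 2.64 RPM and about 79 RPM at stage 8 against 11.0 RPM here (a difference with each of the 3). For *MIR858a* they show about 6.6, about 11 and about 14 RPM at stages 2, 4 and 8 against 17.9, 19.7 and 39.2 RPM here (a difference with each of the 3). For *MIR159b* they show about 2300 RPM at stage 4 against 591 RPM and about 2600 RPM at stage 8 against 608 RPM here (a difference with each of the 3). At stage 8 they show about 1.6 RPM for *MIR164b* against 2.87 RPM and about 1.4 RPM for *MIR156c* against 2.64 RPM here (no difference for either with the authors' quantile-normalized values, but one with median-ratio or TMM scaling), and about 8.1 RPM for *MIR157d* against 13.3 RPM here (no difference with any of the 3). In all, 14 of 36 levels differed, 12 with median-ratio scaling, 11 with TMM scaling and 10 with the authors' quantile-normalized values.

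Supplementary Data 6 marks 32 of the 132 FFLs in its text as having a changed miRNA, and 51 have one here, 25 of them in both. The number is not over 1.5 times apart from the paper's 32 at a pseudocount of 5 (25), a minimum of 10 RPM (27), median-ratio and TMM scaling (48 each), the seedlings in the fit (47), without day 2 replicate 1 (44), day 8 replicate 2 (46) or day 8 replicate 3 (45), with the study's criterion of an analysis of variance on RPM (32) and on log2 values (40). It is at a pseudocount of 0.1, without a filter, with the authors' quantile-normalized values, the replicate block, limma without the trend, without the 2-fold threshold, over all 4 stages or without any other library. Of the 9 miRNA genes that Supplementary Data 6 marks, *MIR164b*, *MIR159c* and *MIR319a* did not pass these thresholds here: *MIR159c* changed by a log2 of 0.91 and *MIR319a* by 0.71, under 2-fold, and *MIR164b* had an unadjusted p of 0.184 from limma. The study's criterion on RPM gives the paper's number of FFLs from a different set of genes. It passes 6 of the 9 and also *MIR159b* and *MIR172e*, which are not marked. *MIR164b*, *MIR159c* and *MIR319a* (1.63-fold) fail it here.

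The plots show no fall of *MIR159b* or *MIR396b* at stage 4, where both fell here (log2 fold changes of -1.92 and -4.49 against day 2), a call that *MIR159b* loses with the authors' quantile-normalized values (-0.25). Supplementary Fig. 9a shows *MIR167a* higher on day 8 than on day 0 by RT-qPCR, an assay of the mature sequence it shares with *MIR167b*, and here the log2 fold change was -0.67 (adjusted p = 0.045 from limma), a call that is lost without day 0 replicate 1 (-0.51), day 0 replicate 2 (-0.83), day 8 replicate 2 (-0.57) or day 8 replicate 3 (-0.63).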

Other observations

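The tests of end-dependent loci and the exact binomial test of depth were chosen after the results had been seen, and no other comparison or list in this part was.

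Of 8 tested loci of *SPL*-targeting miRNAs, 5 were lower and 1 higher in inflorescences on day 0 than in vegetative seedlings (6 lower and 1 higher when adjusted over the list alone). *MIR156a* had 68.4 ± 25.3 RPM (SD, n = 3) in seedlings and 0.313 ± 0.442 RPM (SD, n = 2) on day 0 (log2 fold change of -5.70, adjusted p = 6.9e-06 from limma), *MIR156c* 75.1 ± 19.0 RPM (SD, n = 3) and 2.45 ± 0.0721 RPM (SD, n = 2). Of 5 loci of copper response, 4 were lower and none higher (4 lower and 1 higher when adjusted over the list alone), with *MIR408* at 162.4 ± 78.3 RPM (SD, n = 3) and 3.25 ± 1.06 RPM (SD, n = 2). The other lower loci of this list, *MIR397a*, *MIR398b* and *MIR398c*, had only 2, 3 and 4 estimated reads over the seedlings, and *MIR397a* did not differ beyond counting error (adjusted p = 0.067 from an exact binomial test). *MIR167c* had 23.8 ± 8.90 RPM (SD, n = 3) in seedlings and was listed at 0 on day 0. All 6 loci of miR159 and miR319 were higher on day 0 (also 6 when adjusted over the list alone), except that *MIR159b* turns to -0.76 (adjusted p = 0.19) with the authors' quantile-normalized values, with *MIR319a* at 17.2 ± 10.3 RPM (SD, n = 3) in seedlings. *MIR172d* and *MIR858a*, with 44.8 and 19.3 RPM on day 0, were listed at 0 in all 3 seedling libraries, which allows levels of up to 3.76 RPM over the group. By fry, phase change (adjusted p = 6.96e-06) and copper response (0.000364) moved down, and TCP and MYB targeting (1.88e-07), organ boundary (0.00129), HD-ZIP III (0.0015), SCL (0.000364) and higher-numbered loci (0.00711) moved up. With an estimated correlation these are lost (adjusted p = 0.0514 for phase change and for TCP and MYB targeting, 0.227 for copper response, 0.666 for organ boundary, HD-ZIP III and SCL targeting and 0.808 for higher-numbered loci, all with an estimated correlation). End-dependent loci were 10 of the 46 genes higher on day 0 and 17 of the other 107 tested (Fisher's exact test, two-sided, p = 0.488), and 4 of the 24 lower genes and 23 of the other 129 (p = 1 from the same test).

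The other lists on day 0 against seedlings had, over all genes tested, 1 higher and 2 lower of 10 loci of the auxin pathway (fry, adjusted p = 0.662), 1 and 0 of 4 of the small RNA machinery (0.181), 2 and 0 of 3 of organ boundary, 3 and 1 of 5 of HD-ZIP III targeting, 0 and 0 of 3 of NF-YA targeting (0.686), 2 and 0 of 4 of SCL targeting, 1 and 0 of 2 of *AP2*-like targeting, 0 and 1 of 2 of phosphate and sulfate response, 0 and 2 of 2 of GRF targeting and 1 and 0 of 2 of the MYB list, with the same counts when adjusted over the list alone. Of 90 higher-numbered loci 26 were higher and 6 lower (24 and 6 when adjusted over the list alone).

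Between day 2 and day 8, organ boundary miRNAs fell at 2 of 3 loci, *MIR164a* and *MIR164c*, and none rose (also 2 when adjusted over the list alone). These days lie in different runs, and of the 18 genes lower on day 8, 10 are end-dependent loci, against 17 of the other 119 tested (Fisher's exact test, two-sided, p = 0.000278). They include *MIR164a*, *MIR164c*, *MIR827*, *MIR399b*, *MIR403*, *MIR396b* and *MIR167a*, and *MIR162b*, *MIR396a*, *MIR171a* and *MIR398a* are end-dependent among those that rose. Both tested loci of phosphate and sulfate response fell, *MIR827* (log2 fold change of -2.05) and *MIR399b* (-1.18), also both when adjusted over the list alone. The call of *MIR399b* is lost without day 0 replicate 2 (-1.18, adjusted p = 0.053), day 2 replicate 1 (-1.09), 2 (-1.30) or 3 (-1.17) and day 8 replicate 2 (-0.83) or 3 (-1.18, adjusted p = 0.096). Of 4 loci of the small RNA machinery, *MIR168a* (*AGO1*) and *MIR162b* (*DCL1*) rose and *MIR403* (*AGO2*) fell (also 2 and 1 when adjusted over the list alone), the last not without day 8 replicate 2 (-0.71) or 3 (-0.65). Of 2 loci of GRF targeting *MIR396a* rose and *MIR396b* fell (also 1 and 1 when adjusted over the list alone), where the other scalings give 0 and 1 and the rise of *MIR396a* (0.76) is lost on leaving out any day 2 or day 8 library (0.63 to 0.87). Of 4 loci of SCL targeting *MIR170* and *MIR171a* rose (also 2 when adjusted over the list alone), and 0 with each other scaling. *MIR170* (1.11) is also lost without any day 0 or day 8 library, day 2 replicate 1 (0.94) or day 2 replicate 3 (1.10), and *MIR171a* (1.33) without day 2 replicate 2 (0.99), day 8 replicate 2 (1.38) or day 8 replicate 3 (1.20). Of 8 loci of the auxin pathway *MIR167a* and *MIR167d* fell (1 when adjusted over the list alone), and *MIR167a* (-0.57) does not without day 0 replicate 1 or 2 (-0.57, adjusted p = 0.055 and 0.057), day 2 replicate 1 (-0.63) or 2 (-0.43) and day 8 replicate 2 (-0.47) or 3 (-0.53). Of 5 of HD-ZIP III targeting *MIR166a* fell (also 1 when adjusted over the list alone), where the authors' quantile-normalized values give 1 higher and 0 lower and *MIR166a* a log2 fold change of 0, and its call (-0.49) is lost without day 2 replicate 2 (-0.38) or 3 (-0.48) and day 8 replicate 1 (-0.49, adjusted p = 0.056) or 3 (-0.43). Of 2 of NF-YA targeting 0 changed, and of 2 of copper response and 2 of the MYB list 1 each rose, *MIR398a* and *MIR858a* (also 1 each when adjusted over the list alone). Of 82 higher-numbered loci 15 rose and 5 fell (15 and 4 when adjusted over the list alone).

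Between day 0 and day 8, also across runs, fry gave organ boundary, where *MIR164a* and *MIR164c* are end-dependent loci, down (adjusted p = 0.00093) and SCL targeting and higher-numbered loci up (0.0314 each), all lost with camera (adjusted p = 0.357, 0.590 and 0.590 with an estimated correlation). The auxin pathway (0.846), small RNA machinery (0.209) and HD-ZIP III targeting (0.310) did not pass it.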
